# Combined Transcriptomic and Metabolomic Analysis Reveals an Ethylene‐Activated Regulatory Model on Monoterpenoid Indole Alkaloid Biosynthesis in *Catharanthus roseus*

**DOI:** 10.1111/pbi.70343

**Published:** 2025-09-08

**Authors:** Bofu Deng, Qing Miao, Chaoqin Ou, Yuanbing Pan, Hang Liu, Xueqing Fu, Ling Li, Yuliang Wang, Kexuan Tang, Qifang Pan

**Keywords:** *Catharanthus roseus*, EIN3/EIL transcription factors, ethylene signal, monoterpenoid indole alkaloids, omics analysis

## Abstract

*Catharanthus roseus* contains nearly 200 bioactive monoterpenoid indole alkaloids (MIAs) that are effective in treating cancer and other diseases. Ethylene plays a significant role in enhancing MIA biosynthesis, and we have found that it greatly induces the accumulation of anhydrovinblastine. However, the regulatory mechanisms underlying this process are not yet fully understood. In this study, a comprehensive analysis of the metabolome and transcriptome of *C. roseus* was conducted to identify two EIN3/EIL transcription factors, CrEIN3 and CrEIL1, which act as key components mediating the ethylene signal to upregulate MIA biosynthesis. Both CrEIN3 and CrEIL1 were found to upregulate the expression of MIA biosynthetic genes and the activator gene ORCA3, while repressing the expression of repressor genes GBF1 and ZCT1, resulting in increased vinblastine production in *C. roseus* . CrEIN3 directly binds to the SGD promoter, while CrEIL1 interacts with JA‐induced BIS2 to enhance upregulation of the iridoid pathway, thereby further promoting downstream MIA biosynthesis and strengthening the accumulation of bisindole MIAs. Our findings reveal an ethylene‐activated regulatory model consisting of CrEIN3 and CrEIL1 that integrates JA‐induced BIS2 to cooperatively regulate MIA production in *C. roseus* , shedding light on the mechanism of ethylene signal regulating MIA biosynthesis. This research provides a foundation for understanding plant hormone regulation of alkaloid metabolism, which will contribute to future efforts in developing high‐yielding MIAs in plant or yeast‐based platforms.

## 1 Introduction

*Catharanthus roseus* is a well‐studied medicinal plant that produces almost 200 monoterpenoid indole alkaloids (MIAs) (De Luca et al. 2014). Some of these compounds have been found to have strong pharmacological activities and are widely used in the clinical treatment of cancer (Almagro et al. 2015). For example, vincristine and vinblastine are important constituents used in chemotherapies for Hodgkin lymphoma, lymphosarcoma and neuroblastoma (Verma et al. 2017). Other MIAs, such as ajmalicine and serpentine, have been used in the treatment of circulatory system diseases, while vindoline and catharanthine have shown potential as a treatment for diabetes (Van Der Heijden et al. 2004).

To optimise the yield of monoterpenoid indole alkaloids (MIAs) in *C. roseus*, tobacco or yeast cell factories, it is necessary to fully understand the biosynthetic genes and regulatory mechanisms involved in the MIA pathways (Birchfield and McIntosh 2020; Liu et al. 2021; Zhang et al. 2022; Grzech et al. 2023; Salim et al. 2023; Gao et al. 2023). Recent advances in high‐throughput sequencing of the genome and transcriptome, especially single‐cell multi‐omics analyses of *C. roseus* revealing cell‐type‐specific expression, have facilitated the identification of previously unknown enzymatic steps in the downstream MIAs pathway, such as Geissoschizine Synthase 1 and 2 (GS1 and 2), Geissoschizine Oxidase (GO), Redox1 and Redox2, Stemmadenine‐O‐Acetyltransferase (SAT), Precondylocarpine Acetate Synthase (PAS), Dihydroprecondylocarpine Acetate Synthase (DPAS), Catharanthine Synthase/Hydrolase 1 (CS/HL1) or Tabersonine Synthase/Hydrolase 2 (TS/HL2), among others (De Luca et al. 2014; Qu et al. 2015, 2018, 2019; Stavrinides et al. 2016; Tatsis et al. 2017; Caputi et al. 2018; Xu et al. 2023; Li et al. 2023). However, the transcriptional regulation of these genes remains unclear. While significant progress has been made in understanding jasmonate (JA)‐responsive transcriptional regulation in *C. roseus* , particularly the JAZ‐CrMYC2/BIS‐ORCA module that regulates MIA biosynthesis under JA induction, it is important to note that the expression of catharanthine and vindoline pathway genes, such as SGD, Redox1, Redox2, SAT, CS and TS, is not controlled by this module (Patra et al. 2018; Schweizer et al. 2018; Singh et al. 2020, 2021). Therefore, it is likely that the expression of these genes is subject to regulation by other plant hormones.

Ethylene is a phytohormone that affects various aspects of plant development, secondary metabolism and stress responses. Previous studies have demonstrated that ethylene treatment positively influences the transcription and metabolite levels involved in the MIA biosynthesis in *C. roseus* . Exogenous ethylene has been found to effectively enhance MIA biosynthesis in different parts of *C. roseus* , including plants, hairy roots and cell suspensions (Chen et al. 2017). Specifically, ethylene treatments have been shown to promote the accumulation of vinblastine, catharanthine and ajmalicine (Vazquez‐Flota et al. 2009; Pan et al. 2010; Chen et al. 2017). The expression of both CrWRKY1 and CrERF5, which are associated with ethylene signalling, exhibited a strong response (Suttipanta et al. 2011; Pan et al. 2019). Additionally, ethylene treatment induced the expression of HL1 and PRX1 transcripts in the shoots and roots of 8‐day‐old *C. roseus* seedlings (Costa et al. 2008; Fraser et al. 2020). While the molecular mechanism of the ethylene signal transduction pathway has been extensively studied, there are limited reports on ethylene‐induced transcription factors (TFs) regulating MIA biosynthesis. Downstream TFs of the ethylene signalling pathway, such as EIN3/EILs and AP2/ERFs, have garnered attention for their role in regulating secondary metabolism in higher plants (Chao et al. 1997). AP2/ERFs have been implicated in the accumulation of MIAs in *C. roseus* . However, it remains unknown whether EIN3/EILs are involved in MIA biosynthesis.

In this study, we conducted a transcriptome and metabolome analysis of *C. roseus* and identified two EIN3/EILs (CrEIN3 and CrEIL1) as potential regulators of MIA biosynthesis. We cloned and characterised these TFs and found that CrEIN3 positively regulates vinblastine accumulation by binding to the promoter of SGD. Additionally, CrEIL1 was found to interact with BIS2 and activate its transcriptional activation activity. Our findings suggest that both CrEIN3 and CrEIL1 contribute to ethylene signalling and play a role in regulating MIA biosynthesis in *C. roseus* . This study provides insight into the mechanism by which ethylene affects MIA biosynthesis and expands our understanding of the regulatory effect of ethylene on the MIAs metabolic pathway.

## 2 Results

### 2.1 Ethylene and Jasmonate Signals Stimulated the Accumulation of Monoterpenoid Indole Alkaloids and Precursors in *Catharanthus roseus* Plants

Metabolite analysis using UPLC‐Q/TOF MS was performed on *C. roseus* leaves at different time points (0, 3, 6, 24 and 72 h) following treatments with ethephon (ETH) and methyl jasmonate (MJ) (Figure 1A). The results showed that both ETH and MJ treatments induced the accumulation of tryptamine and ajmalicine. Additionally, ethylene significantly stimulated the biosynthesis of secologanin, catharanthine and anhydrovinblastine. Particularly, the content of anhydrovinblastine in the ETH‐treated samples at 24 h increased by 65.27% compared to the samples at 0 h, and was much higher than in the controls and MJ‐treated samples, indicating that the ethylene signal plays a vital role in bisindole alkaloid biosynthesis. Moreover, the contents of tryptamine, ajmalicine, and vindoline peaked at 3 h under MJ treatment while the contents of tryptamine, catharanthine, and anhydrovinblastine peaked at 24 h under ETH treatment. Based on these results, time points of 0, 3 and 24 h after ETH or MJ treatments were selected for NMR‐based metabolomic studies and RNA‐seq analysis.

**FIGURE 1:**
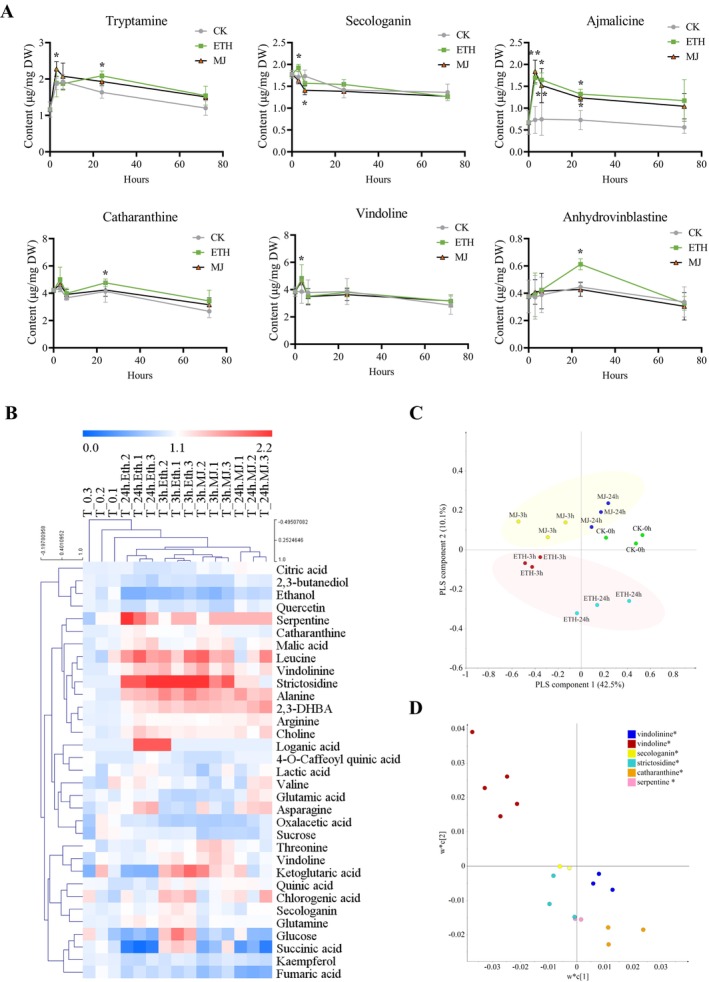
MIA‐targeted analysis and non‐targeted analysis of *Catharanthus roseus* under ethephon (ETH) and methyl jasmonate (MJ) treatment. (A) MIAs contents under ethephon (ETH) and methyl jasmonate (MJ) treatment in *C. roseus* . The error bars represent the means ± SD (standard deviation) from three replicates, and asterisks indicate statistically significant differences compared with the controls using the student's *t*‐test. *p < 0.05. (B) Overview of *C. roseus* metabolome under ETH or MJ treatments based on NMR‐metabolome data. The colour scale (blue to red) represents the fold changes of the metabolite levels at different time points under ETH or JA treatment compared to the control at 0 h. (C) Score plot of partial least square‐discriminant (PLS‐DA) analysis of *C. roseus* leaves under ETH treatment or MJ treatment based on NMR‐metabolome data. (D) Loading blot of *C. roseus* leaves under ETH or MJ treatment based on NMR‐metabolome data.

### 2.2 Metabolome Variations Confirms the Response of Monoterpenoid Indole Alkaloids Biosynthesis to Both Jasmonate and Ethylene Signals in *Catharanthus roseus*

To investigate the dynamics of MIA biosynthesis under jasmonate and ethylene signals, NMR‐based metabolomic profiling was conducted on *C. roseus* samples. A combination of 2D‐NMR (J‐resolved and COSY) and previously reported NMR profiling data (Pan et al. 2014; Yang et al. 2009; Kim, Choi, and Verpoorte 2010) was used to elucidate and identify approximately 40 primary and secondary metabolites related to MIA biosynthesis, including two precursors and five MIAs (Figure S1A–C; Table S2). The heatmap revealed that the detected metabolites from individual samples were divided into four groups: I, II, III and IV (Figure 1B). Detected MIAs, such as strictosidine, serpentine, catharanthine and vindolinine, were mainly clustered in group II and responded to both ETH and MJ induction (Figure 1B).

The ^1^H‐NMR data from all samples underwent various multivariate data analyses (MVDA) to illustrate the dynamic variations during the MJ or ETH response period. A score plot of PLS‐DA, validated by permutation test, depicted the separation of all samples into five distinct groups based on PLS components 1 and 2: the 0 h control group, the 3 h‐MJ treated group, the 24 h‐MJ treated group, the 3 h‐ETH treated group, and the 24 h‐ETH treated group (Figure 1C; Figure S1D). The MJ‐treated groups (at 3 and 24 h) were positioned in the upper part of the quadrant, while the ETH‐treated groups (at 3 and 24 h) were located in the lower part, indicating a differential response in MIA biosynthesis to JA and ET signals in *C. roseus* plants (Figure 1C). According to the loading plot, signals corresponding to catharanthine and serpentine were predominantly present in the 24 h‐ETH treated group, suggesting higher levels of these compounds accumulated in the samples 24 h after ETH treatment (Figure 1D). Secologanin signals were observed in the 3 h‐ETH treated group. Signals of strictosidine and vindolinine were detected in both the 3 h‐ETH and 24 h‐ETH treated groups, while vindoline signals were observed in the 3 h‐MJ treated group. Further statistical analysis revealed that, compared to the controls at 0 h, the signal intensity of strictosidine significantly increased 2.08‐fold at 3 h, 1.33‐fold at 24 h under ETH treatment, and 1.25‐fold at 3 h under MJ treatment (Table S4). The signal intensity of vindolinine significantly increased by 36% at 3 h, 32% at 24 h under ETH treatment and 39.3% at 3 h under MJ treatment. The signal intensities of catharanthine and serpentine significantly increased by 15% and 100%, respectively, at 24 h under ETH treatment. The signal intensity of vindoline significantly increased by 29% at 3 h under MJ treatment. No significant changes in MIA levels were observed at 24 h after MeJA treatment (Table S4). The results were consistent with those obtained from LC–MS and heatmap analyses. These findings suggested that MJ treatment led to a rapid accumulation of vindoline over a short time frame, while ETH treatment had a more sustained effect on the accumulation of strictosidine, catharanthine, vindolinine and serpentine.

### 2.3 Co‐Expression Network of Ethylene and Jasmonate‐Mediated Transcriptional and Metabolic Reprogramming

To investigate the regulatory network of MIAs in response to ethylene and jasmonate signals, RNA‐seq data were collected at three time points (0, 3 and 24 h) following ETH or MJ treatments. 

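Leaf RNA of C. roseus seedlings was compared between 5 groups of 3 libraries each. Plants of the control group were sampled at 0 h, and plants of the other groups were sampled 3 h or 24 h after a foliar spray with 100 µM ETH or 100 µM MJ. ETH (ethephon) releases ethylene inside the plant, and MJ is the methyl ester of jasmonic acid. The paper gives the age of the seedlings as 4 weeks, and the sample labels give 2 weeks. The methods also describe a mock spray with water, and no water-sprayed library at 3 h or 24 h was analysed here. Each treated group was therefore compared with the 0 h control, with the other hormone at the same time and with the other time of the same hormone. The authors sequenced stranded mRNA libraries as paired reads, aligned them with HISAT2 (version 2.0.4 in the submitters' processing notes) and counted reads per gene with HTSeq. The strand setting of the counting is not given in the sources used here, so reads of a gene and of an antisense partner may not have been told apart.
The deposited values are raw counts for 33829 genes, of which 12077 had no count in any library. Counts per library ranged from 24778449 to 26148150 (median 25071751) at 0 h, from 24643794 to 31168281 (median 24891866) at ETH 3 h and from 23710688 to 28238451 (median 26443250) at ETH 24 h. They ranged from 24887071 to 30187420 (median 26903488) at MJ 3 h and from 27659901 to 29284788 (median 29106920) at MJ 24 h. These totals are 91.4 to 94.5% of the clean read pairs that Dataset S2 lists for the same libraries, and the mean of that table is 8.66 Gb after filtering. Counts were scaled by TMM and tested with edgeR's quasi-likelihood model over all 15 libraries, so that the 5 groups share the estimate of spread. The test covered the 18008 genes with enough counts in a group's worth of libraries. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 with a fold above 1.5 or below 0.667, the thresholds that the legend of Fig. S2 gives for EBSeq. Levels are CPM, each gene's count scaled to its library's TMM-adjusted total, given as mean and SD over the 3 libraries of a group. The same 3 control libraries serve every comparison with 0 h, and no untreated plants of 3 h or 24 h were compared. At 3 h the time of day therefore moves together with the treatment, and at both times so does handling.
Names of 104 gene IDs came from Datasets S6 to S9. The symbol of the closest Arabidopsis gene is given for 204 IDs, from the first 1022 of the 33829 lines of Dataset S3 that could be read, and such a symbol is a match to another species. Most genes of the MIA pathway have no name paired with an ID in these tables.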

After removing adapter sequences, ambiguous reads, and low‐quality reads, an average of 8.98 Gb of clean reads was obtained (Dataset S2). 

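Libraries taken 24 h after ETH were the most alike of the 5 groups, and libraries taken 3 h after either hormone were the least alike, by the lowest pair in each group. Across the 18008 tested genes, Pearson's r of log2(CPM + 1) between the 3 ETH 24 h libraries was 0.985 to 0.988, and between the 3 MJ 3 h libraries it was 0.912 to 0.944. The ranges were 0.955 to 0.987 at 0 h, 0.925 to 0.984 at ETH 3 h and 0.958 to 0.982 at MJ 24 h. Over all 15 pairs within a group the median was 0.969, and over the 90 pairs between groups it was 0.948, with a range of 0.865 to 0.981. Genes are not independent replicates, so these values describe the libraries and carry no p-value. On linear CPM the median within groups was 0.937.
For 10 of the 15 libraries the closest other library belonged to the same group. ETH 3 h replicate 1 and MJ 3 h replicate 1 were each other's closest library (r = 0.952), although they received different hormones. MJ 3 h replicate 2 lay closest to ETH 3 h replicate 3 (r = 0.960), MJ 24 h replicate 3 to ETH 3 h replicate 3 (r = 0.979) and 0 h replicate 3 to MJ 24 h replicate 1 (r = 0.977).

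**Figure D1:**
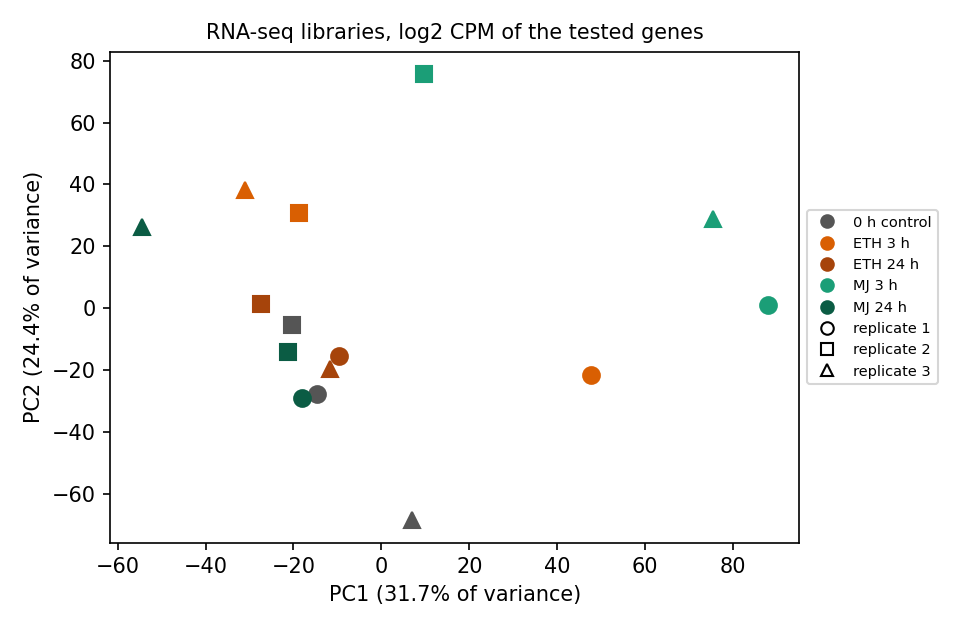
First and second principal component of log2(CPM + 1) over the 18008 tested genes, explaining 31.7% (horizontal axis) and 24.4% (vertical axis) of the variance. Each point is 1 of the 15 libraries, with colour for the group and marker shape for the replicate number. The first replicates of ETH 3 h and MJ 3 h lie lower on the vertical axis than the other replicates of their groups.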

The expression levels, indicated by FPKM values, showed strong correlations among biological replicates. 

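Many leaf transcripts differed between MJ 3 h and 0 h, and edgeR called few genes between MJ 24 h and 0 h. LOX2 (CRO_000213), a 13-lipoxygenase of jasmonate synthesis, rose from 309 ± 263 CPM at 0 h to 2853 ± 1236 CPM at MJ 3 h (SD, n = 3), a log2 fold change of 3.21 (SE 0.785, adjusted p = 0.0099 in edgeR), a call that limma voom did not make and that was lost when the 2 groups were fitted alone. FAD7 (CRO_000423), a plastid fatty acid desaturase that makes the linolenic acid used by LOX2, rose from 175 ± 126 to 1685 ± 811 CPM (log2 fold change 3.27, SE 0.598, adjusted p = 0.00215 in edgeR). MSL4 (CRO_000898), of a family of mechanosensitive ion channels, and C4H (CRO_000894), cinnamate 4-hydroxylase of the phenylpropanoid pathway, rose by 1.99 (SE 0.273, adjusted p = 4.77e-04) and 1.32 (SE 0.327, adjusted p = 0.0107) on the log2 scale in the same test. RPI2 (CRO_000299), a ribose 5-phosphate isomerase, had a log2 fold change of -1.66 at MJ 3 h (SE 0.241, adjusted p = 6.23e-04 in edgeR), and CRR7, a subunit of the chloroplast NDH complex, had -1.28 (SE 0.249, adjusted p = 0.00298). AUD1 (CRO_000504), a UDP-xylose synthase of cell wall supply, had a log2 fold change of -1.36 at MJ 3 h (SE 0.18, adjusted p = 3.91e-04) and of -1.14 at ETH 3 h (SE 0.179, adjusted p = 0.00269) in edgeR. These symbols are Arabidopsis matches. Dataset S3 places LOX2 on cro_scaffold_3056953 from 15942 to 24980 (minus strand), FAD7 on cro_scaffold_2962642 from 8479 to 11562 (minus strand), MSL4 on cro_scaffold_3057451 from 4539 to 7640 (plus strand) and C4H on cro_scaffold_2986973 from 49384 to 52827 (minus strand).
At MJ 3 h, 1719 of the 18008 tested genes were higher and 2033 were lower than at 0 h. Fewer genes were called with only the MJ 3 h and 0 h libraries in the fit. At MJ 24 h, 3 genes were higher and 2 were lower, while 2176 genes had an unadjusted p under 0.05, DESeq2 called 244 and limma voom called 914. The genes called at MJ 24 h include CRO_006348 (log2 fold change 2.09, SE 0.249, adjusted p = 0.0378 in edgeR) and CRO_031225 (1.23, adjusted p = 0.0419), which were higher, and CRO_001838 (-2.17) and CRO_007107 (-1.19, adjusted p = 0.0419), which were lower, and no name is paired with these IDs or with that of the remaining gene called. The call of CRO_006348 was lost without 0 h replicate 1 or 2 and without MJ 24 h replicate 1 or 2 (adjusted p up to 0.205), and those of the other 3 were lost without any of the 6 libraries (adjusted p up to 0.337). The MJ 24 h count was 0 without 0 h replicate 1, 0 h replicate 2, MJ 24 h replicate 1 or MJ 24 h replicate 2, 1 without MJ 24 h replicate 3 and 8 without 0 h replicate 3. A joint test of the 4 treated groups called 4479 genes, and 4582 genes were called in at least 1 of the 4 comparisons with 0 h.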

In total, 33 830 genes were identified as differentially expressed under ETH or MJ treatments (Figure S2; Dataset S3). Hierarchical clustering analysis revealed that the MIA‐related genes could be grouped into three categories (Figure 2A). Group I genes were predominantly induced by ETH treatment, including *PRX1, 8‐HGO, CS, SAT, DPAS, PAS, GO, TS* and *CrWRKY1*. 

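All 4 Group I genes that are paired with an ID here had their highest or second highest mean level at ETH 3 h. They are CS (CRO_021730, catharanthine synthase), TS (CRO_011212, tabersonine synthase), GO (CRO_002621, geissoschizine oxidase) and PRX1 (CRO_011338, the peroxidase that couples catharanthine and vindoline). TS was at 825 ± 438 CPM at 0 h and 1843 ± 102 CPM at ETH 3 h (SD, n = 3), a log2 fold change of 1.16 (SE 0.390, adjusted p = 0.0617 in edgeR). CS was expressed at a low level, 0.401 ± 0.072 CPM at 0 h and 1.19 ± 0.405 CPM at ETH 3 h (log2 fold change 1.56, SE 0.531, adjusted p = 0.0649 in edgeR). GO was at 11.2 ± 3.13 and 20.2 ± 4.41 CPM (log2 fold change 0.84, SE 0.320, adjusted p = 0.0909), and PRX1 at 311 ± 111 and 499.9 ± 143 CPM (log2 fold change 0.68, SE 0.350, adjusted p = 0.201). None of the 4 passed edgeR's test over all genes, although 3 had an unadjusted p under 0.05, 3 passed when adjusted over the list alone, DESeq2 called 3 (CS, TS and GO) and limma voom called 4. Without 0 h replicate 2, TS was called in edgeR (adjusted p = 0.0209).
Taken as a list, the 4 genes had a median log2 fold change of 1.00 at ETH 3 h and 0.78 at ETH 24 h, with an adjusted p of 0.0442 from camera at both times. The adjusted p was 0.561 with an estimated correlation between genes at both times, and 0.0976 from fry at 24 h. The paper assigned these genes to Group I from these same libraries, so the direction is not independent evidence. The camera value at ETH 3 h was 0.0848 without 0 h replicate 3, 0.0566 without ETH 3 h replicate 2, 0.0878 without ETH 3 h replicate 3 and 0.0821 with library totals only. At ETH 24 h it was 0.162 without 0 h replicate 3, 0.0593 without ETH 24 h replicate 1 and 0.0516 without ETH 24 h replicate 2. No gene of the list was called at ETH 24 h by edgeR or DESeq2, against 3 by limma voom and 1 with an unadjusted p under 0.05.
Under MJ the list median was 0.34 at 3 h (camera, adjusted p = 0.659) and -0.06 at 24 h (adjusted p = 0.899), and no gene was called by edgeR, DESeq2 or limma voom or had an unadjusted p under 0.05. Between the hormones at 3 h, CS was higher under ETH (log2 fold change 1.91, SE 0.540, adjusted p = 0.0498 in edgeR). That call was lost without ETH 3 h replicate 2 or 3 and without MJ 3 h replicate 2 or 3 (adjusted p up to 0.143). TS, GO and PRX1 had log2 differences of 0.86, 0.47 and 0.04 between ETH 3 h and MJ 3 h and were not called. The list test between the hormones gave an adjusted p of 0.0943 at 3 h (0.0497 without MJ 3 h replicate 2) and of 0.0287 at 24 h (0.0732 without MJ 24 h replicate 1), and at 24 h the adjusted p was 0.561 with an estimated correlation.

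**Figure D2:**
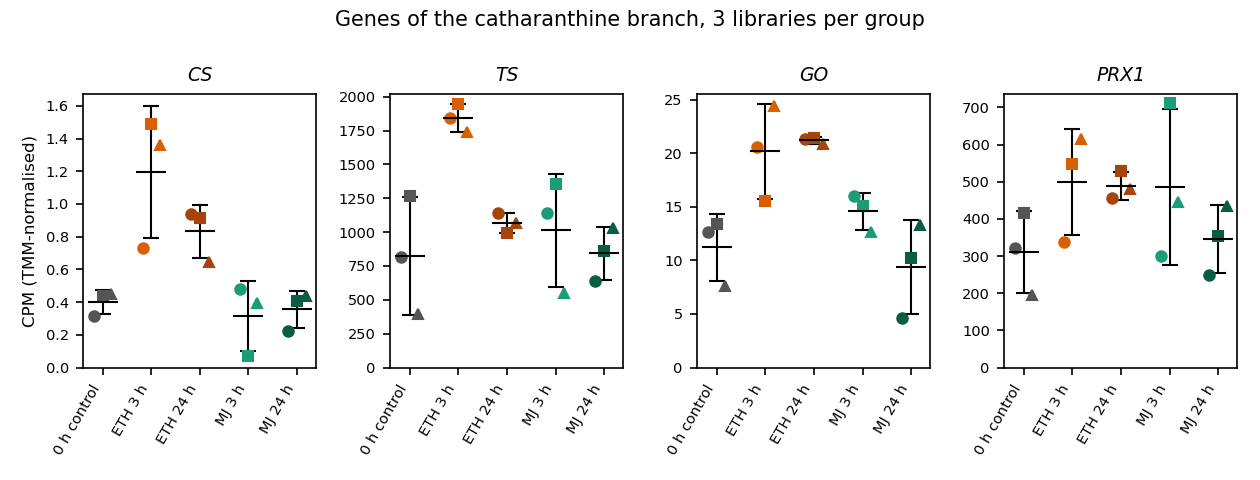
Levels of CS, TS, GO and PRX1 in CPM (vertical axes) in each of the 5 groups (horizontal axis). Points are the 3 libraries of a group, and the bar with its error is the mean with the SD. TS lies at 1843 ± 102 CPM at ETH 3 h against 825 ± 438 CPM at 0 h.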

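HYS rose under MJ at 3 h, and T16H1/2 had no called change under either hormone. HYS (CRO_008342), heteroyohimbine synthase, which makes ajmalicine, went from 3.00 ± 1.04 CPM at 0 h to 31.3 ± 28.8 CPM at MJ 3 h (SD, n = 3), a log2 fold change of 3.38 (SE 0.785, adjusted p = 0.0076 in edgeR), a call lost when the 2 groups were fitted alone. At ETH 3 h it was at 7.30 ± 6.38 CPM (log2 fold change 1.29, SE 0.737, adjusted p = 0.251), and at ETH 24 h at 4.55 ± 0.971 CPM. The difference between ETH 3 h and MJ 3 h was -2.10 on the log2 scale (adjusted p = 0.111), and it was called by DESeq2 and, in edgeR, without ETH 3 h replicate 1 or without MJ 3 h replicate 2 (adjusted p down to 0.0292). T16H1/2 (CRO_017447), tabersonine 16-hydroxylase of the vindoline pathway, was at 62.1 ± 25.9 CPM at 0 h, 39.4 ± 45.4 CPM at ETH 3 h (log2 fold change -0.66, adjusted p = 0.647) and 93.9 ± 76.5 CPM at MJ 3 h (log2 fold change 0.60, adjusted p = 0.646). HYS and T16H1/2 are the 2 genes, of 7 names in Group II, that are paired with an ID here. Of these 2, edgeR, DESeq2 and limma voom each called 1 higher at MJ 3 h and 0 at ETH 3 h or ETH 24 h, and at both ETH times 0 had an unadjusted p under 0.05.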

Group II genes responded to both ETH and MJ treatments, with notable genes like *AS, STR, Redox1/2, GS1/2, HYS, T16H1* and *SGD*. 

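Genes of Fig. 2A outside Groups I and II that are paired with an ID include the vindoline genes T16OMT, T3R, NMT, D4H and T3O, the iridoid gene G8O and the transcription factor gene BIS2. At MJ 3 h each of these except T3O had a higher mean than at 0 h, and none passed the test over all genes. T16OMT (CRO_004356), a 16-O-methyltransferase, was at 68.0 ± 30.8 CPM at 0 h and 156 ± 102 CPM at MJ 3 h (SD, n = 3; log2 fold change 1.20, SE 0.634, adjusted p = 0.178 in edgeR). G8O (CRO_015220), geraniol 8-oxidase at the start of the iridoid pathway, was at 162 ± 9.89 and 299.9 ± 134 CPM (log2 fold change 0.89, adjusted p = 0.220). BIS2 (CRO_009037), a bHLH regulator of iridoid genes, was at 1.80 ± 0.401 and 6.82 ± 6.01 CPM (log2 fold change 1.92, SE 0.688, adjusted p = 0.056). BIS2 was called by DESeq2 and, in edgeR, without MJ 3 h replicate 2 (adjusted p = 0.0432). T3R (CRO_021541), NMT (CRO_033266) and D4H (CRO_012504), which act later in the vindoline pathway, had log2 fold changes of 0.73 (adjusted p = 0.343), 0.63 (adjusted p = 0.609) and 0.62 (adjusted p = 0.383) in edgeR. T3O (CRO_009296) was near the detection limit at 0.340 ± 0.114 CPM at 0 h and 0.336 ± 0.395 CPM at MJ 3 h.
Between the hormones at 3 h, T16OMT, G8O, D4H, T3R and BIS2 had log2 differences of -1.21, -1.09, -1.18, -0.93 and -0.87, with the minus sign for lower levels under ETH, and none was called. T16OMT, G8O and D4H were called without ETH 3 h replicate 1 (adjusted p = 0.0282, 0.0258 and 0.0164), and limma voom called T16OMT and D4H. Among genes with an Arabidopsis symbol, LOX2, FAD7 and MSL4 were lower under ETH than under MJ at 3 h by log2 differences of -4.67 (SE 0.840, adjusted p = 0.00498), -3.71 (adjusted p = 0.00297) and -1.68 (adjusted p = 0.00257) in edgeR. HDR (CRO_000829), the last enzyme of the plastid isoprenoid precursor pathway, was lower under ETH by -0.65 (SE 0.148, adjusted p = 0.0177), a call lost without ETH 3 h replicate 2 or MJ 3 h replicate 3 (adjusted p up to 0.075). Of 4 genes listed as precursor supply (HDR, GGPS1, TRP1 and C4H), 1 was called higher at MJ 3 h than at 0 h (C4H) and 0 were called lower in edgeR. C4H belongs to the phenylpropanoid pathway, so its call does not speak for the supply of MIA precursors. HDR had a log2 fold change of 0.55 at MJ 3 h (adjusted p = 0.0168), below the fold threshold, and GGPS1 and TRP1 did not pass the test. DESeq2 called 1 of the 4 higher, and limma voom called 2 higher and 1 lower.
In all, 599 genes were higher and 642 lower at ETH 3 h than at MJ 3 h, and 755 were higher and 534 lower with library totals only. The total of 1241 was 789 without MJ 3 h replicate 3 and 175 with only these groups in the fit. Of 10 splits of these libraries into groups of the same sizes, 2 gave a count as large, the real one included. The highest other count was 2187.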

Group III genes were specifically induced by MJ treatment. Furthermore, ethylene‐induced MIA genes showed sustained upregulation from 3 to 24 h, while jasmonate‐induced MIA genes exhibited a rapid response at 3 h and returned to baseline levels by 24 h, as verified by qPCR (Figure S3A–C).

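HYS, LOX2, FAD7 and MSL4 were lower at MJ 24 h than at MJ 3 h, and the catharanthine genes had no called change between ETH 3 h and ETH 24 h. From MJ 3 h to MJ 24 h, HYS went to 1.76 ± 0.612 CPM (SD, n = 3; log2 fold change -4.15, SE 0.817, adjusted p = 0.00461 in edgeR). LOX2 went to 111 ± 67.5 CPM (log2 fold change -4.69, SE 0.841, adjusted p = 0.0027), FAD7 to 63.3 ± 8.33 CPM (-4.73, SE 0.641, adjusted p = 5.51e-04) and MSL4 to 5.44 ± 0.555 CPM (-2.09, SE 0.274, adjusted p = 4.48e-04). At MJ 24 h, HYS and LOX2 had log2 fold changes of -0.77 and -1.48 against 0 h and were not called. From ETH 3 h to ETH 24 h, CS, TS, GO and PRX1 had log2 fold changes of -0.51 (adjusted p = 0.591), -0.79 (adjusted p = 0.247), 0.07 (adjusted p = 0.918) and -0.03 (adjusted p = 0.969) in edgeR. None of the 4 had an unadjusted p under 0.05, and DESeq2 and limma voom called 0. At ETH 24 h, GO was at 21.2 ± 0.306 CPM, PRX1 at 489 ± 37.2 CPM, CS at 0.834 ± 0.162 CPM and TS at 1067 ± 74.4 CPM.
A test of the difference between the 2 time courses, the change from 3 to 24 h under ETH minus that under MJ, called MSL4 (2.24, SE 0.378, adjusted p = 0.00845 in edgeR). It gave 3.46 for HYS (SE 1.05, adjusted p = 0.105), which DESeq2 and limma voom called and edgeR called without ETH 3 h replicate 1 or without MJ 3 h replicate 2 (adjusted p down to 0.0303). CS had -0.70 (adjusted p = 0.723). Over all genes, 322 had a positive and 273 a negative difference, and the total of 595 was 258 to 390 without any 1 of the ETH 24 h replicates, ETH 3 h replicates 2 and 3, MJ 3 h replicate 3 and MJ 24 h replicate 1, and 1077 without ETH 3 h replicate 1. For the 4 catharanthine genes the median was -0.03 and the mean -0.01, while camera's direction was up (adjusted p = 0.936).
Between MJ 24 h and MJ 3 h, 1620 genes were higher and 1332 lower, and with library totals only 1380 were higher and 1504 lower. Far fewer genes were called with only the MJ 24 h and MJ 3 h libraries in the fit. From the clustering of expression and from qPCR, the paper describes ethylene-induced MIA genes as sustained from 3 to 24 h and jasmonate-induced ones as a rapid response at 3 h that returns to baseline by 24 h.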

**FIGURE 2:**
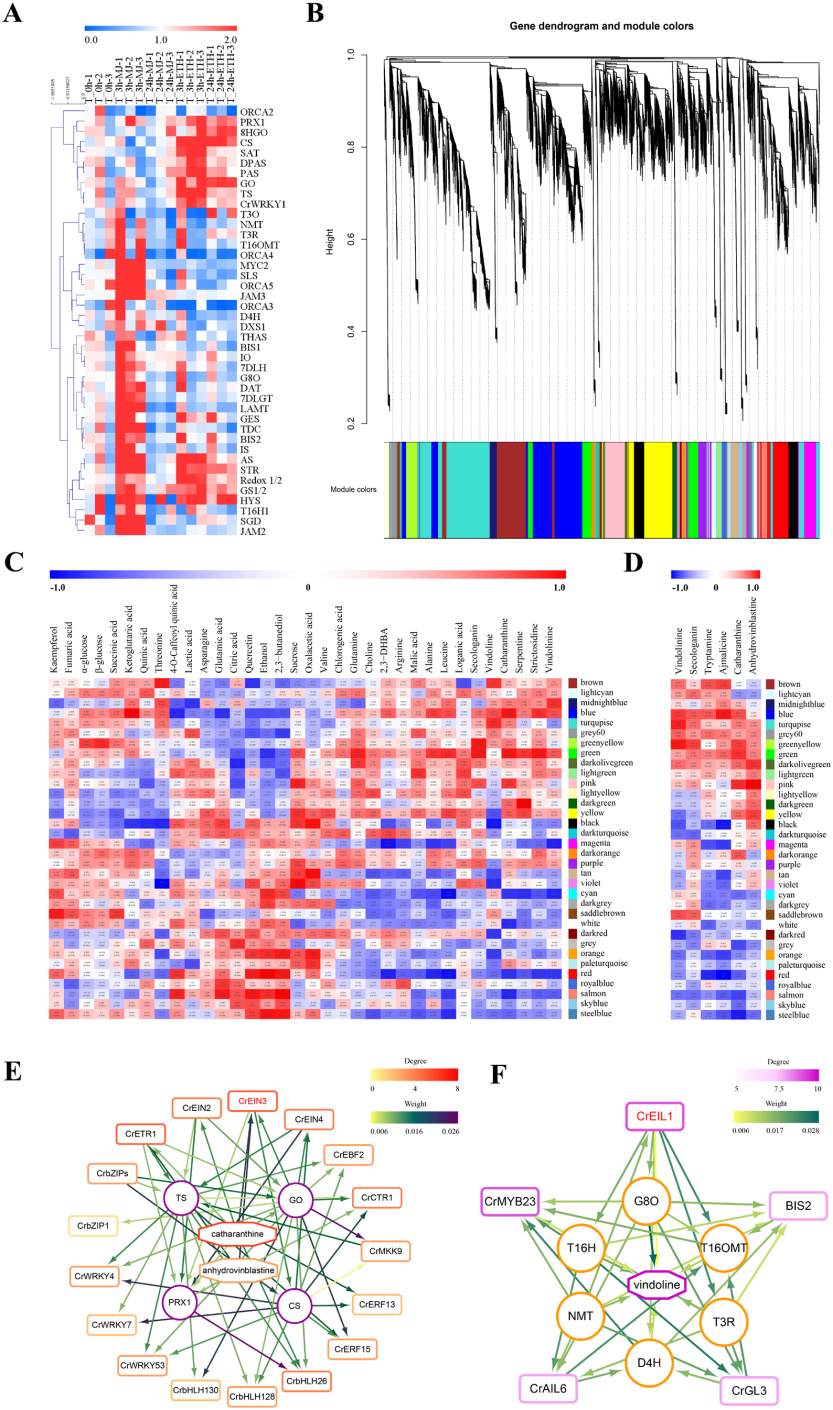
MIAs related metabolome and transcriptome data analysis in *C. roseus* under ETH or MJ treatment. (A) HCL analysis of MIAs related gene transcripts under ETH treatment. The colour scale (blue to red) represents the fold changes of the FPKM values of each gene at different time points under ETH or JA treatment compared to the control at 0 h. (B) Dendrogram showing co‐expression modules (clusters) identified by weighted correlation network analysis (WGCNA) of *C. roseus* under ETH and MJ treatments. (C, D) Heat map showing module‐untargeted metabolites correlations and module‐MIAs correlations, respectively. Each column corresponds to a module indicated by different colours. Each row corresponds to a metabolite or MIA. Red colour indicates a positive correlation between the module and the metabolite. Blue colour indicates a negative correlation. (E, F) Gene regulatory network of anhydrovinblastine and catharanthine from the green and pink modules and gene regulatory network of vindoline from the turquoise module by GENIE3. The colour intensity of the edges represents the weight between two nodes, and the colour variation of the node borders represents the degree of TFs gene. The circles represent enzymes and the rectangular boxes represent transcription factors (TFs).

To further explore the regulation of MIA biosynthesis in response to ethylene and JA signals, we performed weighted gene co‐expression network analysis (WGCNA) to identify co‐expression networks of differentially expressed genes (DEGs) (log2FC > 0.585, FDR < 0.05). A total of 34 co‐expression modules were identified based on similar expression patterns (Figure 2B; Dataset S4). The heatmap analysis of module‐untargeted metabolite correlations revealed that 16 modules were positively correlated with MIAs (Figure 2C; Dataset S5). To confirm these correlations, we analysed the module‐targeted MIA correlations (Figure 2D; Dataset S5). The results showed that the brown module had a significant positive correlation with tryptamine accumulation, while the greenyellow module was strongly correlated with secologanin accumulation. 

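Mean expression of the readable brown module genes was not significantly related to tryptamine across the 15 libraries. The first 714 of the 1845 lines of the brown module in Dataset S4 could be read, and 603 of these genes were tested. The mean z-score of these genes had a Pearson's r of 0.470 with the paper's tryptamine content of the sample of the same name (permutation test, 100000 resamples, two-sided; adjusted p = 0.122 over 19 relations) and a Spearman's rho of 0.371 (adjusted p = 0.22). Leaving out the 2 libraries farthest from the median of the gene score gave r = 0.326. The paper's own module values and tryptamine contents in its tables give r = 0.517 when recomputed, rho of 0.543 and r = 0.258 without the 2 farthest samples. For the greenyellow module, whose genes were not used here, the paper's own module values and secologanin contents give r = 0.570, rho of 0.686, r = 0.481 without ETH 3 h replicate 1 and r = 0.301 without the 2 farthest samples. That sample has a greenyellow module value of 2.95, and the next largest in absolute size is 0.52. Both the module genes and the contents come from the same 15 plant samples by name, and the modules were built on these libraries.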

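The readable blue module genes followed ajmalicine across the libraries. Their mean z-score (1944 tested genes, from the first 1999 of the 3059 lines of the blue module in Dataset S4) had r = 0.785 with the paper's ajmalicine content (permutation test, adjusted p = 0.00532 over 19 relations) and rho of 0.786 (adjusted p = 0.0126). Without MJ 3 h replicates 2 and 3, the libraries farthest from the median, r was 0.674. Within groups, as deviations from the group means, r was 0.156. For the readable brown genes r with ajmalicine was 0.566 (adjusted p = 0.12), rho was 0.411, and r was 0.189 without the 2 farthest libraries. Without ETH 3 h replicate 2 the brown relation had r = 0.593 with an adjusted p under 0.05. The paper's own module values give r = 0.690 for blue and 0.572 for brown with ajmalicine.
HYS (CRO_008342), which makes ajmalicine, had r = 0.327 with its content (adjusted p = 0.317) and rho of 0.636 (adjusted p = 0.0833).
For vindoline, the paper's own turquoise module values give r = 0.668 and rho of 0.443. They give r = 0.079 without the 2 samples farthest from the median and r = 0.696 without MJ 3 h replicate 1 alone. The relation is therefore lost without these 2 samples together. Whether it rests on both was not tested. The greenyellow values give r = 0.692, rho of 0.368 and r = 0.227 without ETH 3 h replicate 1, so that relation rests on this sample. The vindoline and iridoid genes themselves had r from 0.471 to 0.621 with vindoline content, with adjusted p from 0.12 to 0.122. T16OMT (CRO_004356) had the highest of these 7 values. Without the 2 libraries farthest from the median of each gene, r was 0.644 for T16OMT, 0.147 for T3R (CRO_021541) and -0.101 for T3O (CRO_009296), and from 0.292 to 0.454 for the others.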

The blue and brown modules were positively correlated with ajmalicine accumulation, while the turquoise and greenyellow modules showed significant correlations with vindoline accumulation. 

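GO followed catharanthine across the 15 libraries, and the relations of the other 3 catharanthine branch genes did not pass the test over all of them. GO (CRO_002621), geissoschizine oxidase, had r = 0.790 with the paper's catharanthine content (permutation test, p = 5.6e-04, adjusted p = 0.00532 over 19 relations) and rho of 0.764 (adjusted p = 0.0126). Without ETH 3 h replicate 3 and MJ 24 h replicate 1, the libraries farthest from the median of GO, r was 0.645, and of deviations from the group means it was 0.787 (permutation test, adjusted p = 0.109). TS (CRO_011212), PRX1 (CRO_011338) and CS (CRO_021730) had r of 0.527, 0.386 and 0.283 (permutation tests, adjusted p = 0.12, 0.224 and 0.366). Without ETH 3 h replicate 2, r was 0.841 for TS and 0.630 for CS (permutation tests, adjusted p = 0.00257 and 0.0412) and 10 of the 19 relations passed, against 2 in all libraries. Without ETH 3 h replicate 3, r was 0.055 for CS and 0.255 for PRX1. Whether these 3 genes differ from GO was not tested. With anhydrovinblastine content, r was 0.348 for GO, 0.023 for CS, -0.115 for TS and -0.157 for PRX1. Without the 2 libraries farthest from the median of each gene, it was 0.630 for GO, 0.822 for CS, -0.122 for TS and -0.0165 for PRX1. For 21 of 34 modules, r with the anhydrovinblastine content of Dataset S1 lay 0.05 or more from the value in the paper's table, so it is open whether these are the contents that the paper correlated. The paper's own module values and contents, recomputed, give r = 0.686 for the green and 0.634 for the pink module with catharanthine. The pink module gives r = 0.609 with anhydrovinblastine, and 0.595, 0.525 and 0.535 are the same 3 values without the 2 samples farthest from the median.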

The green and pink modules were highly correlated with catharanthine accumulation, and the pink module exhibited a significant correlation with anhydrovinblastine accumulation.

The key structural genes involved in the MIA biosynthesis pathway were primarily found in the brown, green, pink, blue and turquoise modules. 

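Many brown module genes rose 3 h after MJ, and many green module genes rose after ETH. Of the 603 readable brown genes, edgeR called 290 higher and 0 lower at MJ 3 h than at 0 h (median log2 fold change 0.87), and at MJ 24 h the median was -0.05. Of the same genes 20 were higher and 23 lower at ETH 3 h (median 0.03), and 208 were lower under ETH than under MJ at 3 h. Of 37 green genes in the network of Dataset S6, 19 were higher at ETH 3 h (median 1.12), 11 at ETH 24 h (median 0.68) and 5 at MJ 3 h (median 0.32, and 0.21 at MJ 24 h), and 16 were higher under ETH than under MJ at 3 h. None of these 37 was lower in any of these comparisons. CrHB1 (CRO_026277), a homeodomain transcription factor gene of the green network, rose from 18.7 ± 5.69 CPM at 0 h to 180 ± 6.22 CPM at ETH 3 h and 159 ± 11.5 CPM at ETH 24 h (SD, n = 3; log2 fold changes 3.27, SE 0.418, adjusted p = 9.25e-04, and 3.09, adjusted p = 0.00371, in edgeR).
Of 18 pink genes, edgeR called 0 higher or lower at ETH 3 h (median 0.18) or at ETH 24 h (median 0.24), and 1 lower at MJ 3 h (median 0.06). Of the 17 transcription factor genes among them, 3 at ETH 3 h and 4 at ETH 24 h had an unadjusted p under 0.05, and at ETH 24 h DESeq2 and limma voom each called 1. The gene lower at MJ 3 h is CrSCL14 (CRO_026070), a GRAS-family gene, with a log2 fold change of -0.80 at MJ 3 h (adjusted p = 0.0161), a call lost without 0 h replicate 1 or 2 and without MJ 3 h replicate 2 or 3 (adjusted p up to 0.0693). The pink median at MJ 3 h was -0.14 without MJ 3 h replicate 1. The study built the modules on these libraries, so these directions are not independent evidence and no set test was made on them.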

Genes in the brown module were preferentially expressed 3 h after MJ treatment, while those in the green and pink modules exhibited heightened responsiveness to ethylene signal at both 3 and 24 h (Figure S4). 

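Some blue module genes rose and none fell in edgeR at 3 h after either hormone, while turquoise module genes were high at 3 h in 1 library of each hormone. Of the 1944 readable blue genes, edgeR called 252 higher and 0 lower at ETH 3 h than at 0 h (median log2 fold change 0.35), and 490 were higher and 0 lower at MJ 3 h (median 0.43). At ETH 24 h 6 were higher and 3 lower (median 0.03), and at MJ 24 h the median was 0.11.
Of 42 turquoise genes in the network of Dataset S7, edgeR called 0 at ETH 3 h (median 0.37), although DESeq2 called 1 of the 33 transcription factor genes tested. In edgeR 3 were higher at MJ 3 h (median 1.04) and 8 were lower at MJ 24 h than at MJ 3 h (median -1.56). Against the 0 h mean, the median log2 difference of these genes was 1.14 in ETH 3 h replicate 1 and -0.37 and -0.44 in replicates 2 and 3. It was 1.53 in MJ 3 h replicate 1 and -0.27 and 0.39 in replicates 2 and 3. Without these 2 first replicates, 39 turquoise genes were tested, of which 0 were higher and 2 lower at ETH 3 h (median -0.68), 1 was higher and 1 lower at MJ 3 h (median 0.14), and 3 were lower at MJ 24 h than at MJ 3 h.
The median at ETH 3 h was -0.67 without ETH 3 h replicate 1 alone.

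**Figure D3:**
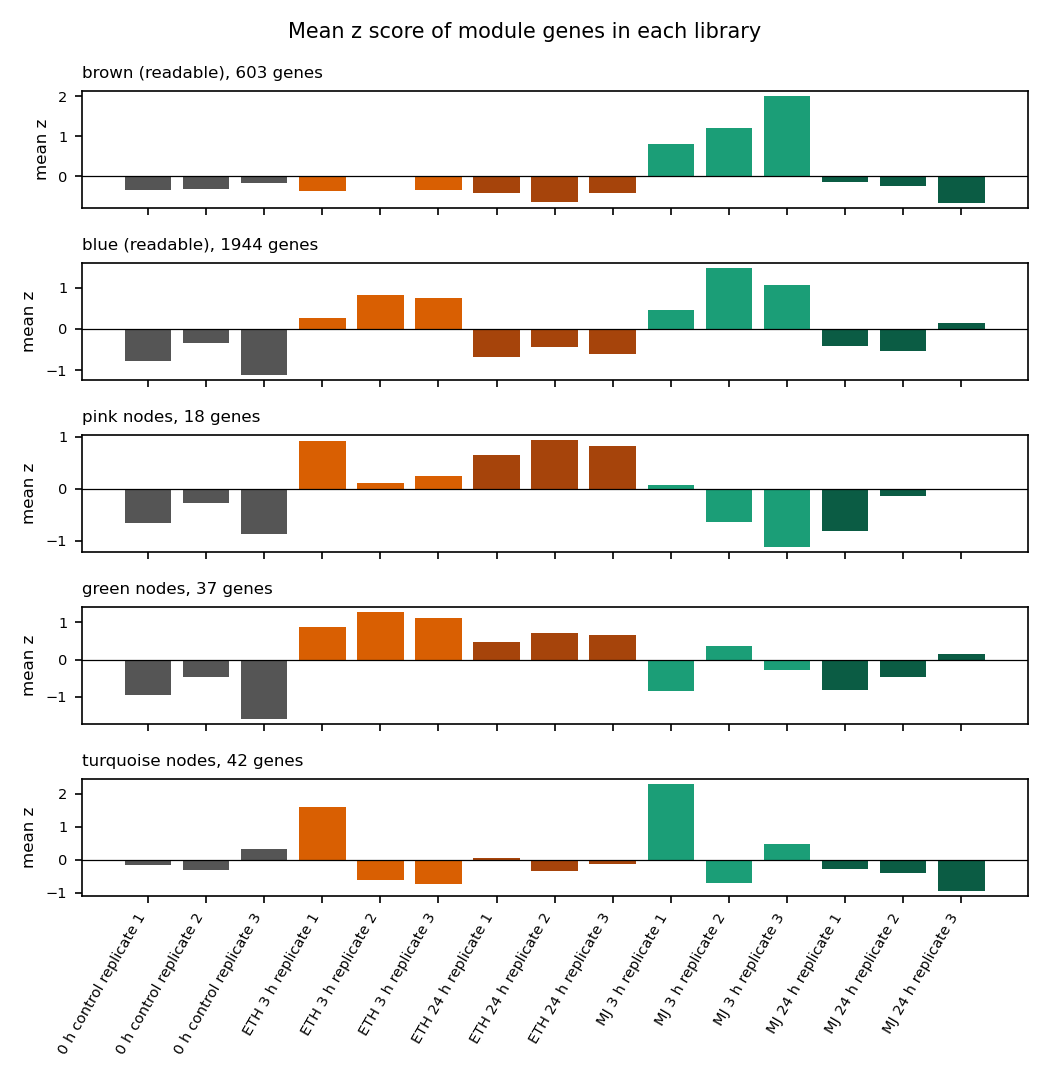
Mean z-score of log2 CPM (vertical axes) of the readable brown and blue genes and of the pink, green and turquoise network genes in each of the 15 libraries (horizontal axis), with 1 bar per library coloured by group. Brown bars are highest at MJ 3 h, green bars at ETH 3 h and ETH 24 h, and turquoise bars in the first replicates of ETH 3 h and MJ 3 h.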

Genes in the blue and turquoise modules showed a preference for expression under both MJ and ETH treatments at 3 h (Figure S4). The brown module contained JA‐responsive TF genes related to the upstream MIA pathway, such as *JAZs, MYC2* and *ORCA3*. In the green and pink modules, four MIA downstream structural genes (*CS, TS, GO* and *PRX1*) were identified. Unexpectedly, the turquoise and blue modules, which responded to both JA and ethylene signals, contained a high number of structural genes involved in vindoline and iridoid pathways. Noteworthy genes in the turquoise module included *T16H1/2, T16OMT, T3O, T3R, NMT, D4H, G8O, IO* and *7DLH*.

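No vindoline or iridoid gene of the turquoise module was called by edgeR or DESeq2 in any comparison with 0 h. The 7 of these 9 genes paired with an ID are T16H1/2 (CRO_017447), T16OMT (CRO_004356), T3O (CRO_009296), T3R (CRO_021541), NMT (CRO_033266), D4H (CRO_012504) and G8O (CRO_015220). D4H, desacetoxyvindoline 4-hydroxylase, was at 199 ± 62.9 CPM at 0 h, 134.5 ± 109 CPM at ETH 3 h, 107 ± 15.8 CPM at ETH 24 h and 305 ± 116 CPM at MJ 3 h (SD, n = 3). T3R, a reductase that acts after T3O, was at 320 ± 115 CPM at 0 h, 280 ± 219 CPM at ETH 3 h and 532 ± 333 CPM at MJ 3 h. NMT, an N-methyltransferase, was at 100.5 ± 52.3, 61.0 ± 50.8 and 155 ± 114 CPM in the same groups. The median log2 fold change of the 7 genes was -0.39 at ETH 3 h (camera, adjusted p = 0.275), -0.36 at ETH 24 h (adjusted p = 0.565), 0.63 at MJ 3 h (adjusted p = 0.565) and -0.73 at MJ 24 h (adjusted p = 0.0943). Against 0 h, 0 of the 7 had an unadjusted p under 0.05 at any of these 4 group comparisons, DESeq2 called 0, and limma voom called 1 lower at ETH 3 h and 1 lower at ETH 24 h.
The list was lower under ETH than under MJ at 3 h (median -1.18, camera, adjusted p = 0.037), and its change from 3 to 24 h differed between the hormones (median 1.72, adjusted p = 0.0223). The adjusted p was 0.932 and 0.929 with an estimated correlation, and fry gave 0.335 for both. In each test 1 gene had an unadjusted p under 0.05 and edgeR and DESeq2 called 0, while limma voom called 2 lower in the first and 1 higher in the second. The first value was 0.148 without ETH 3 h replicate 2, 0.138 without ETH 3 h replicate 3, 0.293 without MJ 3 h replicate 1 and 0.0687 without MJ 3 h replicate 3, and the second was 0.0773, 0.0655, 0.13 and 0.0764 without ETH 3 h replicate 2, ETH 3 h replicate 3, MJ 3 h replicate 1 and MJ 24 h replicate 3. The ETH 3 h value was 0.015 without ETH 3 h replicate 1, where D4H was also called lower (adjusted p = 0.0447 in edgeR), and the MJ 24 h value was 0.0451 without MJ 24 h replicate 2. Between MJ 24 h and MJ 3 h the median was -1.54 (camera, adjusted p = 0.0943), and 2 genes were lower when adjusted over the list alone. T16OMT and G8O had log2 fold changes of -1.93 (adjusted p = 0.0507) and -1.54 (adjusted p = 0.0529) there in edgeR. Of the 7 genes, 3 had an unadjusted p under 0.05, DESeq2 called 3 lower, T16OMT and G8O among them, and limma voom called T16OMT alone. T16OMT was also called without MJ 3 h replicate 2 (adjusted p = 0.0239).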

We established the co‐expression networks of the turquoise, green and pink modules associated with vindoline, catharanthine and anhydrovinblastine, which were key precursors in the production of vinblastine and vincristine (Figure S4B,C; Datasets S6 and S7). In the co‐expression networks of the green and pink modules, a total of 40 TF genes showed significant correlations with the four structural genes (*CS, TS, GO*, and *PRX1*). 

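Many green network transcription factor genes rose after ETH, and edgeR called no pink one after ETH. Of 34 green regulators, 19 were higher at ETH 3 h, 11 at ETH 24 h, 5 at MJ 3 h and 0 at MJ 24 h than at 0 h, and 22, 18, 1 and 4 when adjusted over the list alone. At MJ 24 h, 12 had an unadjusted p under 0.05, DESeq2 called 3 and limma voom 5. CrRAP2.12 (CRO_001062), an ERF-family factor, rose from 226 ± 34.7 CPM at 0 h to 743 ± 56.8 CPM at ETH 3 h, 615 ± 36.5 CPM at ETH 24 h and 460.4 ± 56.6 CPM at MJ 3 h (SD, n = 3), with log2 fold changes of 1.72 (SE 0.153, adjusted p = 1.82e-04), 1.44 (adjusted p = 6.58e-04) and 1.03 (adjusted p = 6.62e-04) in edgeR. CrbHLH130 (CRO_004901) rose from 110 ± 12.4 to 659 ± 36.2 CPM at ETH 3 h (log2 fold change 2.59, SE 0.312, adjusted p = 6.30e-04). CrERF13 (CRO_008428) was at 103 ± 45.1 CPM at 0 h, 344 ± 49.4 CPM at ETH 3 h (log2 fold change 1.74, SE 0.303, adjusted p = 0.00404) and 120 ± 4.03 CPM at ETH 24 h (log2 fold change 0.22, adjusted p = 0.726). CrNAC6 (CRO_025185) rose from 1.09 ± 0.555 to 19.1 ± 5.56 CPM at ETH 3 h (log2 fold change 4.11, SE 0.824, adjusted p = 0.00745).
The other 4 green regulators called at MJ 3 h were CrHB1 (CRO_026277), CrbHLH130, CrWRKY4 (CRO_010846) and CrMYB5 (CRO_010671), with log2 fold changes of 1.31, 1.01, 0.95 and 0.59 (adjusted p = 0.0259, 0.0248, 0.034 and 0.0419 in edgeR). All 4 calls were lost without 0 h replicate 3 or MJ 3 h replicate 2 (adjusted p up to 0.174), and those of CrHB1, CrbHLH130 and CrWRKY4 also without 0 h replicate 1. The calls of CrWRKY4 and CrMYB5 were lost without MJ 3 h replicate 3 too, and that of CrMYB5 also without 0 h replicate 2 or MJ 3 h replicate 1, in DESeq2 and in limma voom.
The camera test of the green list gave adjusted p = 2.03e-17 at ETH 3 h, 1.5e-18 at ETH 24 h and 0.00477 at MJ 3 h. The adjusted p was 0.561 at both ETH times and 0.932 at MJ 3 h with an estimated correlation, and 0.0871 at MJ 3 h without 0 h replicate 3. Of 17 pink regulators, 0 were called at ETH 3 h (3 with an unadjusted p under 0.05) and at ETH 24 h (4 with an unadjusted p under 0.05), where DESeq2 called 0 and 1 and limma voom 0 and 1. The pink list had a median log2 fold change of 0.21 at ETH 24 h (camera, adjusted p = 0.00126, and adjusted p = 0.673 with an estimated correlation) and of 0.18 at ETH 3 h (adjusted p = 0.0943). At MJ 3 h its median was 0.05 and its mean -0.13, with camera's direction down (adjusted p = 0.565). The study chose both lists on these libraries, so neither is independent evidence.
Of the 121 pairs of a regulator and CS, TS, GO or PRX1 in Dataset S6, 18 had Pearson's r of CPM above 0.8 over the 15 libraries, and the median was 0.673. A permutation test gave 98 pairs an adjusted p under 0.05 over the 121. The study kept these pairs as co-expressed in these same libraries, so the p-values are not independent evidence. TS and CrRAP2.12 had r = 0.764 (adjusted p = 0.00321) and rho of 0.736 (adjusted p = 0.0125), and r = 0.632 without the 2 libraries farthest from the median of CrRAP2.12. The number above 0.8 was 13 without the 2 libraries farthest from the median of the second gene of each pair, 6 for deviations from the group means, 9 by Spearman's rho, 11 for log2(CPM + 1), 36 with library totals only and 33 without the first replicates of ETH 3 h and MJ 3 h.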

In the co‐expression network of the turquoise module, 37 TF genes (with modkME > 0.9) were significantly correlated with iridoid and vindoline biosynthetic genes (*G8O, T16H1/2, T16OMT, T3O, T3R, NMT, D4H*).

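Turquoise network transcription factor genes were at their highest in the first replicates of ETH 3 h and MJ 3 h. Of 37 regulators 33 were tested, and 0 were called at ETH 3 h and 2 were higher at MJ 3 h than at 0 h (0 when adjusted over the list alone). At ETH 3 h, 2 had an unadjusted p under 0.05, DESeq2 called 1 and limma voom 0. The 2 genes are ARF22 (CRO_017946), of the auxin response factors, and DEL3 (CRO_008790). ARF22 had a log2 fold change of 1.19 (SE 0.41, adjusted p = 0.0483 in edgeR), a call lost without any 0 h replicate and without MJ 3 h replicate 1 or 3 (adjusted p up to 0.258) and with library totals only. DEL3 had 1.60 (SE 0.512, adjusted p = 0.0356 in edgeR), a call lost without 0 h replicate 1 or 3, without MJ 3 h replicate 1 (adjusted p up to 0.225) and with library totals only.
Between MJ 24 h and MJ 3 h, 7 of the 33 were lower and 0 higher, with a median log2 fold change of -1.80 (camera, adjusted p = 0.00288). The adjusted p was 0.932 with an estimated correlation, 0.407 from fry, 0.369 without MJ 3 h replicate 1 and 0.112 without both first replicates. At MJ 3 h the list had a median of 1.46 (camera, adjusted p = 0.0869), and the adjusted p was 2.27e-04 without MJ 3 h replicate 2, 0.0487 without MJ 3 h replicate 3 and 0.044 without 0 h replicate 3. At ETH 3 h the median was 0.82 (adjusted p = 0.527) and, without both first replicates, -0.53 (adjusted p = 0.0243). The study chose these genes on the same libraries, so the list is not independent evidence.
Of the 387 pairs of a regulator and a vindoline or iridoid gene in Dataset S7, 192 had Pearson's r of CPM above 0.8 over the 15 libraries, with a median of 0.80. With library totals only in place of TMM, 278 pairs were above 0.8, and the paper's table gives 277. All 387 had a permutation adjusted p under 0.05. The study kept these pairs as co-expressed in these same libraries, so the p-values are not independent evidence. The number above 0.8 was 39, with a median of 0.458, without the first replicates of ETH 3 h and MJ 3 h. It was 53 without MJ 3 h replicate 1 alone, 217 without ETH 3 h replicate 1 alone, 77 without the 2 libraries farthest from the median of the second gene of each pair, 61 by Spearman's rho, 99 for log2(CPM + 1) and 303 for deviations from the group means. The relations above 0.8 therefore rest in large part on MJ 3 h replicate 1.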

GENIE3 was then used to predict the gene regulatory network based on these results. In the gene regulatory networks of the green and pink modules, the weight values of the links between 17 TF‐encoding genes and MIA pathway genes were greater than 0.006, including WRKYs, ERFs, bZIPs, bHLHs, and ethylene signal‐responsive proteins (such as EBF2, EIN2, EIN3, EIN4, ETR1 and CTR1) (Figure 2E). Among them, CrEIN3 (CRO_017077), an EIN3/EIL TF, showed a strong regulatory relationship with structural genes (*GO, CS* and *PRX1*) and MIAs (catharanthine and anhydrovinblastine), with an average link weight value of 0.016. 

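Of the ethylene signalling genes, CrEBF2, CrMKK9, CrEIN4 and CrCTR1 rose after ETH at both 3 h and 24 h. CrEBF2 (CRO_005880), an F-box protein that targets EIN3 for degradation, rose from 362 ± 83.8 CPM at 0 h to 4056 ± 111 CPM at ETH 3 h and 4193 ± 212 CPM at ETH 24 h (SD, n = 3), with log2 fold changes of 3.49 (SE 0.353, adjusted p = 2.98e-04) and 3.54 (SE 0.353, adjusted p = 6.25e-04) in edgeR. CrMKK9 (CRO_011505), a MAP kinase kinase, rose from 112 ± 23.4 to 436 ± 10.2 and 372 ± 28.4 CPM (log2 fold changes 1.97, adjusted p = 3.33e-04, and 1.74, adjusted p = 0.00197). CrEIN4 (CRO_020097), an ethylene receptor, rose from 15.5 ± 1.23 to 34.7 ± 2.10 and 35.5 ± 2.12 CPM (log2 fold changes 1.16, adjusted p = 0.00191, and 1.20, adjusted p = 0.00488). CrCTR1 (CRO_000074), the kinase that acts below the receptors, rose from 57.2 ± 1.12 to 95.6 ± 10.5 and 92.2 ± 5.06 CPM (log2 fold changes 0.74, adjusted p = 0.00246, and 0.69, adjusted p = 0.0113). CrETR1 (CRO_016354), another receptor, was at 18.2 CPM at 0 h and 22.5 CPM at ETH 3 h (log2 fold change 0.31, adjusted p = 0.0692), and both genes named CrEIN2 (CRO_006809 and CRO_030101) had log2 fold changes of 0.15 and 0.09 at ETH 3 h and were not called.
Of the 9 tested genes of this list, 4 were higher and 0 lower at ETH 3 h and at ETH 24 h, also when adjusted over the list alone. At MJ 3 h 0 were called, with 3 at an unadjusted p under 0.05 and 1 called by DESeq2 and 1 by limma voom. At MJ 24 h 0 were called, with 4 at an unadjusted p under 0.05 and CrEBF2 (log2 fold change 1.62, adjusted p = 0.122) called by DESeq2 and limma voom. Camera gave adjusted p = 9.19e-05 at ETH 3 h, 6.81e-08 at ETH 24 h, 0.275 at MJ 3 h and 0.00406 at MJ 24 h. The adjusted p was 0.561 at both ETH times and 0.673 at MJ 24 h with an estimated correlation.
At 3 h, CrEBF2, CrEIN4 and CrMKK9 were higher under ETH than under MJ by log2 differences of 2.73 (adjusted p = 4.94e-04), 1.29 (adjusted p = 7.32e-04) and 1.38 (adjusted p = 0.0017) in edgeR. At 24 h the differences were 1.91 (adjusted p = 0.0213), 1.06 (adjusted p = 0.0131) and 1.15 (adjusted p = 0.0261), calls that were each lost without any ETH 24 h replicate and without MJ 24 h replicate 1 or 2 (adjusted p up to 0.114). Between the hormones the list had adjusted p = 5.67e-04 at 3 h and 4.83e-05 at 24 h from camera, and 0.561 at both times with an estimated correlation.

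**Figure D4:**
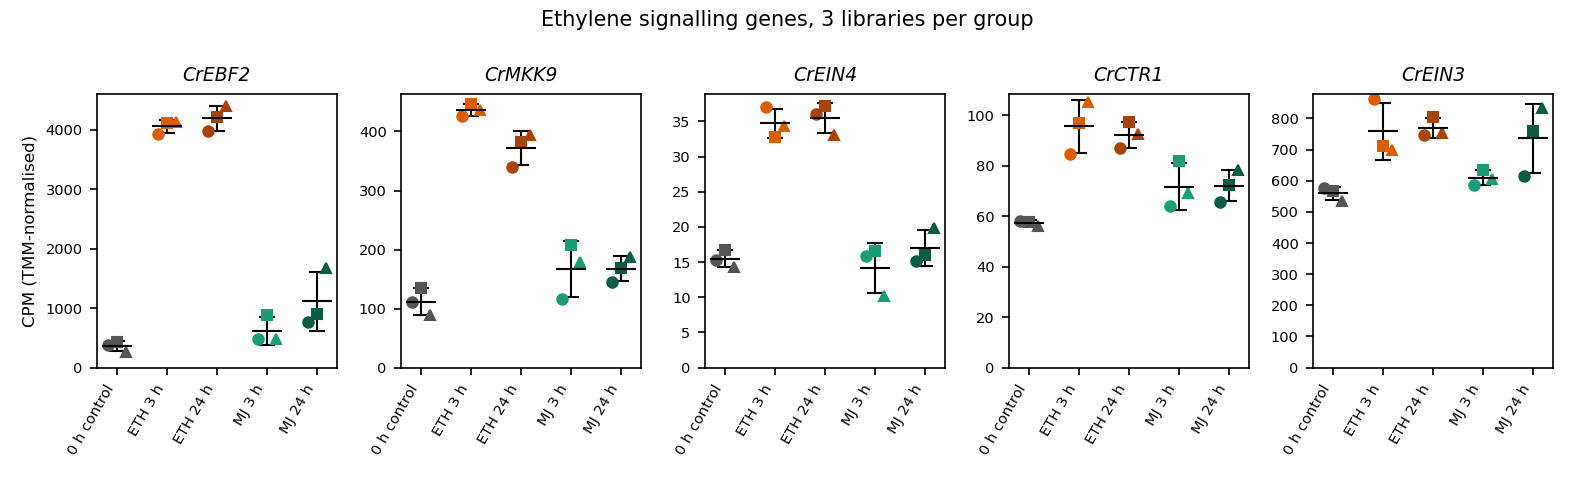
Levels of CrEBF2, CrMKK9, CrEIN4, CrCTR1 and CrEIN3 in CPM (vertical axes) in each of the 5 groups (horizontal axis). Points are the 3 libraries of a group, and the bar with its error is the mean with the SD. CrEBF2 lies at 4056 ± 111 and 4193 ± 212 CPM at ETH 3 h and ETH 24 h against 362 ± 83.8 CPM at 0 h.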

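CrEIN3 (CRO_017077), a transcription factor of ethylene signalling, was abundant in every group, and its rise at ETH 3 h stayed below the fold threshold. Its level was 559 ± 22.1 CPM at 0 h, 758 ± 91.6 CPM at ETH 3 h and 769 ± 32.1 CPM at ETH 24 h (SD, n = 3). The log2 fold changes were 0.44 (SE 0.138, adjusted p = 0.0492 in edgeR) and 0.46 (adjusted p = 0.108). At MJ 3 h and MJ 24 h it was at 609 ± 23.9 and 736.5 ± 110 CPM, with log2 fold changes of 0.12 (adjusted p = 0.540) and 0.40 (adjusted p = 0.307), and the difference between ETH 3 h and MJ 3 h was 0.32 (adjusted p = 0.205).
Across the 15 libraries CrEIN3 had Pearson's r of 0.543 with GO (permutation test, adjusted p = 0.0476 over the 121 pairs of Dataset S6) and rho of 0.446 (adjusted p = 0.112). Without 0 h replicate 3 and ETH 3 h replicate 1, the libraries farthest from the median of CrEIN3, r with GO was 0.400. With CS r was 0.395 (adjusted p = 0.159), with rho of 0.393 and r = 0.578 without those 2 libraries, and with PRX1 r was 0.293 (adjusted p = 0.303), with rho of 0.379 and r = 0.311. The pairs come from the study's own co-expression network on these libraries, so the p-values are not independent evidence. GENIE3 link weights were not recomputed here.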

In the gene regulatory network of the turquoise module, the weight values of the links between 5 TF‐encoding genes and MIA pathway genes were greater than 0.006, including *EIL1, MYB23, BIS2, AIL6* and *GL3* (Figure 2F). 

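CrEIL1 was detected in few libraries, and BIS2, CrMYB23, CrAIL6 and CrGL3 were expressed at low levels with a wide spread at 3 h. CrEIL1 (CRO_031898) had 6 counts in ETH 3 h replicate 1, 7 in MJ 3 h replicate 1, 1 in 0 h replicate 3, 1 in MJ 3 h replicate 3 and 0 in the remaining 11 libraries, and it was too low to enter the test. The ID is the one that the paper's text and Dataset S7 give for CrEIL1. Whether it is the gene cloned as CrEIL1 was not settled here, since the primer table of the supplement lists both CrEIL1 and CrEIL3. CrMYB23 (CRO_001022), a MYB factor, was at 3.43 ± 1.30 CPM at 0 h and 5.72 ± 3.13 CPM at MJ 3 h (SD, n = 3; log2 fold change 0.74, adjusted p = 0.367 in edgeR). CrGL3 (CRO_013043), a bHLH factor of epidermal cells, was at 4.90 ± 0.937 CPM at 0 h, 9.26 ± 13.2 CPM at ETH 3 h and 33.8 ± 48.4 CPM at MJ 3 h (log2 fold change at MJ 3 h 2.79, adjusted p = 0.0904). CrAIL6 (CRO_014540), an AP2-type factor of young organs, was at 3.13 ± 0.292 CPM at 0 h, 4.58 ± 4.82 CPM at MJ 3 h and 0.829 ± 0.237 CPM at MJ 24 h.
At MJ 24 h, BIS2 (CRO_009037) and CrGL3 were lower than at MJ 3 h, with log2 fold changes of -2.12 (SE 0.693, adjusted p = 0.0459) and -3.62 (SE 1.20, adjusted p = 0.0485) in edgeR. Both calls were lost without MJ 3 h replicate 1 and without any MJ 24 h replicate (adjusted p up to 0.248 for BIS2 and 0.439 for CrGL3). CrAIL6 had -2.46 (adjusted p = 0.0737) and was called by DESeq2 and, in edgeR, without MJ 3 h replicate 2 (adjusted p = 0.0376).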

Notably, another EIN3/EIL TF, CrEIL1 (CRO_031898), exhibited a strong regulatory relationship with iridoid and vindoline biosynthetic genes (*T16H, T16OMT, T3R, NMT, D4H, G8O*), with an average link weight value of 0.017.

### 2.4 Identification of CrEIN3 and CrEIL1 as the Key TFs in the Regulation of Ethylene Signals on the Biosynthesis of Monoterpenoid Indole Alkaloids

To elucidate the gene functions of CrEIN3 and CrEIL1, we attempted to complement the Arabidopsis ein3eil1 mutant. The introduction of *CrEIN3* or *CrEIL1* cDNA successfully complemented the *ein3einl1* mutant, restoring its response to ethylene (Figure S5). To further investigate the potential roles of CrEIN3 and CrEIL1 as key regulators of MIA biosynthesis in the ethylene signalling pathway, we employed the VIGS method to silence *CrEIN3, CrEIL1*, and both genes simultaneously in *C. roseus* plantlets. We then assessed the levels of catharanthine and anhydrovinblastine in response to ETH treatment. The findings revealed a significant reduction in the accumulation of both catharanthine and anhydrovinblastine in the silenced *C. roseus* plantlets compared to the control group (Figure 3A,B). Furthermore, the ETH treatment failed to induce the accumulation of catharanthine and anhydrovinblastine in the silenced *C. roseus* plantlets, particularly in those where both *CrEIN3* and *CrEIL1* were silenced (Figure 3A,B). These results strongly suggest that CrEIN3 and CrEIL1 play pivotal roles as key components in mediating the ethylene signal to regulate MIA biosynthesis.

**FIGURE 3:**
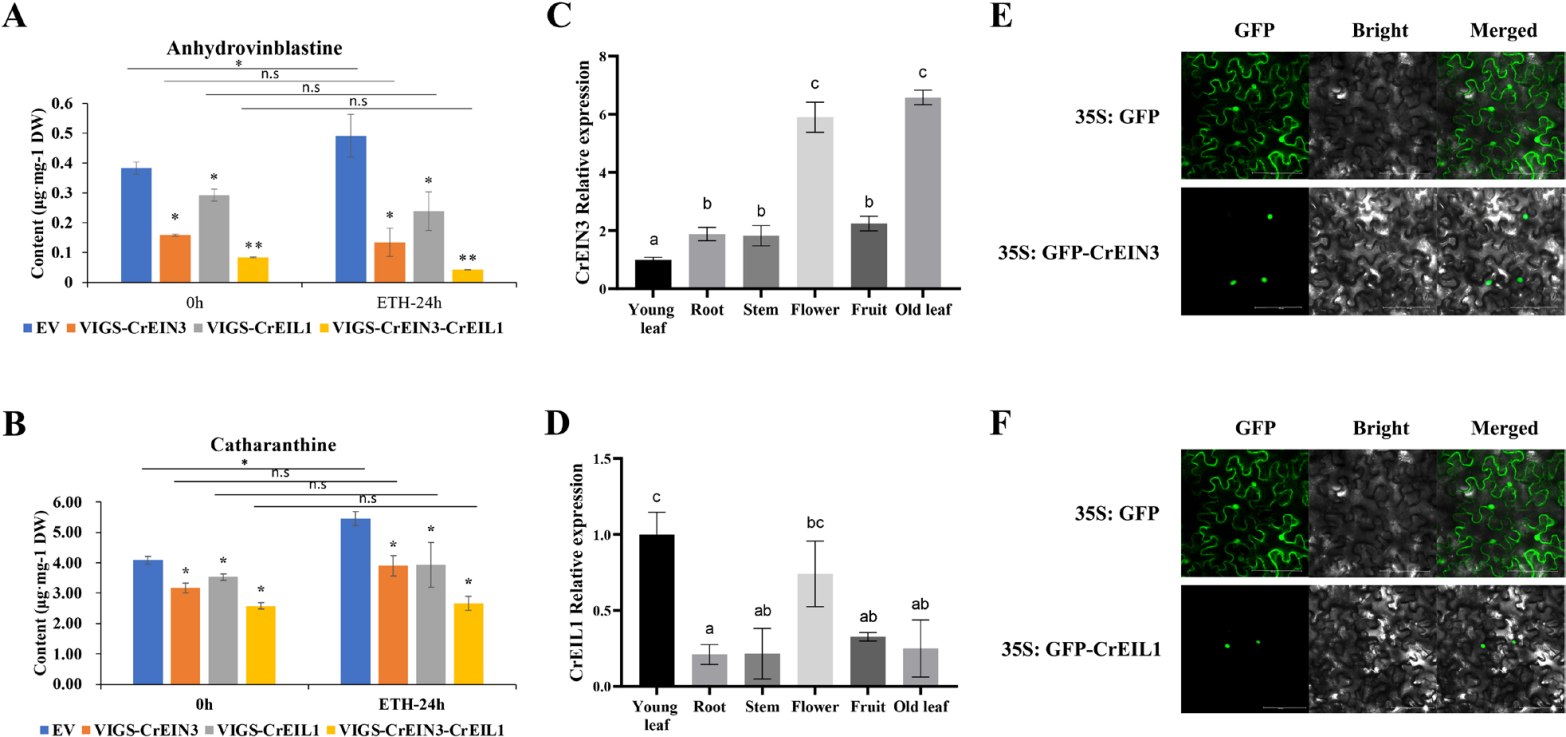
Expression pattern and subcellular localization of CrEIN3 and CrEIL1. (A, B) MIAs contents in *CrEIN3*‐ and *CrEIL1*‐ sienced samples under ETH treatment. *p < 0.05, **p < 0.01, by Student's *t*‐test. (C, D) Relative expression levels of *CrEIN3* and *CrEIL1*, respectively, in young leaf (set to 1), root, stem, flower, seed pod and old leaf of *C. roseus* . Different letters indicate significant difference (*p* < 0.05 by one way ANOVA). (E, F) Subcellular localization of CrEIN3 and CrEIL1 in tobacco leaves. Bars = 100 μm. The error bars represent the means ± SD (standard deviation) from three replicates.

The expression patterns of *CrEIN3* and *CrEIL1* in various tissues of *C. roseus* were examined using RT‐qPCR. The analysis revealed that *CrEIN3* exhibited higher expression levels in flowers and old leaves compared to other organs (Figure 3C), while *CrEIL1* displayed higher expression levels in young leaves and flowers (Figure 3D). Subsequently, to investigate the subcellular localization of CrEIN3 and CrEIL1, we utilised laser scanning confocal microscopy to visualise the GFP fluorescence signals of the fusion proteins CrEIN3‐GFP and CrEIL1‐GFP expressed in *N. benthamiana* leaves. Both CrEIN3‐GFP and CrEIL1‐GFP signals were distinctly localised in the nucleus (Figure 3E,F).

### 2.5 CrEIN3 and CrEIL1 Positively Regulates the Biosynthesis of Monoterpenoid Indole Alkaloids

To elucidate the biological functions of CrEIN3 and CrEIL1, we generated both overexpression and VIGS constructs to assess their effects on MIA accumulations in *C. roseus* . The recombinant plasmids pHB‐*CrEIN3/CrEIL1*‐GFP or pTRV2:*CrEIN3/CrEIL1* were introduced into the petals or leaves of *C. roseus* plants using *Agrobacterium tumefaciens* strain GV3101. Western blot analysis showed that the CrEIN3/CrEIL1‐GFP fusion protein was successfully expressed in OE petals (Figure S9). VIGS significantly reduced CrEIN3 gene expression by 47% and CrEIL1 gene expression by 51% in the silenced lines compared to the controls (Figure S6).

In *CrEIN3*‐OE petals, qRT‐PCR results demonstrated a significant increase in *CrEIN3* expression compared to the controls (Figure 4A). Additionally, expression levels of two positive regulator genes (*ORCA3, CrERF5*) and five key enzyme genes involved in MIA biosynthesis (*SGD, CS, TS, DAT* and *PRX1*) were notably higher than in controls (Figure 4A,B). Conversely, expression levels of two transcriptional repressor genes (*GBF1* and *ZCT1*) were significantly lower than in controls (Figure 4A). Furthermore, levels of vinblastine, anhydrovinblastine, and ajmalicine were significantly higher in CrEIN3‐OE petals than in controls (Figure 4E). In *CrEIN3*‐silenced plants, inhibiting *CrEIN3* expression led to significant decreases in expression of iridoid pathway genes (*SLS*), downstream MIA pathway genes (*STR, SGD, CS, TS, SAT, DAT, PRX1*), and TF genes (*ORCA3* and *CrERF5*) (Figure 4C,D). However, the expression of *GBF1* and *ZCT1* increased significantly. Moreover, in *CrEIN3*‐silenced samples, contents of anhydrovinblastine, vinblastine, ajmalicine, and catharanthine were notably reduced (Figure 4F).

**FIGURE 4:**
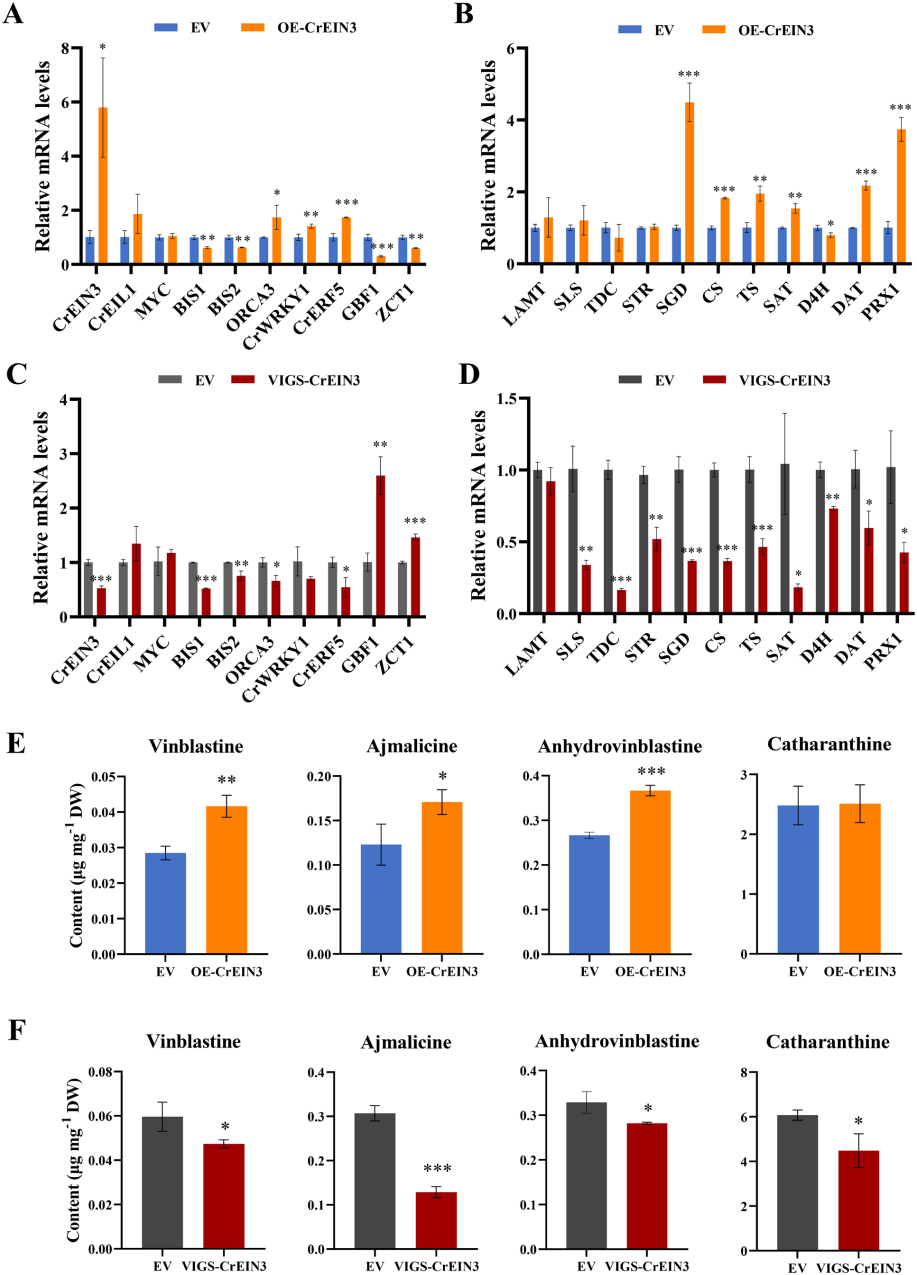
Regulatory effect of CrEIN3 on MIAs biosynthesis in *C. roseus* . (A, B) Gene expression levels of MIAs related genes in *CrEIN3* overexpression lines. (C, D) Gene expression levels of MIAs related genes in *CrEIN3* silencing lines. (E) MIAs contents in *CrEIN3* overexpression lines. EV, empty vector; OE, overexpression. (F) MIAs contents in *CrEIN3* silencing lines. EV, empty vector; VIGS, virus induced gene silence. The error bars represent the means ± SD (standard deviation) from three replicates. Asterisks indicate statistically significant differences using Student's *t*‐test. *p < 0.05, **p < 0.01, ***p < 0.001.

In *CrEIL1*‐OE petals, the expression levels of *CrEIL1, ORCA3, BIS2, CrWRKY1, CrERF5, TDC, STR, SAT, D4H, DAT* and *PRX1* were significantly elevated, while the expression levels of *GBF1* and *ZCT1* were notably lower than in the controls (Figure S10A,B). Conversely, in *CrEIL1*‐silenced plants, inhibiting *CrEIL1* expression led to significant decreases in the expression of iridoid pathway genes (*7DLH, LAMT, SLS*), indole pathway genes (*TDC*), downstream MIA pathway genes (*STR, SGD, SAT, CS, TS, PRX1*), vindoline pathway genes (*D4H, DAT*), and TF genes (*ORCA3, CrWRKY1* and *CrERF5*) (Figure S10C,D). LC/MS results revealed that *CrEIL1*‐OE petals contained higher levels of secologanin, ajmalicine, and vinblastine compared to the controls, while *CrEIL1*‐silenced samples exhibited significant reductions in the contents of secologanin, vindoline, ajmalicine, and vinblastine (Figure S10E,F). Collectively, these results demonstrate that both CrEIN3 and CrEIL1 act as positive regulators in the biosynthesis of MIAs.

### 2.6 CrEIN3 Regulates the Monoterpenoid Indole Alkaloids Biosynthesis by Binding to and Activating Enzymatic Gene Promoter

To explore the regulatory impact and mechanism of CrEIN3 on MIAs biosynthetic genes, a dual‐LUC assay was conducted to assess the transactivation capability of CrEIN3. The results revealed that CrEIN3 was able to notably activate the promoters of *ORCA3, SGD, SAT, CS, TS* and *PRX1* (Figure 5A,D).

**FIGURE 5:**
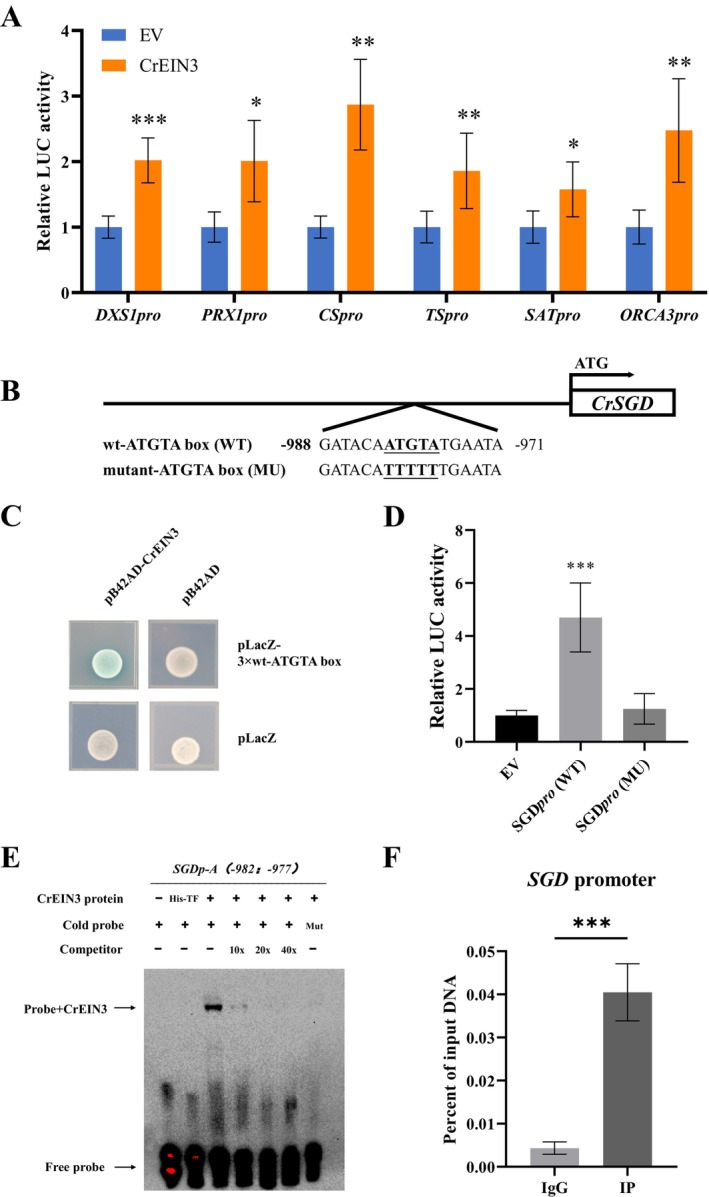
Identification of CrEIN3 as a key regulator modulating MIAs biosynthetic genes in *C. roseus* . (A) Transient Dual‐LUC assay of CrEIN3 with MIAs pathway genes (*PRX1, CS, TS, SAT* and *ORCA3*) promoters in tobacco. The LUC/REN values for the combination of empty effector construct p2300 and each reporter construct were set to 1. (B) Schematic diagrams of the SGD promoters, containing the potential CrEIN3 DNA binding sites (ATGTA‐box) numbered on the basis of their distance from the translational start site (ATG), which is set as +1. (C) CrEIN3 activates the *SGD* promoter as indicated by yeast one‐hybrid assays. EGY48A yeast expressing pB42AD or pB42AD‐CrEIN3 and ATGTA‐box fragments were grown on SD/−Ura/−Trp medium (20 mg l−1 X‐gal). The blue plaques show protein–DNA interactions. (D) Transient Dual‐LUC assay of CrEIN3 with the WT SGD promoter and the mutated SGD promoter in the ATGTA‐box. The LUC/REN values for the combination of empty effector construct and each reporter construct were set to 1. (E) EMSA showing CrEIN3 binds to ATGTA‐box in the *SGD* promoter. The His–CrEIN3 fusion protein and the labelled probe were used. Unlabeled probe was used as a cold competitor. 10×, 20× and 40× represent 10‐fold, 20‐fold and 40‐fold molar excess of unlabelled probe, respectively. His‐TF protein was included as a negative control. Mut, mutated probe. (F) ChIP‐qPCR analysis in CrEIN3‐GFP‐OE petals. *C. roseus* petals were inoculated with Agrobacterium carrying pHB‐CrEIN3‐GFP and isolated for input chromatin. GFP‐tagged CrEIN3‐chromatin complex was immunoprecipitated with an anti‐GFP antibody. A control reaction was processed at the same time using goat anti‐rabbit IgG. ChIP‐ and input‐DNA samples were quantified by qPCR using primers specific to the promoters of SGD gene. ChIP results are shown as percentages of input DNA. The error bars represent the means ± SD from three biological replicates, and Asterisks indicate statistically significant differences using Student's *t*‐test. *p < 0.05, **p < 0.01, ***p < 0.001.

Y1H assays were conducted to investigate the direct binding of CrEIN3 to the promoters of enzyme genes. The Y1H analysis revealed that CrEIN3 bound to the SGD promoter region containing the ATGTA‐box, indicating that SGD is a direct target gene (Figure 5C). However, the promoters of the other genes (*ORCA3, SAT, CS, TS, PRX1*) showed negative results in Y1H (Figure S11). A dual‐LUC assay showed that CrEIN3 failed to activated the SGD promoter when its ATGTA‐box was mutated (Figure 5D). The results indicated that the ATGTA‐box is essential for CrEIN3 to activate and bind to the SGD promoter.

To validate this finding, an EMSA was conducted using the His‐CrEIN3 protein. This experiment confirmed that His‐CrEIN3 could indeed bind to the ATGTA‐box in the SGD promoter (Figure 5E). Subsequently, when the His‐CrEIN3 protein was replaced with His‐TF expressed using the pCold empty vector, no signal was detected (Figure 5E). These results suggest that CrEIN3 has the ability to independently and directly regulate MIA biosynthesis by binding to and activating the SGD promoter.

To further investigate the interaction between CrEIN3 and the *SGD* promoter in *C. roseus* plants, we performed chromatin immunoprecipitation‐quantitative PCR (ChIP‐qPCR) analysis. For this experiment, we used *C. roseus* petals transiently transformed with Agrobacterium containing pHB‐CrEIN3‐GFP plasmid, in which the expression of CrEIN3 fused with GFP at the C terminus was driven by a 35 s promoter. Immunoprecipitation with the anti‐GFP antibody greatly enriched the *SGD* promoter region containing the ATGTA‐box (spanning from −981 to −977 bp) (Figure 5B,F). In contrast, the IgG control antibody failed to enrich the SGD gene promoter. This result demonstrates that CrEIN3 directly binds to the promoter of *SGD* in vivo.

### 2.7 CrEIL1 Regulates the Monoterpenoid Indole Alkaloids Biosynthesis by Interacting With BIS2

Dual‐LUC assays showed that CrEIL1 significantly activated the promoters of *ORCA3, CrWRKY1, ASα, TDC, DXS1, LAMT, SLS1, STR, SGD, REDOX2, SAT* and *DAT* compared to the control (Figure S12), indicating that CrEIL1 positively regulates MIA biosynthesis. However, Y1H analysis revealed that CrEIL1 does not bind directly to these promoters, suggesting it may regulate these MIA genes indirectly, possibly via interactions with other transcription factors.

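CrEIL1 (CRO_031898) and BIS2 (CRO_009037) were both highest in MJ 3 h replicate 1 and, next, in ETH 3 h replicate 1. In MJ 3 h replicate 1, CrEIL1 was at 0.26 CPM and BIS2 at 13.7 CPM, and in ETH 3 h replicate 1 they were at 0.17 and 7.7 CPM, while CrEIL1 was at most 0.05 CPM in the other 13 libraries. Over the 15 libraries Pearson's r was 0.957 (permutation test, two-sided, p = 0.00189, adjusted p = 0.00227 over 12 relations) and Spearman's rho was 0.486 (p = 0.0691, adjusted p = 0.0754). Without those 2 libraries, the farthest from the median of CrEIL1, r was 0.173, so the relation rests on them. The study picked BIS2 and the other genes of Fig. S13 for their correlation with CrEIL1, so the p-values are not independent evidence. Of deviations from the group means r was 0.958 (permutation test, adjusted p = 0.101), and leaving out single libraries gave r from 0.873 (without MJ 3 h replicate 1) to 0.976.
Among other genes of Fig. S13, r with CrEIL1 was 0.973 for SCR, a GRAS factor of the endodermis and bundle sheath, 0.974 for SPL9, a factor of leaf phase change, and 0.970 for CRF3, a cytokinin response factor. Without the 2 libraries it was 0.256 for SCR, 0.758 for SPL9 and 0.699 for CRF3. PAP1 had no count in the remaining 13 libraries, so its r is not defined there.

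**Figure D5:**
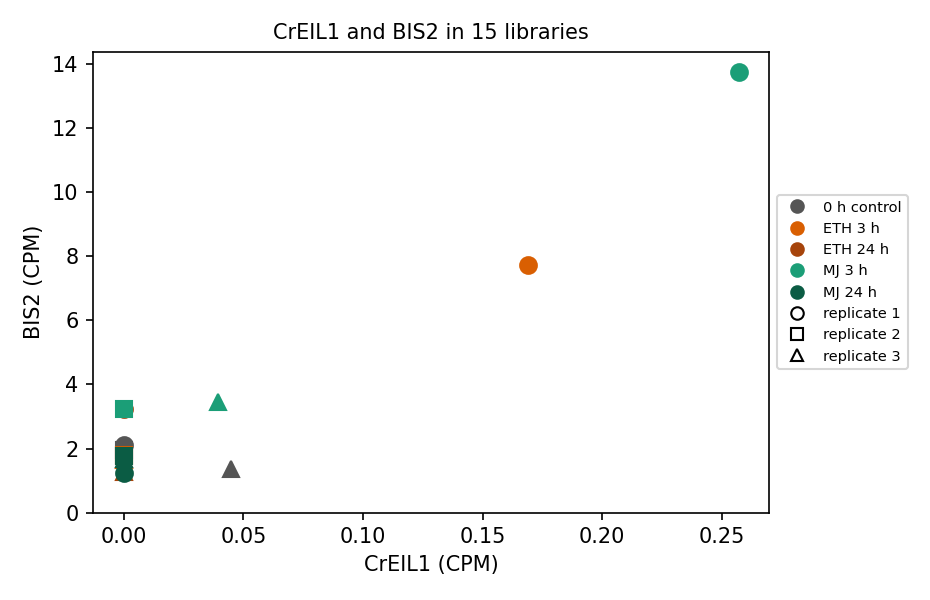
BIS2 (vertical axis, CPM) against CrEIL1 (horizontal axis, CPM) in the 15 libraries, with 1 point per library coloured by group. MJ 3 h replicate 1 and ETH 3 h replicate 1 lie at CrEIL1 levels of 0.26 and 0.17 CPM, and the other 13 libraries at 0.05 CPM or below.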

Co‐expression network analysis revealed a strong correlation (with a correlation coefficient > 0.95) between CrEIL1 and BIS2, as well as with several other TFs (Figure S13). To identify CrEIL1‐interacting partners, we performed a yeast two‐hybrid (Y2H) screen. Full‐length coding sequences of candidate proteins, including BIS2, were cloned into the GAL4 DNA‐binding domain (BD) vector as baits, whereas the full‐length CrEIL1 sequence was fused to the GAL4 DNA‐activation domain (AD). The Y2H assay showed that CrEIL1 specifically interacts with BIS2 among the tested TFs (Figure S14).

Bimolecular fluorescence complementation (BiFc) assays in *Nicotiana benthamiana* confirmed the direct interaction between CrEIL1 and BIS2 (Figure 6A). Pull‐down assays further supported this interaction (Figure 6B), and coimmunoprecipitation (Co‐IP) assays showed that CrEIL1‐flag was specifically coimmunoprecipitated with BIS2‐GFP (Figure 6C). Collectively, these results demonstrate a consistent interaction between CrEIL1 and BIS2 both in vitro and in vivo.

**FIGURE 6:**
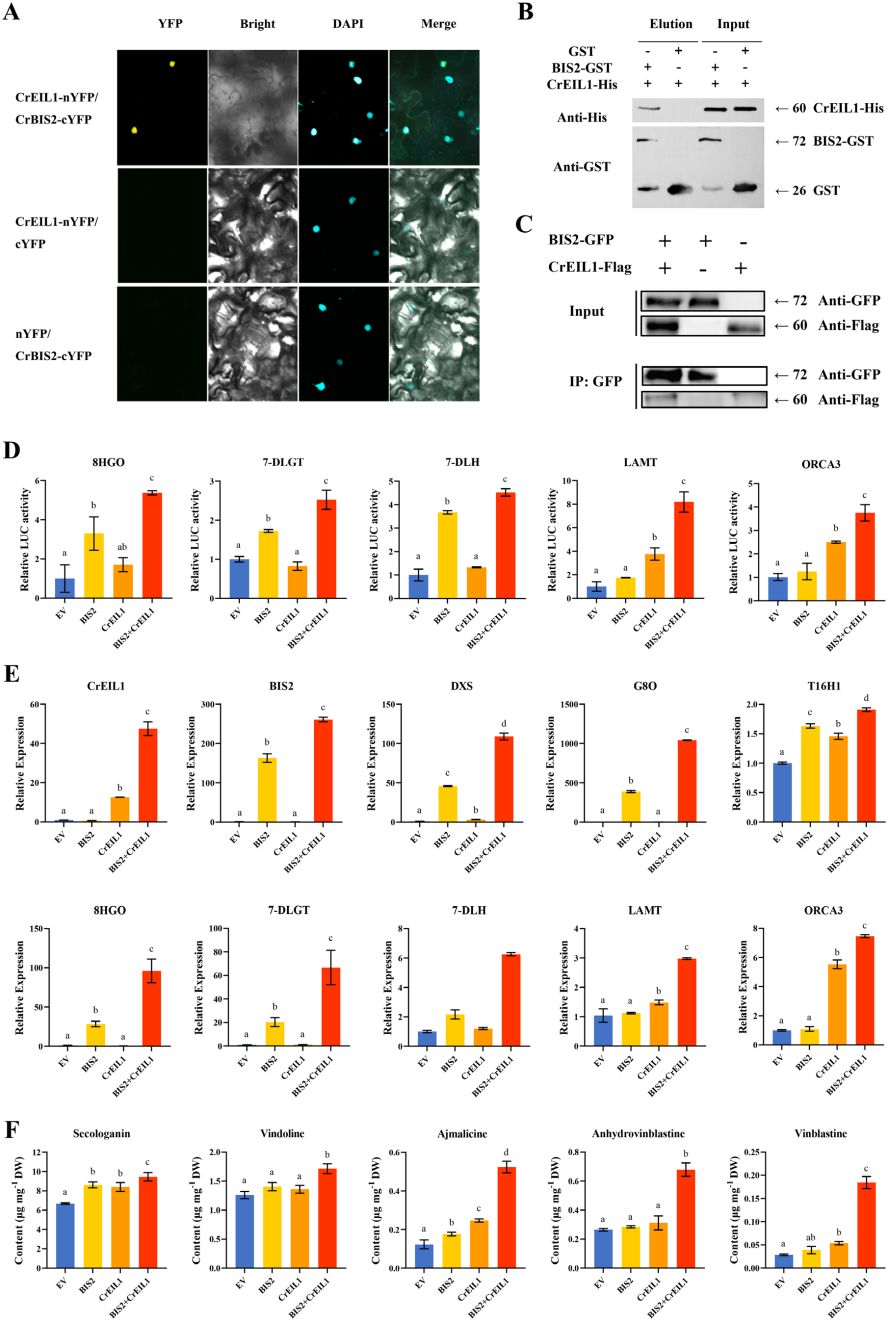
Interaction between CrEIL1 and BIS2 and their synergistical effect on the MIA biosynthesis. (A) Bimolecular fluorescence complementation (BiFC) analysis of the interaction between CrEIL1 and CrBIS2 in *N. benthamiana* cells. The N‐terminal fragment of YFP was fused to the N‐terminus of CrEIL1 (nYFP–CrEIL1), and CrBIS2 was fused to the C‐terminal fragment of YFP (CrBIS2–cYFP). Three independent transfection experiments were performed. Scale bar = 50 μm. (B) In vitro pulldown assays of CrEIL1 and BIS2 recombinant proteins. CrEIL1‐His proteins were pulled down with BIS2‐ GST and further detected on Western blots probed with anti‐His antibody. Experiments were carried out three times, and representative results are shown. (C) Co‐immunoprecipitation studies of CrEIL1 and BIS2 interaction in *N. benthamiana* leaves. Total protein extracts from *N. benthamiana* leaves infiltrated with constructs harbouring BIS2‐GFP and CrEIL1‐FLAG were immunoprecipitated with anti‐FLAG antibody. The co‐immunoprecipitated proteins were detected by anti‐GFP antibody. Experiments were repeated three times and similar results were obtained. (D) Activation of the *8‐HGO, 7‐DLGT, 7‐DLH, LAMT* and *ORCA3* promoters by CrEIL1 and BIS2 proteins in *N. benthamiana* leaves. The LUC/REN values for the combination of empty effector construct p2300 and each reporter construct were set to 1. Three independent transfection experiments were performed. The reporter strain harbouring *8‐HGO/7‐DLGT/7‐DLH/LAMT/ORCA3pro:LUC* was mixed with the effector strains harbouring 35Spro:CrEIL1 and 35Spro:BIS2 at a ratio of 1:1:1. The data represent the means ± SD of three replicates from three independent experiments. a, b, c, d: Significant difference (*p* < 0.05), one way ANOVA. (E) Expression levels of *CrEIL1, BIS2, DXS, G8O, T16H1, 8‐HGO, 7‐DLGT, 7‐DLH, LAMT* and *ORCA3* in different *C. roseus* petal samples including *CrEIL1‐BIS2* co‐overexpression (BIS2‐CrEIL1), *CrEIL1* overexpression, *BIS2* overexpression and petals transformed with the empty vector. *N2227* was used as the internal standard. The petals transformed with the empty vector served as controls. The data represent the means ± SD of three replicates from three cutting propagations. a, b, c, d: Significant difference (*p* < 0.05), one way ANOVA. (F) LC–MS analysis of MIAs in the petals of different *C. roseus* plants including *CrEIL1‐BIS2* co‐overexpression (BIS2‐ CrEIL1), *CrEIL1* overexpression, *BIS2* overexpression and petals transformed with the empty vector. The data represent the means ± SD of three replicates from three cutting propagations. a, b, c, d: Significant difference (*p* < 0.05), one way ANOVA.

### 2.8 Interaction Between CrEIL1 and BIS2 Enhances the Monoterpenoid Indole Alkaloids Biosynthesis

To determine how the CrEIL1–BIS2 interaction influences the MIA biosynthetic pathway, we first used dual‐LUC assays in *N. benthamiana* to test whether their transcriptional activities are altered. Expressed alone, BIS2 activated the *8‐HGO, 7‐DLGT* and *7‐DLH* promoters, whereas CrEIL1 specifically activated the *LAMT* and *ORCA3* promoters. Co‐expression of BIS2 and CrEIL1, however, significantly enhanced activation of all five promoters (*8‐HGO, 7‐DLGT, 7‐DLH, LAMT* and *ORCA3*) (Figure 6D), indicating that their physical interaction synergistically boosts their transcriptional activities.

Additionally, we co‐overexpressed *CrEIL1* and *BIS2* in *C. roseus* petals. Compared with lines overexpressing one gene alone, the co‐overexpression lines exhibited significantly higher transcript levels of *DXS, G8O, 8‐HGO, 7‐DLGT, 7‐DLH, LAMT, T16H1* and *ORCA3* (Figure 6E). This transcriptional up‐regulation corresponded to increased accumulation of secologanin, vindoline, ajmalicine, anhydrovinblastine and vinblastine (Figure 6F). Specifically, anhydrovinblastine and vinblastine contents in the co‐overexpression lines rose 1.2‐ and 2.4‐fold relative to the CrEIL1‐only lines, and 1.6‐ and 5.5‐fold relative to the control, respectively. Ajmalicine increased 1.1‐fold versus the CrEIL1‐only lines and 3.3‐fold over the control. These results demonstrate that the CrEIL1–BIS2 interaction synergistically activates iridoid‐pathway genes and enhances downstream MIA production.

## 3 Discussion

The EIN3/EILs proteins are the key ethylene‐signalling regulators and contribute to the intricate network of primary and secondary metabolic pathways of plants. Ethylene can induce the accumulation of MIAs. However, the specific ethylene‐inducible transcription factors (TFs) responsible for MIA biosynthesis have not been identified. In our study, we conducted a comprehensive analysis of the MIAs‐related metabolome and transcriptome under ethylene or JA treatment, which allowed us to establish ethylene and JA regulatory networks associated with MIA accumulations. Our integrated metabolomic and transcriptomic analysis revealed that ethylene and JA signals both promote MIA biosynthesis, but with distinct regulatory features and time courses. Metabolite profiling (Figure 1) indicated that ethylene treatment led to a more sustained and significant accumulation of late‐stage MIAs such as anhydrovinblastine and catharanthine, with a particularly pronounced increase in anhydrovinblastine (65.27%) at 24 h post‐treatment. In contrast, MJ treatment caused a rapid but transient rise in vindoline and tryptamine at 3 h, but less effect on bisindole alkaloids, consistent with previous findings that ethylene is more effective in promoting late‐pathway MIA production (Chen et al. 2017; Wang et al. 2016).

Based on these findings, we linked gene expression modules to MIA accumulations at 0 h, 3 h and 24 h under ETH and MJ treatments and, using GENIE3, constructed (i) a regulatory network for anhydrovinblastine and catharanthine associated with the green and pink modules and (ii) a network for vindoline linked to the turquoise module. This analysis led to the discovery and functional characterisation of two novel EIN3/EIL TFs, CrEIN3 and CrEIL1, that act as key mediators of ethylene signalling in *C. roseus* .

In *Arabidopsis*, EIN3 and EIL1 are critical TFs that regulate most ethylene‐responsive phenotypes (Chao et al. 1997; Alonso et al. 2003; An et al. 2018). The ethylene signal activates EIN3 and EIL1 by increasing their protein stability (Zhao et al. 2020). Furthermore, EIN3/EILs are involved in regulating the biosynthesis of various plant secondary metabolites, including tocopherol in *Arabidopsis thaliana* , natural rubber in *Hevea brasiliensis* , carotenoid in papaya, and anthocyanin in apple (Cela et al. 2009; Yang et al. 2015; Fu et al. 2017; An et al. 2018). Based on the transcriptomic and metabolomic study, we identified *CrEIN3* in the pink module and *CrEIL1* in the turquoise module using GENIE3 to predict the gene regulatory network. We further demonstrated that ethylene‐induced MIA accumulations is dependent on CrEIN3 and CrEIL1 (Figure 3).

Previous studies have shown that ORCAs, CrMYC2 and BIS1/2 upregulate genes in the indole or iridoid pathways, while ORCA3 activates STR expression by binding to the promoter (Van Der Fits and Memelink 2000; Zhang et al. 2011; Van Moerkercke et al. 2015). The genes involved in the steps from strictosidine to catharanthine or tabersonine are not under the control of JA‐inducible TFs, such as SGD. The engineered de‐repressed CrMYC2a was reported to activate SGD (Schweizer et al. 2018), while its transcriptional regulation remains unknown in *C. roseus* . Our results of overexpression and VIGS experiments demonstrated that CrEIN3 upregulates the transcripts of MIA activators, such as *ORCA3* and *CrERF5*, while downregulating the transcripts of MIA repressors, such as *ZCT1* and *GBF1* (Li et al. 2015). In addition, Dual LUC assays revealed that CrEIN3 activates the transcription activity of *ORCA3, SGD, CS, TS, REDOX2, SAT* and *PRX1*. Y1H, EMSA and ChIP‐qPCR experiments demonstrated that CrEIN3 directly modulates the ethylene signal and regulates MIA production by binding to the *SGD* promoter in *C. roseus* , and CrEIN3 activation on the SGD promoter was dependent on the ATGTA‐box (Figure 5E). CrEIN3 enhances the expression of MIA enzymatic genes, including *SGD, CS, TS* and *PRX1*, thereby increasing the metabolic flux towards downstream MIAs, such as vinblastine and anhydrovinblastine.

Interestingly, CrEIL1 exhibits a distinct mode of regulating MIA biosynthesis. Both overexpression and silencing of CrEIL1 resulted in similar effects as CrEIN3 on the expression of MIA activators and repressors. Additionally, CrEIL1 showed a stimulatory effect on iridoid pathway genes and significantly upregulated the secologanin accumulation. Dual LUC assays further confirmed that CrEIL1 activated the promoters of iridoid pathway genes, such as *DXS1, LAMT* and *SLS*. However, no direct binding of CrEIL1 to these promoters was observed, suggesting the involvement of putative interacting proteins that assist CrEIL1 in its activation role. Our datasets revealed a strong correlation between *CrEIL1* and *BIS2* expression. BIS2 is a JA‐responsive bHLH TF known to regulate iridoid pathways as BIS1 in *C. roseus* (Van Moerkercke et al. 2016). We demonstrated the interaction between CrEIL1 and BIS2 in vitro and in vivo (Figure 6). Western blot and fluorescence microscopy analyses of CrEIL1 and BIS2‐GFP co‐expressed in *C. roseus* petals and tobacco leaves showed that the interaction with CrEIL1 does not alter BIS2 protein abundance or nucleus localization (Figures S15 and S16).

Ethylene and JA are two major plant hormones that synergistically regulate plant development and confer tolerance to biotic stress (Zhu et al. 2011). In *Arabidopsis*, EIN3 interact with MYC2 to repress both genes, and cause the antagonism between JA and ethylene during apical hook development (Song et al. 2014; Zhang et al. 2014). In *C. roseus* , CrEIL1 was found to interact with BIS2 and their interaction enhanced the transcriptional activation of both CrEIL1 and BIS2, and significantly upregulated the expression levels of iridoid pathway genes (*G8O, 8‐HGO, 7‐DLGT, 7‐DLH*), as well as the *LAMT* and *ORCA3* genes. The enzyme of G8O in iridoid pathway was known as a key enzymic limiting step to MIA pathway (Van Der Fits and Memelink 2000). This synergistic effect led to a marked increase in the accumulation of secologanin, vindoline, ajmalicine, anhydrovinblastine and vinblastine. These findings suggest that ethylene and JA might have the synergism on upregulating the MIA biosynthesis, which is worth further investigation in future. The interaction between CrEIL1 and BIS2 makes the co‐expression of both genes a more potent strategy to enhance the MIA biosynthesis pathway compared to the expression of a single gene alone.

Moreover, the dramatic loss of ET‐induced catharanthine and anhydrovinblastine accumulation in VIGS‐*CrEIN3*‐*CrEIL1* double‐silenced plants (Figure 3A,B) provides compelling genetic evidence that both TFs are indispensable and likely major conduits for the ET signal in regulating MIA biosynthesis, particularly the bisindole pathway. This functional redundancy or cooperation ensures robust pathway activation. Our study reveals a sophisticated bifurcated regulatory model for ET action in *C. roseus* : (1) CrEIN3 directly targets and activates the gateway enzyme gene SGD, propelling the downstream MIA pathway; (2) CrEIL1, via interaction with BIS2, potently enhances the upstream iridoid pathway. Simultaneously, both TFs converge on amplifying the ORCA3 activator module and repressing the GBF1/ZCT1 repressor module, creating a multi‐layered regulatory network that maximises MIA flux towards vinblastine and related alkaloids (Figure 7). Evaluating the functionality and impact of CrEIN3/CrEIL1 and key regulated enzymes (e.g., SGD) in heterologous systems such as yeast or engineered plant hosts represents an important future step towards assessing their biotechnological utility for MIA production.

**FIGURE 7:**
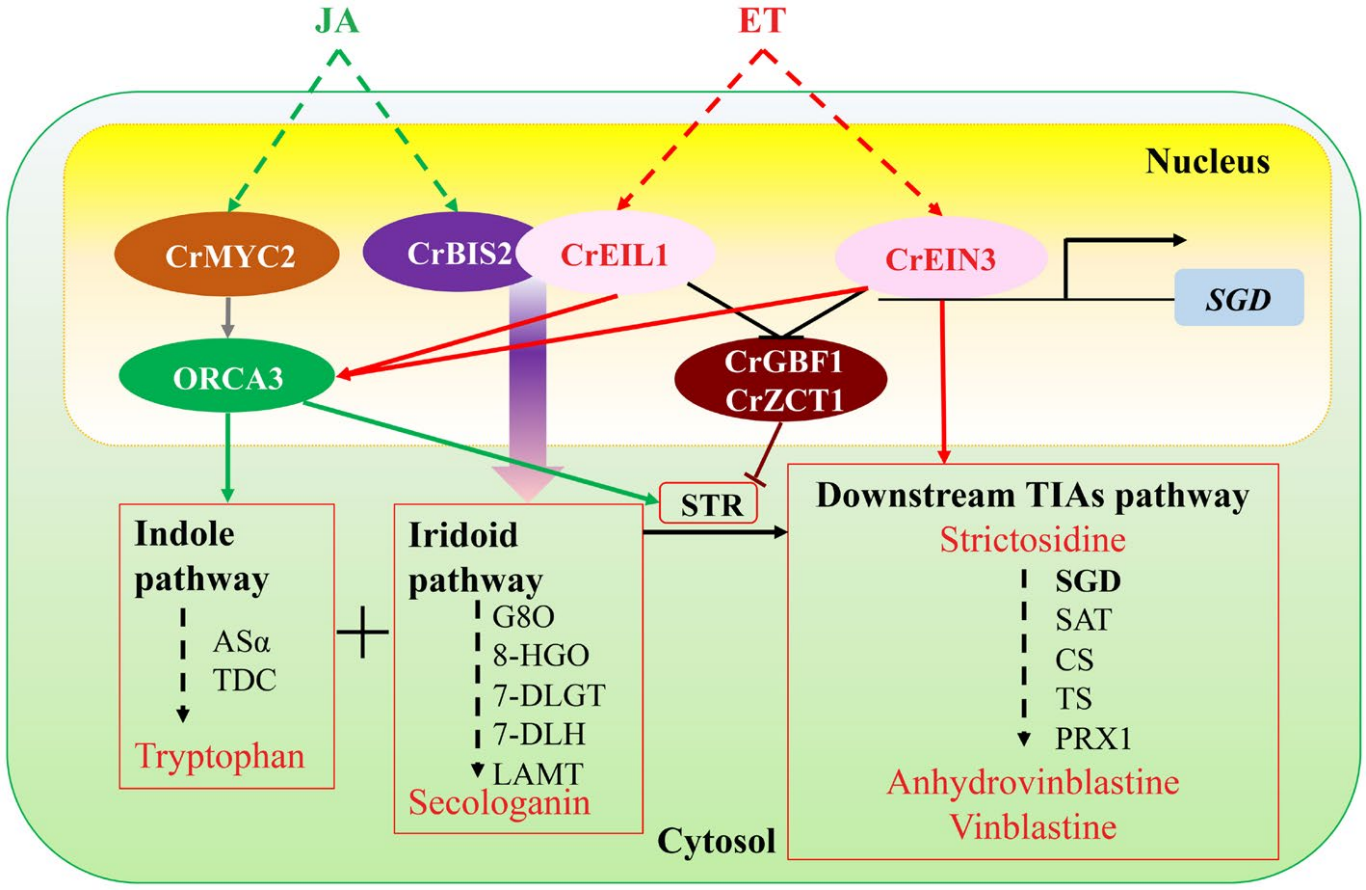
ET‐induced regulatory model consisting of CrEIN3 and CrEIL1 in the regulation of the MIAs production in *C. roseus* . Under the induction of ET signal, CrEIN3 activated the downstream MIAs pathway by binding to the *SGD* promoter, and also upregulated the expression of *SAT*, *CS*, *TS* and *PRX1*. CrEIL1 interacted with BIS2 and strengthen the activation on the transcriptional activity of iridoid pathway genes. Meanwhile, both CrEIN3 and CrEIL1 activated the expression of *ORCA3* and repressed the expression of *CrGBF1* and *CrZCT1* to enhance the upstream MIAs metabolism, which further lead to a boost of vinblastine accumulation.

## 4 Conclusion

Our research offers new insights into the role of ethylene signalling in MIA biosynthesis, highlighting the involvement of key components, CrEIN3 and CrEIL1. Collectively, our results indicate that ethylene enhances MIA biosynthesis in *C. roseus* through the regulatory model consisting of two key regulators: (i) CrEIN3 directly increases the transcriptional activation of the *SGD* promoter; and (ii) the interaction between CrEIL1 and BIS2 facilitates the iridoid pathway, further promoting MIA biosynthesis to bisindole alkaloids, like anhydrovinblastine and vinblastine (Figure 7).

## 5 Methods

### 5.1 Plant Materials

Seeds of *Catharanthus roseus* (cv. Vitae Rose Red) were purchased from Floranova Ltd. *Nicotiana benthamiana* plants were cultivated in the greenhouse under a 16‐h light/8‐h dark cycle per day. Seeds of *Arabidopsis ein3‐1 eil1‐3* mutant were from Tsinghua‐Peking Center for Life Sciences. The mutant *ein3‐1 eil1‐3* was previously described (Song et al. 2014). *Arabidopsis* seeds were sterilised with 20% bleach, plated on Murashige and Skoog (MS) medium, chilled at 4°C for 3 days, and then transferred to a growth room at 25°C under a 16‐h/8‐h light/dark photoperiod.

### 5.2 Plant Transformation

The plasmids p2300‐*35S:CrEIN3* and p2300‐*35S:CrEIL1* were generated, respectively. The GV3101 strains of *Agrobacterium tumefaciens* containing above constructs individually were used to transform *ein3 eil1* mutant with in planta vacuum infiltration method (Bechtold et al. 1993). Kanamycin‐resistant T1, T2 plants were selected by planting seeds on MS medium supplemented with 1% sucrose and 50 μg/mL kanamycin and transferred to soil. T2 plants with kanamycin resistance were used for hook phenotype analysis as described previously (Song et al. 2014).

### 5.3 Hormone Treatments

For the plant hormonal treatments, 4‐week‐old *C. roseus* seedlings were subjected to foliar spraying with either 100 μM ethephon (ETH) or 100 μM methyl jasmonate (MJ). Samples were collected at 0, 3, 6, 24 and 72 h post‐treatment for targeted MIAs analysis. Specifically, samples collected at 0, 3 and 24 h were used for metabolomic analysis and RNA‐seq. For the mock treatment, seedlings were sprayed with ddH_2_O. The experiments were replicated three times to validate the findings.

### 5.4 NMR Measurements and Metabolomic Analysis

*C. roseus* leaves samples were prepared and extracted for NMR measurements as described previously (Kim, Choi, and Verpoorte 2010; Pan et al. 2014). The ^1^H‐NMR spectra were recorded using a Bruker DMX 600 spectrometer (Bruker, Karlsruhe, Germany). The parameters for two‐dimensional NMR spectra such as *J*‐resolved, correlated spectroscopy (COSY) (Kim, Saifullah, et al. 2010).

^1^H‐NMR spectra were automatically binned using AMIX software (Version3.7, Biospin, Bruker). Spectral intensities were scaled to total intensity and the region of *δ* 0.30–*δ* 10.00 was reduced to integrated regions of 0.04 ppm each as previous study (Pan et al. 2014). SIMCA‐*P* ^+^ software (Version 13.0, Umetrics, Umeå, Sweden) was used for principal component analysis (PCA) and partial least‐square (PLS) modelling with Pareto‐scaled data of binned ^1^H‐NMR.

### 5.5 RNA Sequencing and Data Analysis

The cDNA libraries were constructed for each RNA sample using the TruSeq Stranded mRNA Library Prep Kit (Illumina Inc.) according to the manufacturer's instructions. Then the cDNA libraries were used for 150 bp paired‐end sequencing on Illumina HiSeq XTen platform. Before read mapping, clean reads were obtained from the raw reads by removing the adaptor sequences and low‐quality reads. The clean reads were then aligned to *Catharanthus roseus* genome (GCA_000949345.1, NCBI and Data for: Single‐cell multi‐omics in the medicinal plant *Catharanthus roseus* , DRYAD, https://doi.org/10.5061/dryad.d2547d851) using the Hisat2 (Kim et al. 2015). HTseq was used to get gene counts and FPKM method was used to determine the gene expression (Anders et al. 2015). Hierarchical cluster (HCL) analysis was performed using a Multi Experiment Viewer (MEV, v.4.9.0) as previous study (Pan et al. 2019). The differential gene expression analysis and weighted gene co‐expression network analysis (WGCNA) were performed as described in details (Figure S4).

Based on module correlation and module functional annotation, the module associated with the metadata annotation of the cluster was selected. R package GENIE3 was then employed to predict the regulatory relationships between genes within the module (Zheng et al. 2024). To construct the gene regulatory network, only gene pairs with a weight value greater than or equal to 0.006 were considered. The constructed gene regulatory networks were imported into Cytoscape software for visualisation and analysis.

### 5.6 Subcellular Localization

The full‐length ORF of *CrEIN3* and *CrEIL1* without the stop codon was amplified by PCR from *C. roseus* leaf cDNA library with primers and inserted into BamHI and SpeI sites of the pHB‐*GFP* expression vector to generate the pHB‐*CrEIN3‐GFP* and pHB‐*CrEIL1‐GFP*, pHB‐*BIS2‐GFP* constructs. pHB‐*CrEIN3‐GFP*, pHB‐*CrEIL1‐GFP* and pHB‐*BIS2‐GFP*, pHB‐*GFP* were then introduced into *Agrobacterium tumefaciens* strain GV3101 for *N. benthamiana* leaf transient expression. After 24 h incubation in darkness and 24 h incubation in low‐light conditions, GFP signals were observed by a confocal laser microscopy.

### 5.7 RNA Isolation and Real‐Time Quantitative PCR

To assess the transcript levels of candidate genes in various tissues and hormone‐treated seedlings, tissue samples including young leaves, roots, stems, flowers, seed pods and old leaves were collected. Total RNA from all samples was extracted using the SuperReal PreMix PLUS kit (Tiangen Biotech, Beijing, China), and cDNA synthesis was performed using the PrimeScript RT reagent kit (Takara, Shiga, Japan). Transcript levels were quantified using the comparative cycle threshold (Ct) method. The primers utilised for real‐time quantitative PCR (RT‐qPCR) can be found in Table S1.

### 5.8 Transient Transformation in *Catharanthus roseus* Petals

Flower petals of 1‐year‐old *C. roseus* plants (grown under greenhouse conditions) were infiltrated with *A. tumefaciens* GV3101 harbouring the respective constructs pHB‐*CrEIN3‐GFP*, pHB‐*CrEIL1‐GFP* and pHB‐*GFP* as an empty vector (EV) for overexpression as previously described (Schweizer et al. 2018). After 48 h of incubation with *A. tumefaciens* solution, petals from five different flowers per sample were cut in two and immediately flash‐frozen in liquid nitrogen. One sample was used for RNA extraction for gene expression analysis and the other sample was used for metabolite profiling. Three replicates were made for each sample.

### 5.9 Virus‐Induced Gene Silencing

Seedlings of *C. roseus* with two to three pairs of true leaves were used for virus‐induced gene silencing (VIGS). The genomic DNA of *C. roseus* was used as template to amplify the partial fragment of *CrEIN3* (362 bp) and *CrEIL1* (351 bp) with specific primers (Table S1). The PCR‐generated fragment was then introduced into the terminal vector pTRV2 by Gateway LR ClonaseTM II (Invitrogen, Thermo Fisher Scientific, United States). The purified plasmid pTRV2‐*CrEIN3*, pTRV2‐*CrEIL1*, pTRV2‐EV were respectively transformed into *A. tumefaciens* strain GV3101 for VIGS as described previously (Pan et al. 2019). For CrEIN3 and CrEIL1 both‐VIGS line, *A. tumefaciens* cultures harbouring pTRV2‐CrEIN3/pTRV1 or pTRV2‐CrEIL1/pTRV1 were mixed in equal volume to inject into plants. Each treatment was injected into 18 plants. After injection, the plants were cultured in a constant temperature incubator, and harvested or treated with 100 μM ETH 3 weeks after inoculation. After recording the fresh weights of harvested materials, the samples were frozen in liquid nitrogen. Three replicates were made for each sample.

### 5.10 Metabolite Extraction and Analysis by UPLC‐Q/TOF MS

For alkaloid extraction, pedals samples were flash frozen in liquid Nitrogen. Samples were extracted with 1 mL methanol and fully mixed with shaker. After sonicated for 45 min, samples were centrifuged for 10 min at 12,000 rpm. Then, the supernatants were gently removed to new tube for next analysis. UPLC‐Q/TOF MS analyses were performed as described previously (Pan et al. 2019). Data acquisition, handling and instrument control were performed using MassLynx 4.1 software. Samples were applied in triplicate for quantification using calibration curves of the standards (Table S3; Figure S8).

### 5.11 Dual‐Luciferase Assays

Dual‐luciferase assays (dual‐LUC) followed the protocol described in a previous study (Shan et al. 2014). Plasmids p2300‐CrEIN3, p2300‐CrEIL1 and p2300‐BIS2 were introduced into *Agrobacterium tumefaciens* strain GV3101 for their role as effectors. The promoter constructs pGREEN‐DXS‐pro, pGREEN‐TDC‐pro, pGREEN‐ASα‐pro, pGREEN‐STR‐pro, pGREEN‐SGD‐pro, pGREEN‐CS‐pro, pGREEN‐TS‐pro, pGREEN‐REDOX2‐pro, pGREEN‐SAT‐pro, pGREEN‐DAT‐pro, pGREEN‐PRX1‐pro, pGREEN‐CrWRKY1‐pro, pGREEN‐ORCA3‐pro, pGREEN‐8HGO‐pro, pGREEN‐7‐DLGT‐pro, pGREEN‐7‐DLH‐pro, pGREEN‐LAMT‐pro and pGREEN‐SLS‐pro were individually linked to the luciferase reporter gene and co‐transformed with the helper plasmid pSoup19 into GV3101. To generate mutant SGD promoter, ATGTA‐box motif in the SGD promoter were changed to (TTTTT) by site‐directed mutagenesis using the protocol described previously (García‐Nafría et al. 2016). The empty vector P2300 (EV) served as the negative control. The 35S promoter‐driven Renilla luciferase was employed as an internal reference. Following 48 h of growth under low‐light conditions, leaf samples were harvested for dual‐LUC assays using commercial dual‐LUC reaction reagents (Promega). Each sample was subjected to six biological replicates.

### 5.12 Yeast One‐Hybrid Assay

In the yeast one‐hybrid assay (Y1H), the full‐length coding sequences of *CrEIN3* were inserted into the pB42AD vector to create the plasmid pB42AD‐*CrEIN3*. Triple tandem copies of the p*SGD* wt‐ATGTA‐box motif (GATACAATGTATGAATA) and the mutant‐ATGTA‐box motif (GATACAtttttTGAATA) were integrated into the reporter plasmid pLacZ between EcoRI and XhoI sites. The empty pB42AD and pLacZ vectors were utilised as negative controls. Various combinations were co‐transformed into the yeast strain EGY48a, and the transformants were grown on SD/−Trp/−Ura medium and assessed on SD/−Trp/−Ura medium supplemented with X‐gal.

### 5.13 Electrophoretic Mobility Shift Assays

For the electrophoretic mobility shift assays (EMSA) assay, the pCold‐*CrEIN3* vector was constructed and introduced into *Escherichia coli* strain Rosetta (DE3) (TransGen Biotech, China). Expression of the His‐tagged fusion protein was induced by adding 200 μM isopropyl‐D^−1^‐thiogalactopyranoside (IPTG) and incubating at 16°C for 14 h, followed by purification using nitrilotriacetic acid (Ni‐NTA) agarose (Invitrogen Life Technologies). EMSA assays were conducted using the LightShift Chemiluminescent EMSA Kit (Thermo, USA) according to the manufacturer's instructions (Thermo Fisher Scientific, Waltham, MA, USA). The ATGTA and ATGTA‐mutant DNA probes were synthesised by Sangon (Shanghai, China). The primers used in the EMSA are detailed in Table S1.

### 5.14 ChIP‐qPCR Analysis

*C. roseus* petals infiltrated with Agrobacterium GV3101 carrying pHB‐*CrEIN3‐GFP* were used for ChIP qPCR analysis. Briefly, chromatin complex was isolated from 0.8 g fixed and frozen tissue and was sonicated for 60 min (30‐s on and 30‐s off cycles) with a Bioruptor JY88‐II (Ningbo Xinyi Ultrasonic Equipment Co. Ltd). Immunoprecipitation of chromatin complex was done using Anti‐GFP mAb‐Magnetic beads (Abcam) or Goat Anti‐Rabbit IgG magnetic beads (Proteintech) as a negative control. The immunoprecipitated DNA was purified using the Wizard SV Gel and a PCR Clean‐Up system (Cell Signalling Technology, CST), and the purified DNA was used for qPCR analysis. Table S1 lists the primers used for qPCR.

### 5.15 Yeast‐Two‐Hybrid

For the yeast‐two‐hybrid assay (Y2H), the open reading frame (ORF) of *BIS2* was individually inserted into the pGBKT7 vector as the bait, while the ORF of *CrEIL1* was cloned into the pGADT7 vector as the prey. Equal quantities of the AD and corresponding BD constructs were introduced into the yeast strain AH109 using the Matchmaker GAL4 yeast two‐hybrid system. The transformed yeast cells were cultured on selective media, including SD/Leu−/Trp−/His−, SD/Leu−/Trp−/His−/Ade− and SD/Leu−/Trp−/His−/Ade−/3‐amino‐1,2,4‐triazole (3‐AT). The plates were then incubated for 3 days at 30°C.

### 5.16 Bimolecular Fluorescence Complementation Assay

For the bimolecular fluorescence complementation (BiFC) assays, cDNA fragments encoding BIS2 were cloned and fused with the N‐terminus of yellow fluorescent protein (nYFP) to generate pxy104–BIS2, while cDNA fragments encoding CrEIL1 were fused with the C‐terminus of YFP (cYFP) to create pxy106–*CrEIL1*. The constructed plasmids were transformed into *Agrobacterium tumefaciens* strain GV3101. The transformed GV3101 strains were then infiltrated into the young leaves of 4‐week‐old *Nicotiana benthamiana* plants. YFP signals were visualised using confocal laser microscopy (Leica TCS SP5‐II).

### 5.17 Pull‐Down Assays

The full‐length coding sequence of CrEIL1 was inserted into the pCold vector and transformed into *Escherichia coli* strain Rosetta (DE3) to generate the His‐CrEIL1 protein for pull‐down assays. The *Escherichia coli* strain Rosetta (DE3) carrying the pGEX4T‐BIS2 plasmid (GE Healthcare) produced the GST‐BIS2 protein, as previously described (Ma et al. 2018). Each experiment was performed in triplicate.

### 5.18 Co‐Immunoprecipitation Assays

To perform co‐immunoprecipitation (Co‐IP) assays, the full‐length coding region of *CrEIL1* was inserted into the pHB‐FLAG vector, while the open reading frame of BIS2 was cloned into the pHB‐GFP vector. The recombinant plasmids and empty vectors (EVs) were transformed into GV3101. The plasmid‐carrying strains were mixed and injected into *N. benthamiana* leaves. After 48 h of incubation, the leaves were collected and ground to a powder using liquid nitrogen. Co‐IP assays were then conducted, as previously described (Ma et al. 2018). Briefly, for each sample, 10 μL of rabbit anti‐GFP antibody and 15 μL of Protein G Sepharose (both from GE Healthcare, Bucks, UK) were incubated for 2 h at 4°C. The total proteins from tobacco were added to the Protein G Sepharose and incubated for an additional 2 h at 4°C. The proteins were detected using anti‐GFP (AbMart, Shanghai, China) and anti‐Flag antibody (Sigma‐Aldrich).

### 5.19 Data Statistical Analysis

All experiments were conducted with three replicates. Statistical analysis was performed using the student's t‐test or one way ANOVA by SPSS (version 14.0, Chicago, IL, USA). The values are mean ± SD for replicates in each group. *p* values ≤ 0.05 were considered as significant.

## Author Contributions

Q.P. planned and designed the research. B.D., Q.M., C.O., Y.P. and H.L. performed experiments. B.D., Q.M., C.O., X.F., L.L. and Y.W. analyzed data. B.D. and Q.M. wrote the manuscript. K.T. and Q.P. revised the manuscript and helped improve the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** NMR spectrum of *C. roseus* plants.
**Figure S2:** Differential gene expression analysis.
**Figure S3:** qPCR and HCL analysis of key genes in TIA biosynthetic pathway under MJ and ETH treatment.
**Figure S4:** WGCNA analysis and co‐expression network.
**Figure S5:** Complementation of Arabidopsis *ein3eil1* mutantion by *CrEIN3* and *CrEIL1* genes.
**Figure S6:** Silencing efficiency of *CrEIN3* and *CrEIL1* via VIGS.
**Figure S7:** Phylogenetic analysis of CrERF5 and other known EIN3/EIL TFs from ten plant species.
**Figure S8:** The calibration curves, linear regression equation and correlation coefficient (R^2^) of tryptamine, secologanin, ajmalicine, catharanthine, vindoline, anhydrovinblastine and vinblastine.
**Figure S9:** Western blotting results of CrEIL1‐GFP overexpressed petals and CrEIN3‐GFP overexpressed petals.
**Figure S10:** Regulatory effect of CrEIL1 on TIAs biosynthesis in *C. roseus* .
**Figure S11:** Yeast one‐hybrid assays of CrEIN3 with the *ORCA3, SAT, CS, TS* and *PRX1* promoters.
**Figure S12:** Transient Dual‐luciferase assay of CrEIL1 with TIAs pathway genes promoters in tobacco.
**Figure S13:** Co‐expression network for *CrEIL1*.
**Figure S14:** Yeast two‐hybrid (Y2H) confirmed that CrEIL3 interacted with BIS2.
**Figure S15:** Western blotting results of BIS2‐GFP overexpressed petals and BIS2‐GFP/CrEIL1 co‐overexpressed petals.
**Figure S16:** Subcellular localization of BIS2‐GFP and BIS2‐GFP/CrEIL1 in tobacco leaves.
**Table S1:** List of primers used in this work.
**Table S2:** ^1^H NMR chemical shifts (δ) and coupling constants (Hz) of identified metabolites based on ^1^H‐NMR, *J*‐resolve, COSY, HSQC and references.
**Table S3:** MIAs and precursors identified in *Catharanthus roseus* by UPLC‐Q/TOF MS.
**Table S4:** Statistical analysis for selected signals from the NMR spectrum of ethylene treated, MeJA treated and control samples.

**Dataset: S1.** Untargeted and targeted metabolites content.

**Dataset: S2.** Summary of transcriptome mapping under ETH and MJ treatments in *Catharanthus roseus* .

**Dataset: S3.** Gene expression of *C. roseus* under ETH and MJ treatments.

**Dataset: S4.** Summary of co‐expression gene modules.

**Dataset: S5.** Trait modules correlation.

**Dataset: S6.** The coexpression network of catharanthine and anhydrovinblastine metabolism under ETH or MJ treatment in *C. roseus* .

**Dataset: S7.** The coexpression network of vindoline metabolism under ETH or MJ treatment in *C. roseus* .

**Dataset: S8.** The gene regulatory network of catharanthine and anhydrovinblastine metabolism by GENIE3.

**Dataset: S9.** The gene regulatory network of vindoline metabolism by GENIE3.

**Dataset: S10.** New‐old‐genome annotation.

## Data Availability

The raw RNA‐sequencing (RNA‐Seq) data has been submitted to the NCBI Sequence Read Archive under accession number GSE252019 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252019). Gene sequences have been deposited in the GeneBank database under the accession numbers CrEIN3 (OR936141) and CrEIL1 (OR936142). All the data needed to evaluate the conclusions in the paper are present in the paper and/or the [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link].

# Supplementary material for: Combined Transcriptomic and Metabolomic Analysis Reveals an Ethylene‐Activated Regulatory Model on Monoterpenoid Indole Alkaloid Biosynthesis in Catharanthus roseus
**Source:** Plant Biotechnol J. 2025 Sep 8;24(2):363–80. doi: 10.1111/pbi.70343
**Supplement:** Supplementary file 1 — Figure S1: NMR spectrum of C. roseus plants. Figure S2: Differential gene expression analysis. Figure S3: qPCR and HCL analysis of key genes in TIA biosynthetic pathway under MJ and ETH treatment. Figure S4: WGCNA analysis and co‐expression network. Figure S5: Complementation of Arabidopsis ein3eil1 mutantion by CrEIN3 and CrEIL1 genes. Figure S6: Silencing efficiency of CrEIN3 and CrEIL1 via VIGS. Figure S7: Phylogenetic analysis of CrERF5 and other known EIN3/EIL TFs from ten plant species. Figure S8: The calibration curves, linear regression equation and correlation coefficient (R2) of tryptamine, secologanin, ajmalicine, catharanthine, vindoline, anhydrovinblastine and vinblastine. Figure S9: Western blotting results of CrEIL1‐GFP overexpressed petals and CrEIN3‐GFP overexpressed petals. Figure S10: Regulatory effect of CrEIL1 on TIAs biosynthesis in C. roseus . Figure S11: Yeast one‐hybrid assays of CrEIN3 with the ORCA3, SAT, CS, TS and PRX1 promoters. Figure S12: Transient Dual‐luciferase assay of CrEIL1 with TIAs pathway genes promoters in tobacco. Figure S13: Co‐expression network for CrEIL1. Figure S14: Yeast two‐hybrid (Y2H) confirmed that CrEIL3 interacted with BIS2. Figure S15: Western blotting results of BIS2‐GFP overexpressed petals and BIS2‐GFP/CrEIL1 co‐overexpressed petals. Figure S16: Subcellular localization of BIS2‐GFP and BIS2‐GFP/CrEIL1 in tobacco leaves. Table S1: List of primers used in this work. Table S2: 1H NMR chemical shifts (δ) and coupling constants (Hz) of identified metabolites based on 1H‐NMR, J‐resolve, COSY, HSQC and references. Table S3: MIAs and precursors identified in Catharanthus roseus by UPLC‐Q/TOF MS. Table S4: Statistical analysis for selected signals from the NMR spectrum of ethylene treated, MeJA treated and control samples.

**SUPPLEMENTAL INFORMATION**

**Supplemental datasets**

Dataset S1 Untargeted and targeted metabolites content

Dataset S2 Summary of transcriptome mapping under ETH and MJ treatments in Catharanthus roseus

Dataset S3 Gene expression of C. roseus under ETH and MJ treatments

Dataset S4 Summary of co-expression gene modules.

Dataset S5 Trait modules correlation

Dataset S6 The coexpression network of catharanthine and anhydrovinblastine metabolism under ETH or MJ treatment in *C. roseus*.

Dataset S7 The coexpression network of vindoline metabolism under ETH or MJ treatment in *C. roseus*.

Dataset S8 The gene regulatory network of catharanthine and anhydrovinblastine metabolism by GENIE3.

Dataset S9 The gene regulatory network of vindoline metabolism by GENIE3.

Dataset S10 New-old-genome annotation

**Supplemental Figures**

Fig. S1 NMR spectrum of C. roseus plants.

Fig. S2 Differential gene expression analysis.

Fig. S3 qPCR and HCL analysis of key genes in TIA biosynthetic pathway under MJ and ETH treatment.

Fig. S4 WGCNA analysis and co-expression network.

Fig. S5 Complementation of Arabidopsis *ein3eil1* mutantion by *CrEIN3* and *CrEIL1* genes.

Fig S6 Silencing efficiency of *CrEIN3* and *CrEIL1* *via* VIGS.

Fig S7 Phylogenetic analysis of CrERF5 and other known EIN3/EIL TFs from ten plant species.

Fig. S8 The calibration curves, linear regression equation and correlation coefficient (R^2^) of tryptamine, secologanin, ajmalicine, catharanthine, vindoline, anhydrovinblastine and vinblastine.

Fig S9 Western blotting results of CrEIL1-GFP overexpressed petals and CrEIN3-GFP overexpressed petals.

Fig. S10 Regulatory effect of CrEIL1 on TIAs biosynthesis in *C. roseus*.

Fig S11 Yeast one-hybrid assays of CrEIN3 with the *ORCA3, SAT, CS, TS,* and *PRX1* promoters.

Fig. S12 Transient Dual-luciferase assay of CrEIL1 with TIAs pathway genes promoters in tobacco.

Fig. S13 Co-expression network for *CrEIL1*.

Fig. S14 Yeast two-hybrid (Y2H) confirmed that CrEIL3 interacted with BIS2.

Fig S15 Western blotting results of BIS2-GFP overexpressed petals and BIS2-GFP/CrEIL1 co-overexpressed petals.

Fig S16 Subcellular localization of BIS2-GFP and BIS2-GFP/CrEIL1 in tobacco leaves.

**Supplemental Tables**

Table S1. List of primers used in this work.

Table S2. ^1^H NMR chemical shifts (δ) and coupling constants (Hz) of identified metabolites based on ^1^H-NMR, *J*-resolve, COSY, HSQC and references

Table S3. MIAs and precursors identified in *Catharanthus roseus* by UPLC-Q/TOF MS.

Table S4 Statistical analysis for selected signals from the NMR spectrum of ethylene treated, MeJA treated and control samples.

Fig. S1

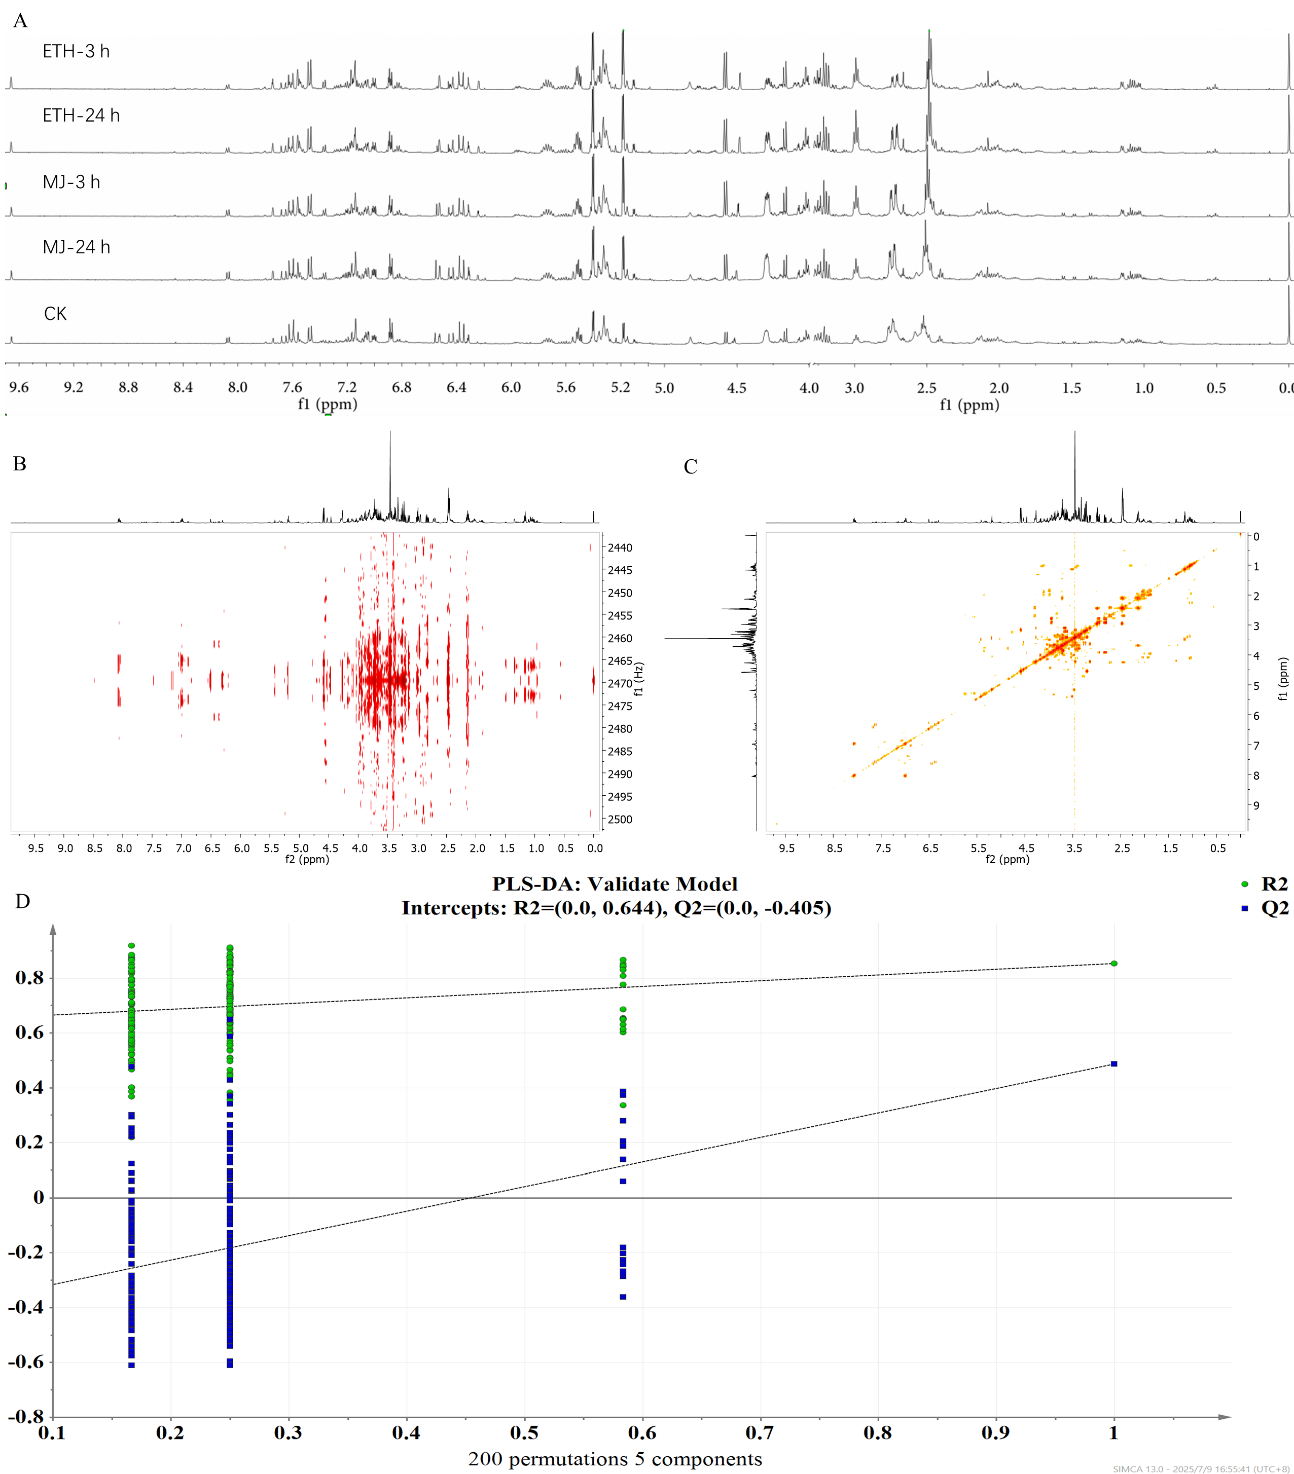

Fig. S1 NMR spectrum of C. roseus plants. (A) ^1^H-NMR spectrum of C. roseus plants under ETH or MJ treatments; (B) *J*-resolve, (C) COSY spectra of *C. roseus* and permutation test of PLS-DA (D): Green circle, R2 ; blue square, Q2. R2 = 0.644 and Q2 = -0.404.

Fig. S2

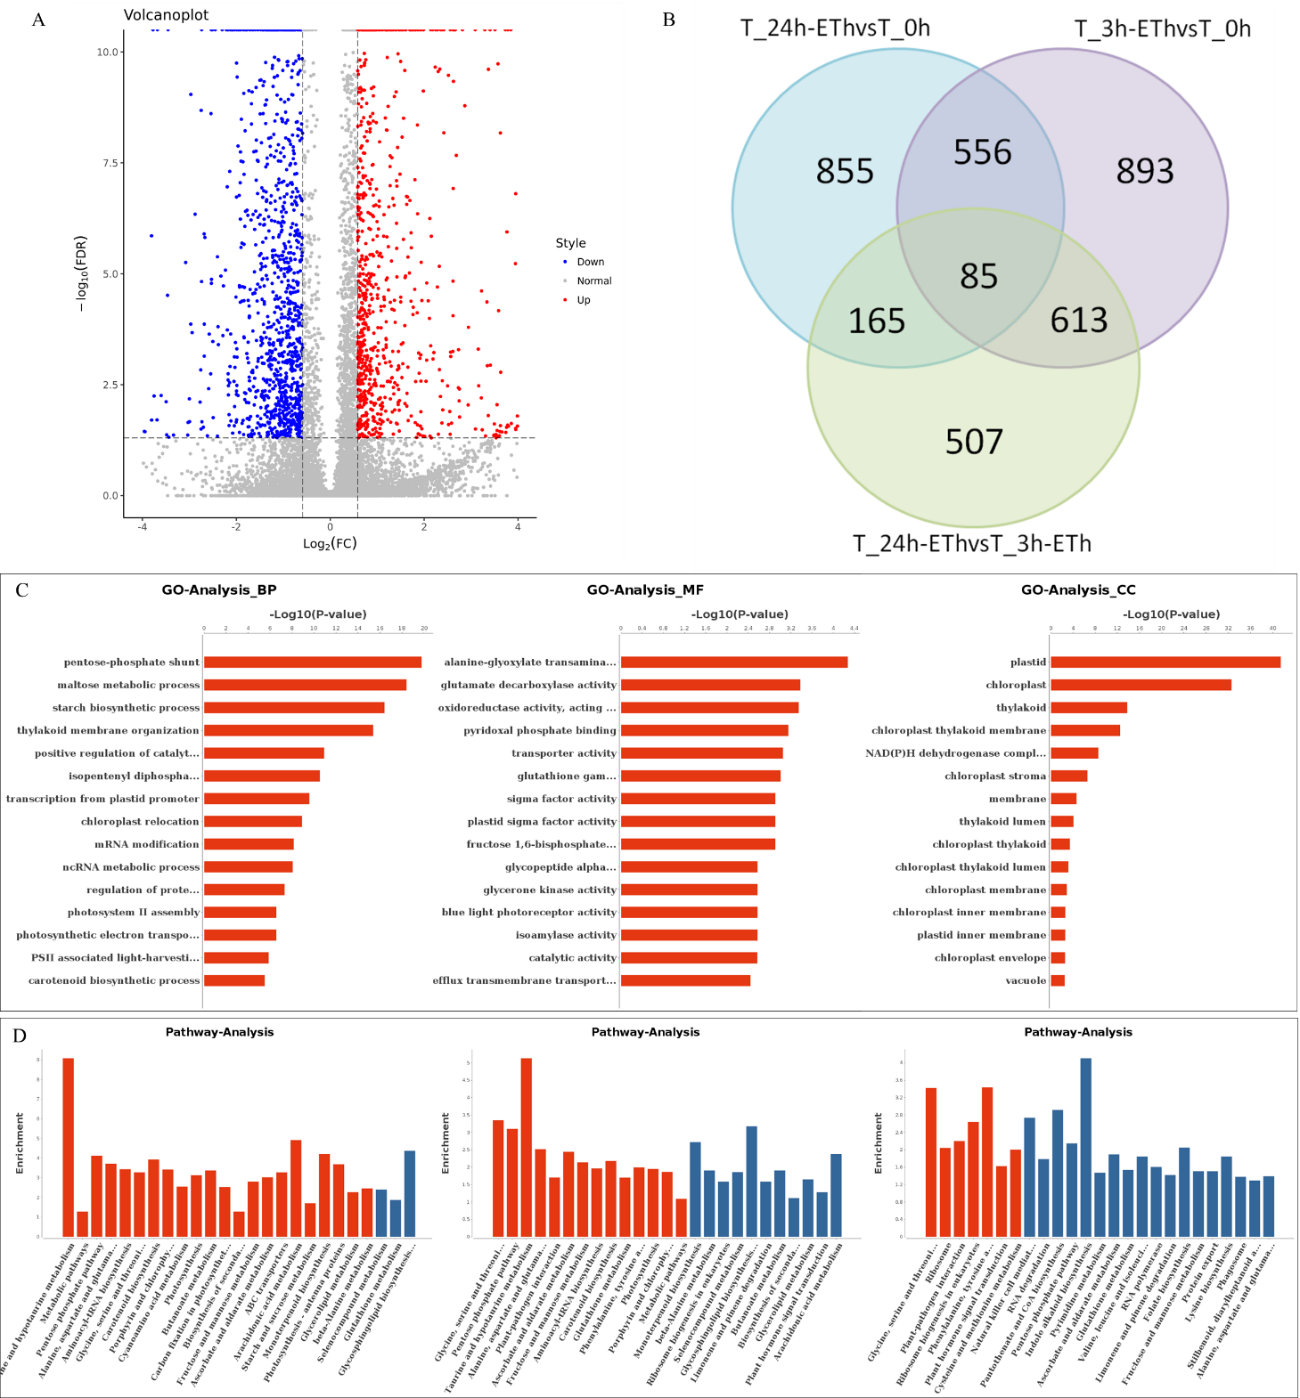

Fig. S2 Differential gene expression analysis. (A) Volcano plot of differential gene expression; (B) Venn analysis shows the number of the differentially expressed genes in three treatments; (C) Gene Ontology (GO) functional classification of assembled unigenes; (D) Pathway analysis of the differentially expressed genes according to KEGG database.

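At ETH 3 h, PIF4 (CRO_000223), a light-regulated bHLH transcription factor, rose from 20.6 ± 3.00 to 42.2 ± 14.8 CPM (SD, n = 3; log2 fold change 1.03, SE 0.225, adjusted p = 0.0106 in edgeR). HLL (CRO_000814), a mitochondrial ribosomal protein, rose from 18.5 ± 0.517 to 37.1 ± 5.99 CPM (log2 fold change 1.00, SE 0.155, adjusted p = 0.0025). CLPP5 (CRO_000529), a subunit of the chloroplast Clp protease, had a log2 fold change of -0.95 (SE 0.159, adjusted p = 0.00359), and GSTT1, a glutathione S-transferase, had -0.98 (adjusted p = 0.00437 in edgeR). GSTT1 was higher again at ETH 24 h than at ETH 3 h (log2 fold change 0.87, adjusted p = 0.0207), a call lost without ETH 3 h replicate 2 or any ETH 24 h replicate (adjusted p up to 0.0935). These are Arabidopsis symbols, and PIF4 lies on cro_scaffold_3062504 from 10 to 4093 (minus strand).
Against 0 h, 858 genes were higher and 1289 were lower at ETH 3 h, a total of 2147, and 239 were higher and 154 lower at ETH 24 h, a total of 393. With only the compared groups in the fit the totals were 1110 at ETH 3 h and 1175 at ETH 24 h. Between ETH 24 h and ETH 3 h, 321 genes were higher and 333 lower, a total of 654. With library totals in place of TMM the split at ETH 3 h was 1143 higher and 989 lower. The ETH 3 h total was 1009 without 0 h replicate 3, 1357 without 0 h replicate 1 and 1328 without ETH 3 h replicate 2. The ETH 24 h total was 83, 182 and 144 without 0 h replicates 1, 2 and 3, and 103, 127 and 111 without ETH 24 h replicates 1, 2 and 3. The total between the times was 20 without ETH 24 h replicate 3, 53 without ETH 3 h replicate 2, 82 without ETH 24 h replicate 1 and 92 without ETH 24 h replicate 2.
Of the genes called at ETH 3 h, 165 were also called higher and 103 also called lower at ETH 24 h, and 2 were called in opposite directions. Independent lists of these sizes would share 11.4 and 11.0 genes, and unchanged groups simulated against the same 3 controls shared 0. Groups without any change can hardly share called genes, so that 0 says little about the overlap. The fold changes at the 2 times had a covariance of 0.421 over the tested genes, and the simulated covariance was 0.123 on average and 0.135 at most. Simulated genes varied independently of each other, so the simulated range may be too narrow. Part of the overlap may come from the shared control libraries, which are too few to be split. Of the genes called at ETH 3 h, 390 were also called between ETH 24 h and ETH 3 h, and 386 of these in the opposite direction. Both comparisons use the same ETH 3 h libraries with opposite sign. Opposite directions are therefore favoured in advance, and this count cannot show a return toward 0 h levels.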

We applied EBSeq algorithm to filter the differentially expressed genes, after the significant analysis, P-value and FDR analysis were subjected to the following criteria: i) Fold Change>1.5 or < 0.667; ii), P-value<0.05, FDR<0.05. Gene ontology (GO) analysis was performed to facilitate elucidating the biological implications of the differentially expressed genes in the experiment. We downloaded the GO annotations from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/) and the Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify the significant GO categories (P-value < 0.05). Pathway analysis was used to find out the significant pathway of the differentially expressed genes according to KEGG database. We turn to the Fisher’s exact test to select the significant pathway, and the threshold of significance was defined by P-value< 0.05.

Fig. S3

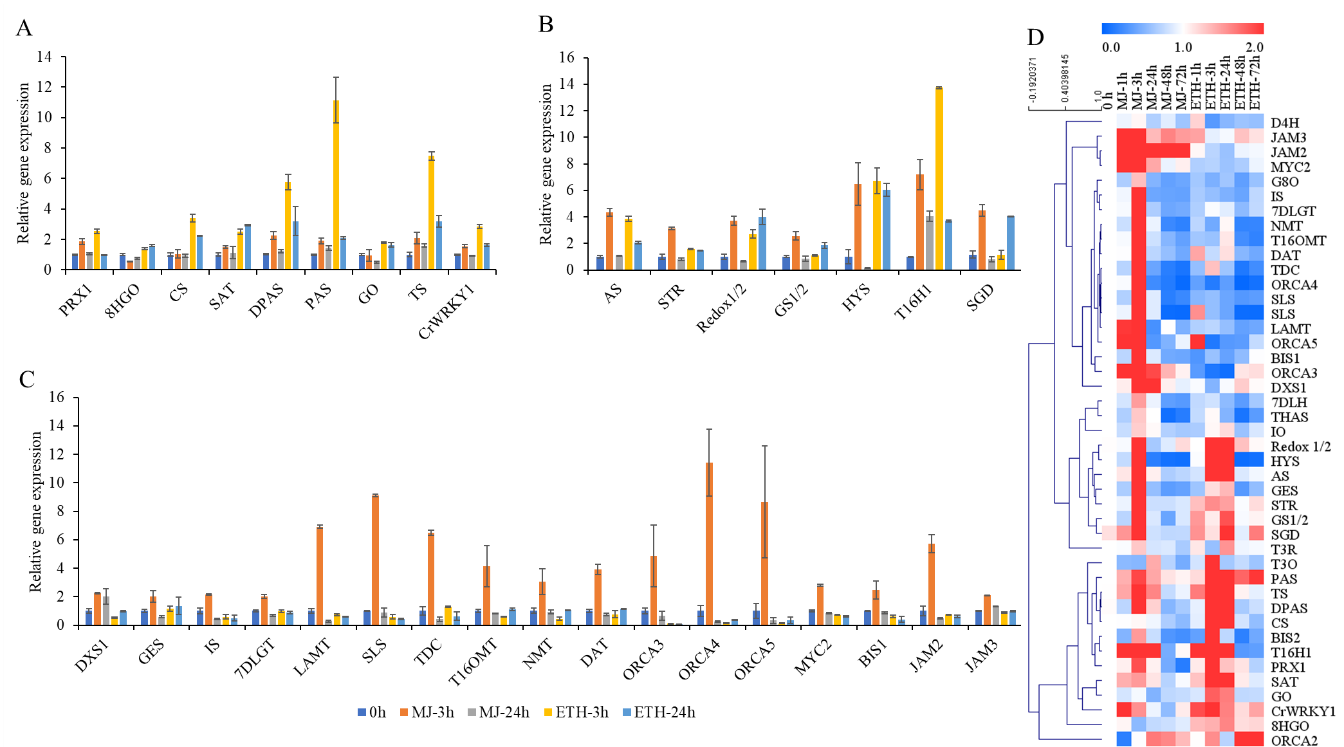

Fig. S3 qPCR and HCL analysis of key genes in MIA biosynthetic pathway under MJ and ETH treatment. (A) Group I genes that expression levels induced by ethylene signal; (B) Group II genes that expression levels induced by both ethylene and jasmonate signals; (C) Group III genes that expression levels mainly induced by jasmonate signal; (D) HCL analysis of MIA pathway genes and regulatory genes expression at 0 h, 1 h, 3 h, 24 h, 48 h and 72 h under MJ and ETH treatment *via* qPCR. The color scale (blue to red) represents the fold changes of each genes expression levels at different time points under ETH or JA treatment compared to the control at 0 h.

Fig. S4

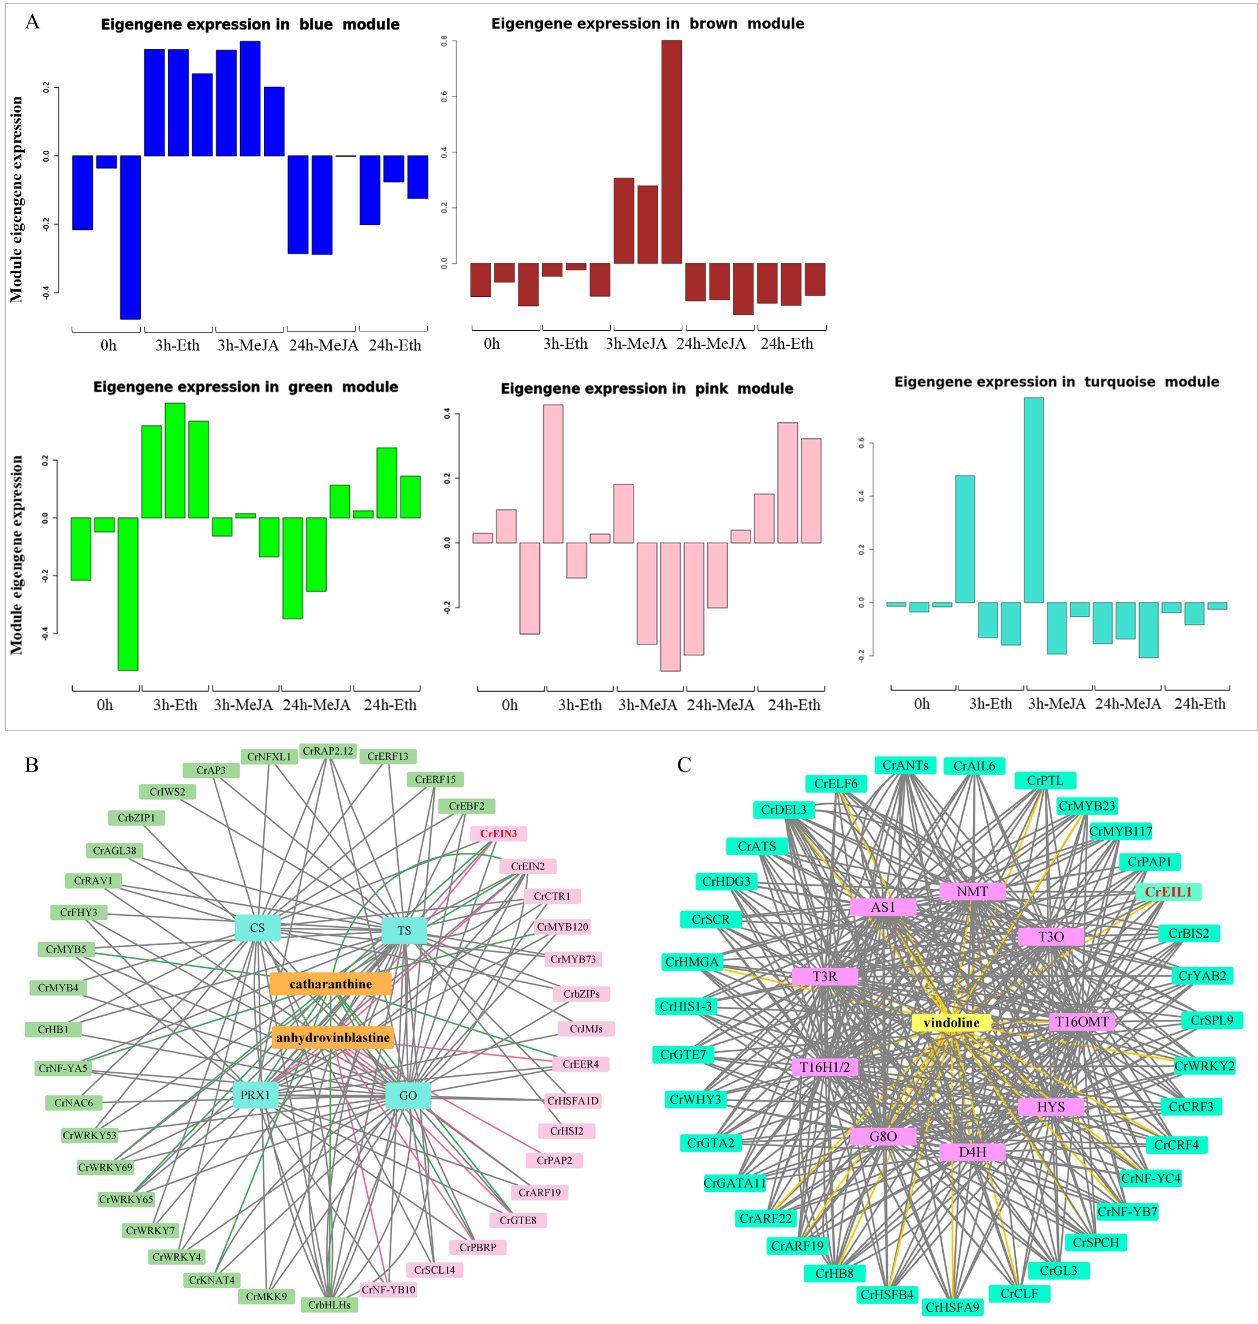

Fig. S4 WGCNA analysis and co-expression network. (A) Scaled MEs Expression Of blue, brown, green, pink and turquoise modules; (B) The co-expression network of anhydrovinblastine and catharanthine from the green and pink modules. Green boxes represent TFs from the green module. Pink boxes represent TFs from the pink module. Turquoise boxes represent MIA enzymic genes correlated with the TFs in the green and pink modules. (C) The co-expression network of vindoline from the turquoise module. Light turquoise boxes represent TFs from the turquoise module. Deep pink boxes represent MIA enzymic genes correlated with the TFs in the turquoise modules.

Weighted gene co-expression network analysis (WGCNA) was performed across samples using the standard method with a power of 16 to cluster the gene expression patterns. The TFs was defined by tblastn with arabidopsis and rice. We then constructed the co-expression networks (weight > 0.05) based on the TFs and their related genes. The transcriptional regulatory networks were generated by combining the Pearson correlation coefficient (PCC > 0.8) between structural genes and transcription factors in the same module. The networks were visualized by CYTOSCAPE (v.3.9.1, USA).

Fig. S5

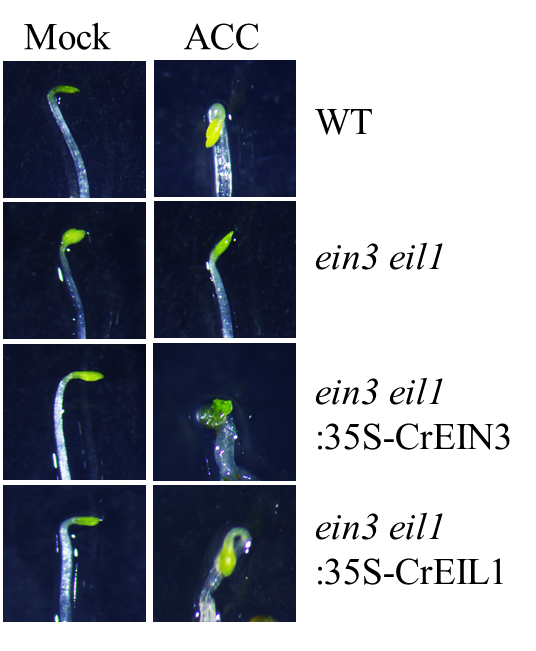

Fig. S5 Complementation of Arabidopsis *ein3eil1* mutantion by *CrEIN3* and *CrEIL1* genes.

The hook phenotypes of 4-d-old etiolated Arabidopsis seedlings Col-0 (WT), *ein3 eil1*, *ein3 eil1*:35S-CrEIN3, and *ein3 eil1*:35S-CrEIL1 grown in the dark on MS medium supplied without (Mock) or with 10 mM ACC.

Figure S6

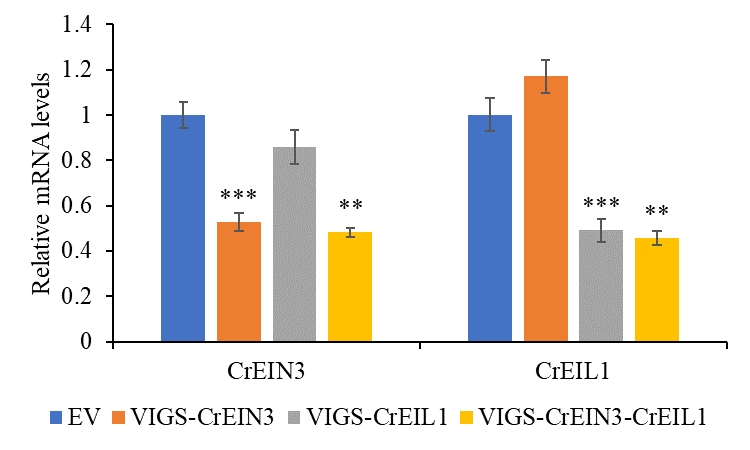

Fig S6 Silencing efficiency of *CrEIN3* and *CrEIL1* *via* VIGS. The error bars represent the means ± SD (standard deviation) from three replicates. Asterisks indicate statistically significant differences using Student’s t-test. *P < 0.05, **P < 0.01, ***P < 0.001.

Figure S7

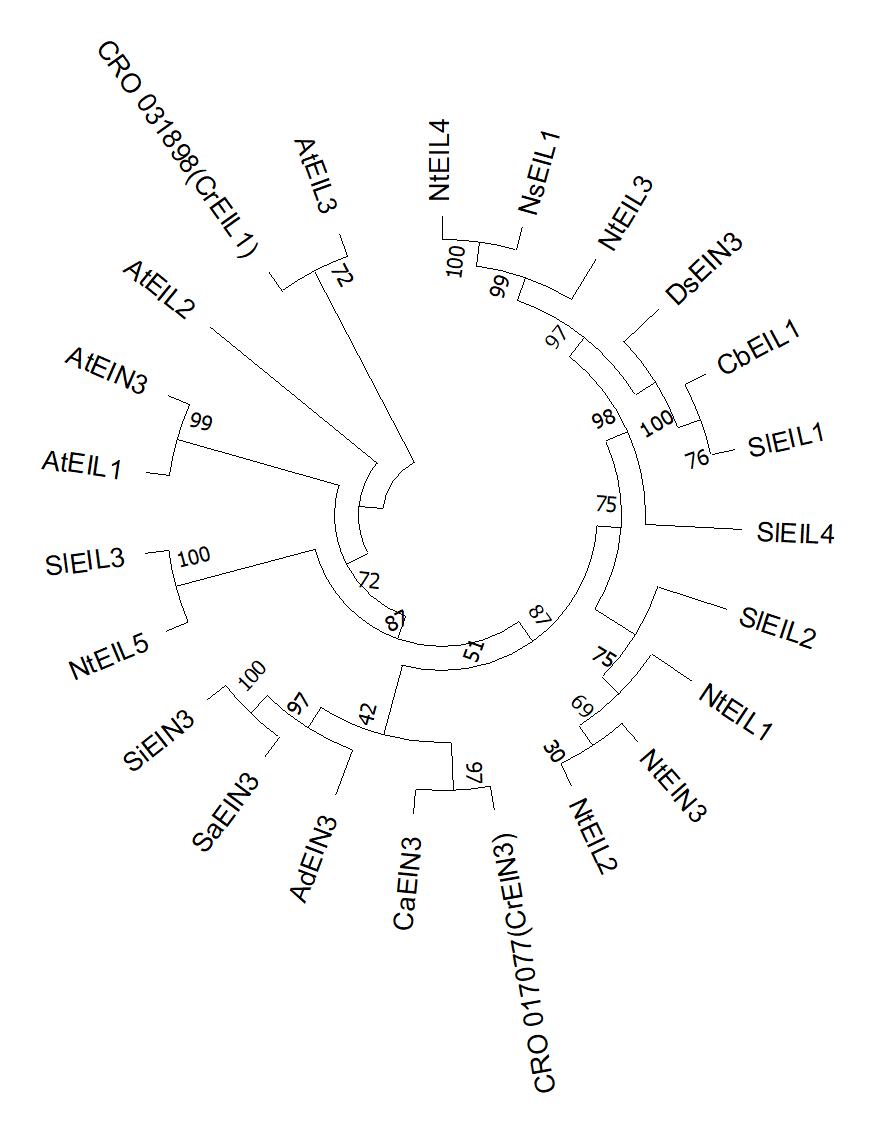

Fig S7 Phylogenetic analysis of CrERF5 and other known EIN3/EIL TFs from ten plant species. *Arabidopsis* (At)*, Solanum lycopersicum* (Sl)*, Nicotiana tabacum* (Nt)*, Coffea arabica* (Ca)*, Sesamum indicum* (Si)*, Sesamum alatum* (Sa)*, Abeliophyllum distichum* (Ad)*, Capsicum baccatum* (Cb)*, Datura stramonium* (Ds)*, Nicotiana sylvestris* (Ns). The tree presented here is a neighbor-joining tree based on amino acid sequence alignment.

Accession numbers

Gene sequences have been deposited in the GeneBank database under the accession numbers CaEIL1 ([XP_027081706.1](https://www.ncbi.nlm.nih.gov/protein/XP_027081706.1?report=genbank&log$=prottop&blast_rank=6&RID=5MGKS98Y016)), CaEIN3 (AHA93899.1), SiEIN3 (XP_011080514.1), DsEIN3 (MCD7455382.1), SaEIN3 (KAK4419709.1), DsEIN3 (MCE5165812.1), AdEIN3 (KAL2485533.1), NsEIL1 (XP_009798829.1), CbEIL1 (PHT46472.1)

Fig S8

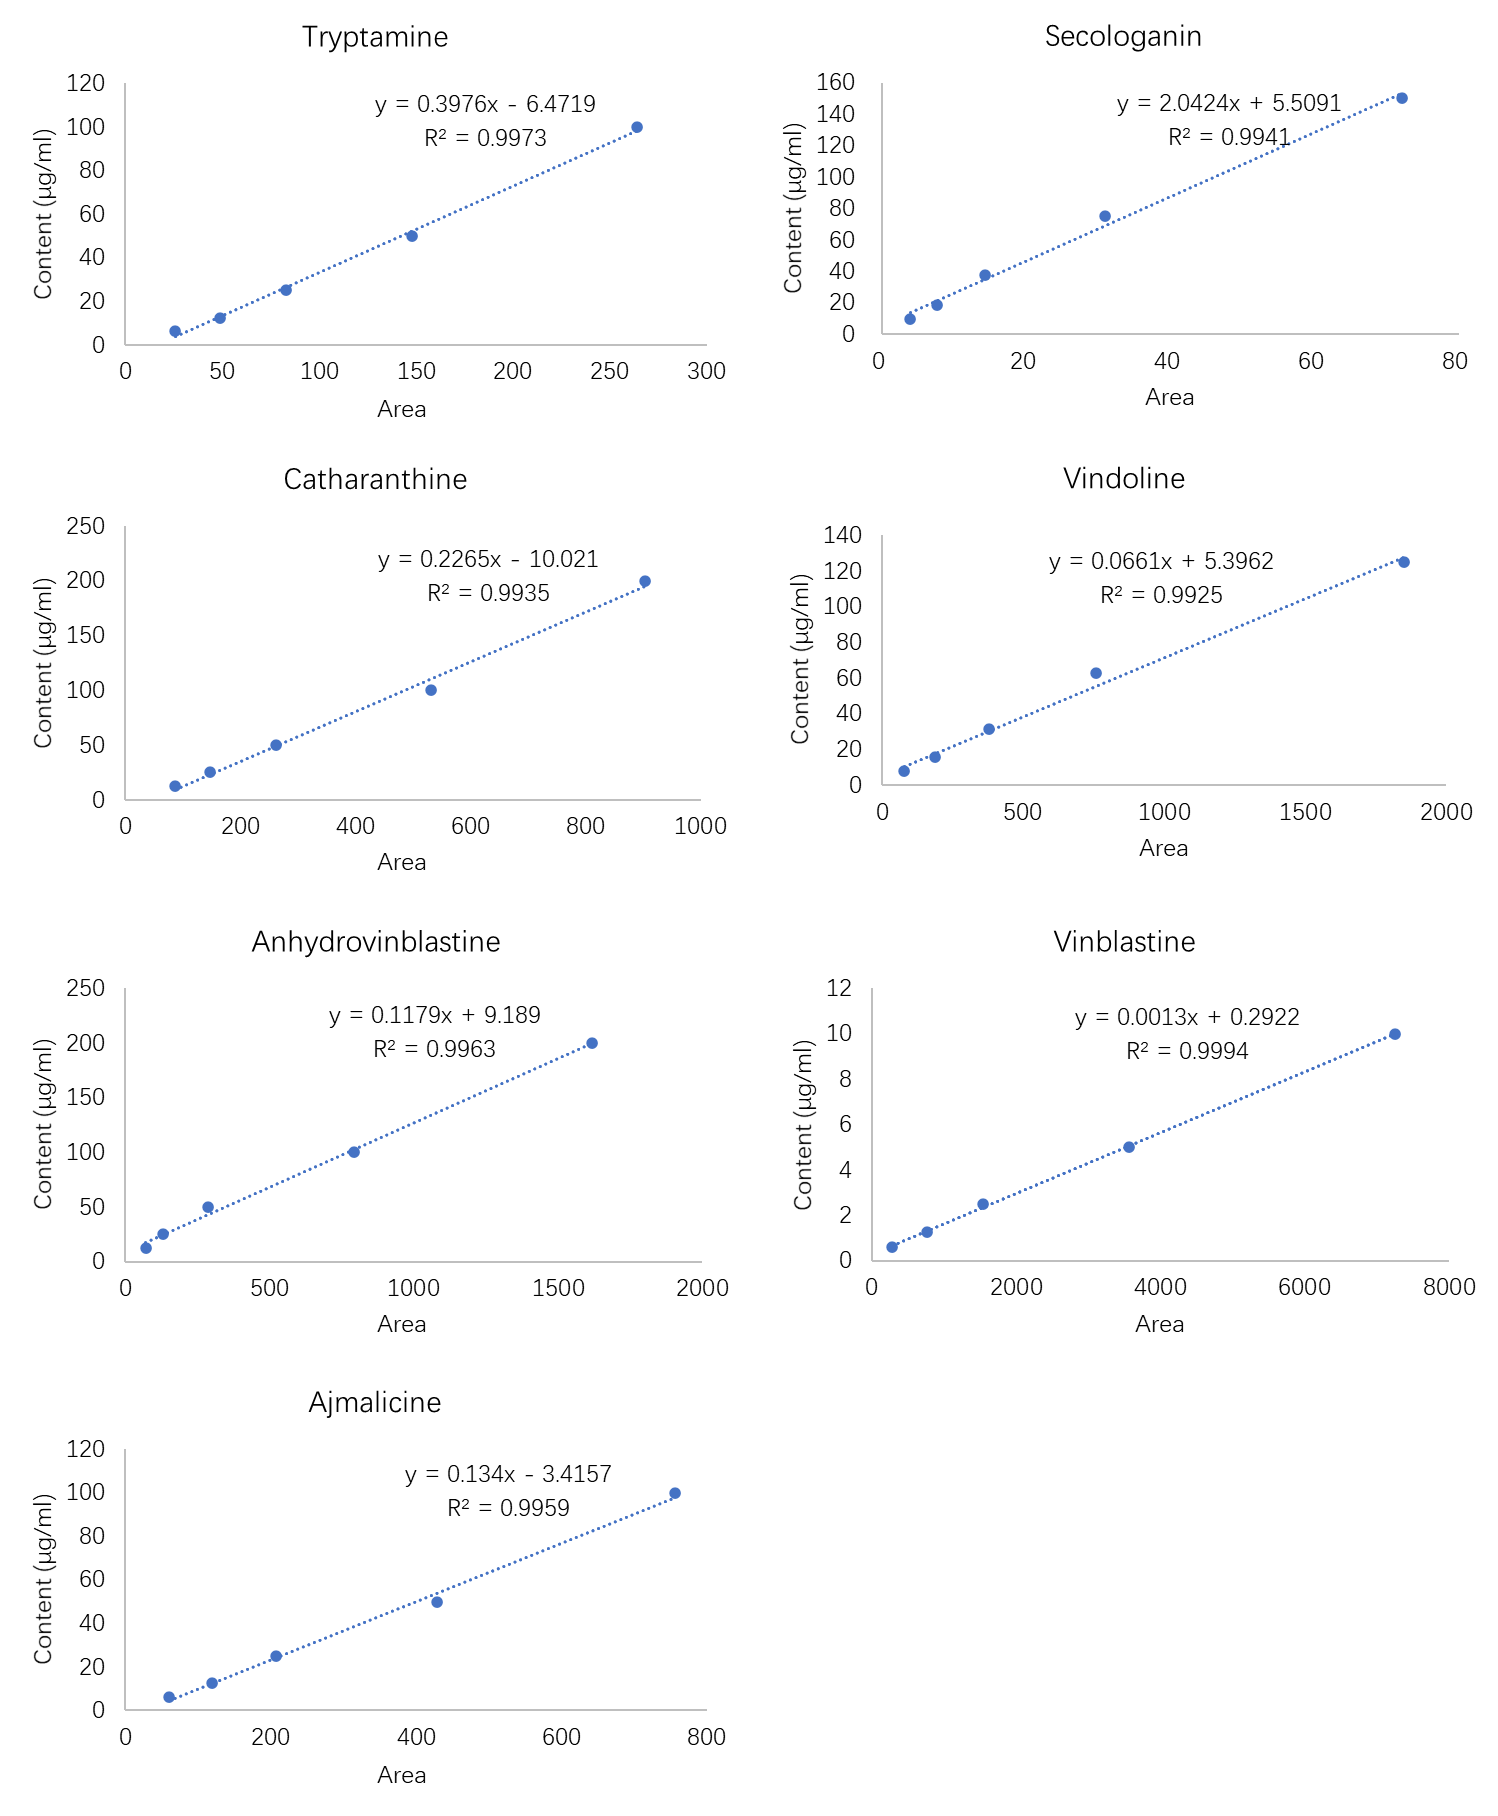

Figure S8 The calibration curves, linear regression equation and correlation coefficient (R^2^) of tryptamine, secologanin, ajmalicine, catharanthine, vindoline, anhydrovinblastine and vinblastine.

UPLC-Q/TOF MS analyses were performed using a Primer UPLC-Q-TOF mass spectrometer (Waters Corp., Milford, MA, United States) equipped with an electrospray ionization source. Data acquisition, handling and instrument control were performed using MassLynx 4.1 software. Mass range, m/z 50–1000 in positive mode; capillary, 3.0 kV; sample cone voltage, 35V; extraction cone, 3.0; ion guide, 3.0; source temperature, 115◦C; desolvation gas temperature, 300◦C; flow rate of desolvation gas, 700 L h−1.

To ensure accuracy and reproducibility, all analyses were conducted using an independent reference spray via the Lock Spray interface; Tyr–Gly–Gly–Phe–Leu (leucine-encephalin, 200 pg mL−1) was used as a lock mass (m/z 556.2771) under positive-ion conditions for real-time calibration (flow rate of 30 mL min−1). Before the experiment, a single-point calibration was performed against the lock mass compound (leucineencephalin). A multiple-point calibration was then performed over the range m/z 50–1000 using sodium formate solution (prepared from 10% formic acid/0.1 mol L−1 sodium hydroxide solution/acetonitrile, 10 mL/10 mL/80 mL). All points fell within 1 ppm during calibration. The resolving power of the instrument was 8000.

UPLC conditions: a BEH C18 (100 mm × 2.1 mm, 1.7 mm) column (Waters) was used; the column temperature was maintained at 40◦C. Mobile phases A (water, 0.1% formic acid) and B (acetonitrile, 0.1% formic acid) were used; the gradient program was as follows: 0−4 min 5–25% B, 9–12 min 45–85% B, 14 min 100% B; 14.5–16 min 5% B, flow rate 0.35 mL min−1; injection volume 2 mL. Acquity PDA detector wavelength was fixed at 210, 254, and 278 nm. A mixture of reference standards of MIAs and precursors (tryptamine, secologanin, ajmalicine, catharanthine, and vinblastine were purchased from Sigma-Aldrich, St. Louis, MO, United States; vindoline and anhydrovinblastine were purchased from Shanghai R&D Center for Standardization of Chinese Medicines, China) were detected and identified based on MS/MS spectra (Table S3). Seven standard stock solutions with a concentration of 1mg/mL were prepared in methanol. A series of calibration working solutions were obtained by diluting the stock solution with methanol. The concentrations of calibration working solutions of tryptamine and ajmalicine standards were set up to 100 μg/mL, 50 μg/mL, 25 μg/mL, 12.5 μg/mL, 6.25 μg/mL. The concentrations of calibration working solutions of catharanthine and anhydrovinblastine standards were set up to 200 μg/mL, 100 μg/mL, 50 μg/mL, 25 μg/mL, 12.5 μg/mL. The concentrations of calibration working solutions of secologanin standards were set up to 150 μg/mL, 75 μg/mL, 37.5 μg/mL, 18.25 μg/mL, 9.375 μg/mL. The concentrations of calibration working solutions of vindoline standards were set up to 125 μg/mL, 62.5 μg/mL, 31.25 μg/mL, 15.625 μg/mL, 7.8125 μg/mL. The concentrations of calibration working solutions of vinblastine standards were set up to 10 μg/mL, 5 μg/mL, 2.5 μg/mL, 1.25 μg/mL, 0.625 μg/mL. Samples were applied in triplicate for quantification using calibration curves of the standards.

Figure S9

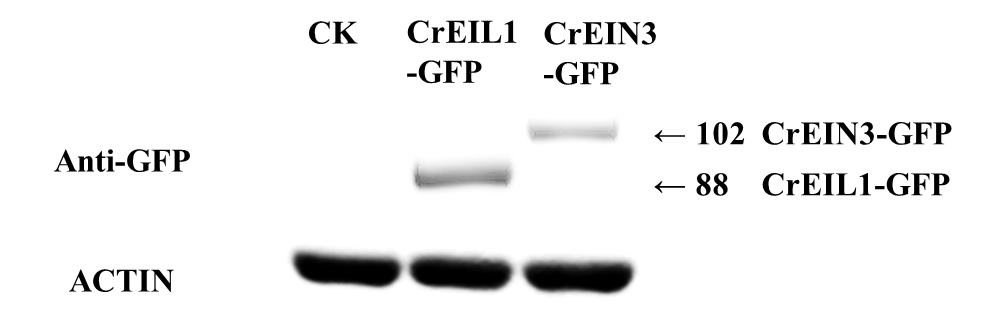

Fig S9 Western blotting results of CrEIL1-GFP overexpressed petals and CrEIN3-GFP overexpressed petals. CK was the control transformed with pHB-GFP vector.

Fig S10

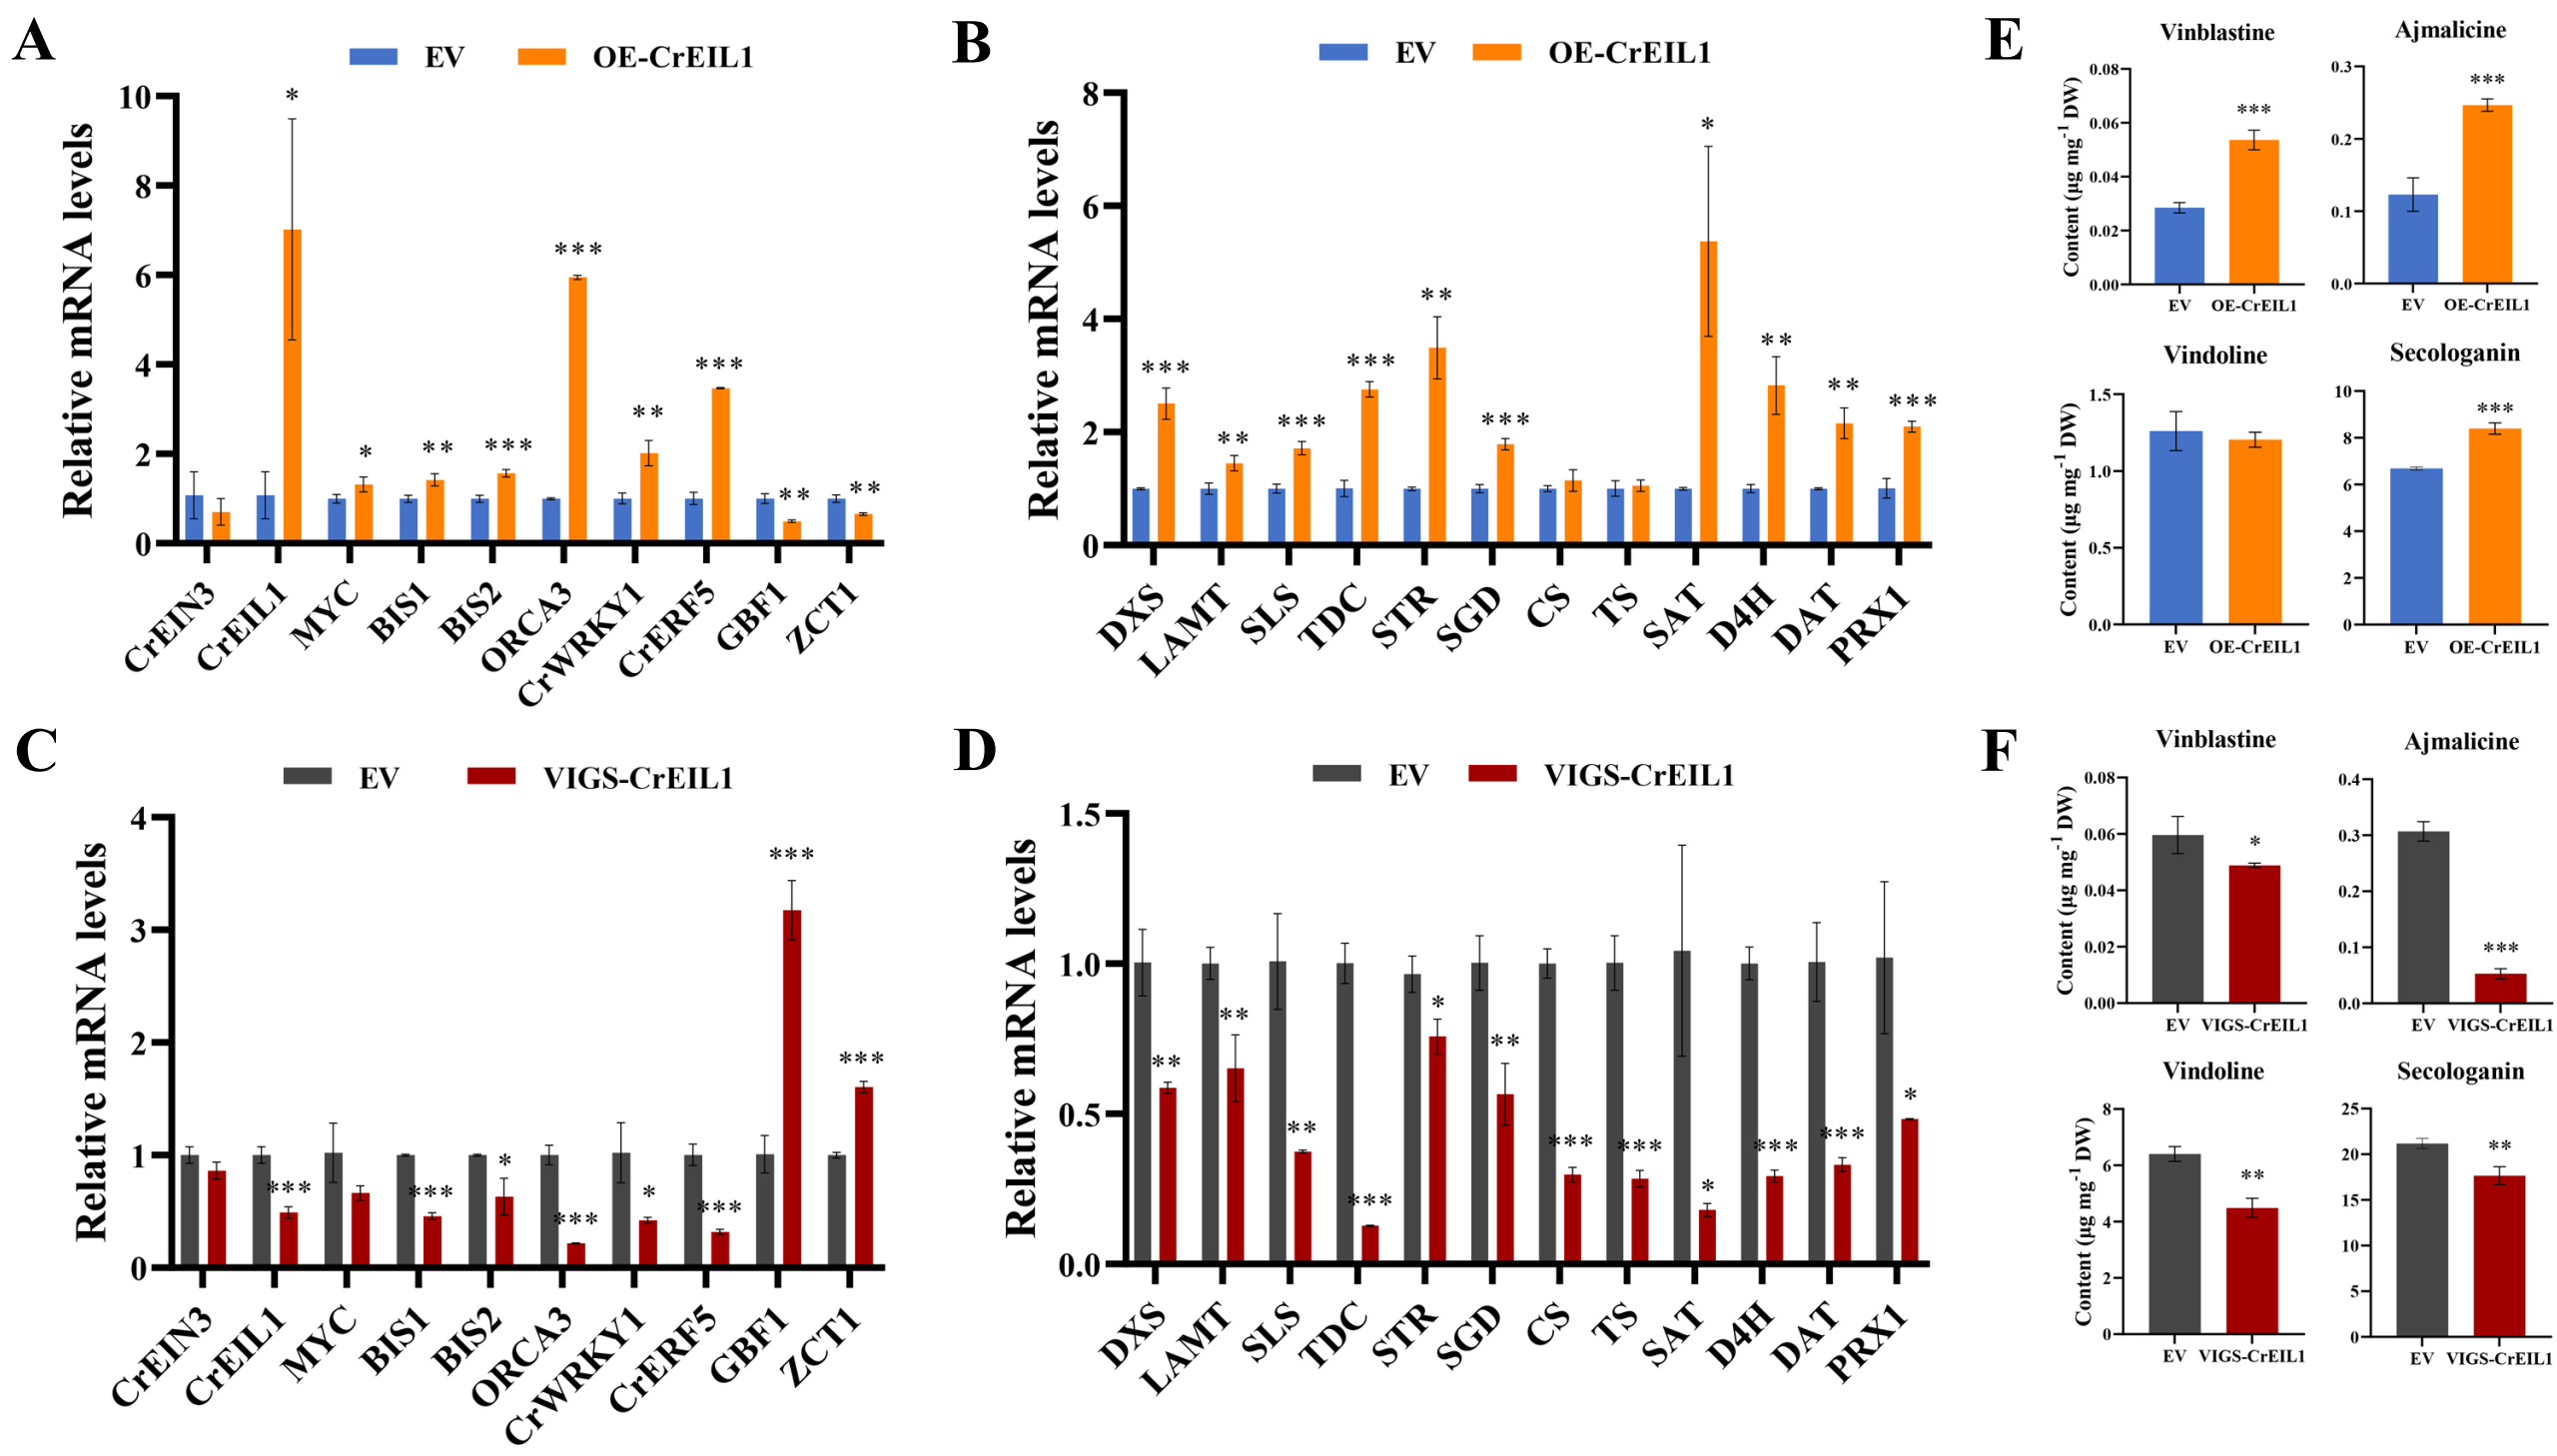

Figure S9 Regulatory effect of CrEIL1 on TIAs biosynthesis in *C. roseus*.

(A, B) Gene expression levels of TIAs related genes in *CrEIL1* overexpression lines. (C, D) Gene expression levels of TIAs related genes in *CrEIL1* silencing lines. (E) TIAs contents in *CrEIL1* overexpression lines. (D) TIAs contents in *CrEIL1* silencing lines. EV, empty vector; OE, overexpression; VIGS, virus induced gene silence. The error bars represent the means ± SD (standard deviation) from three replicates. Asterisks indicate statistically significant differences using Student’s t-test. ^*^ *P* < 0.05.

Fig. S11

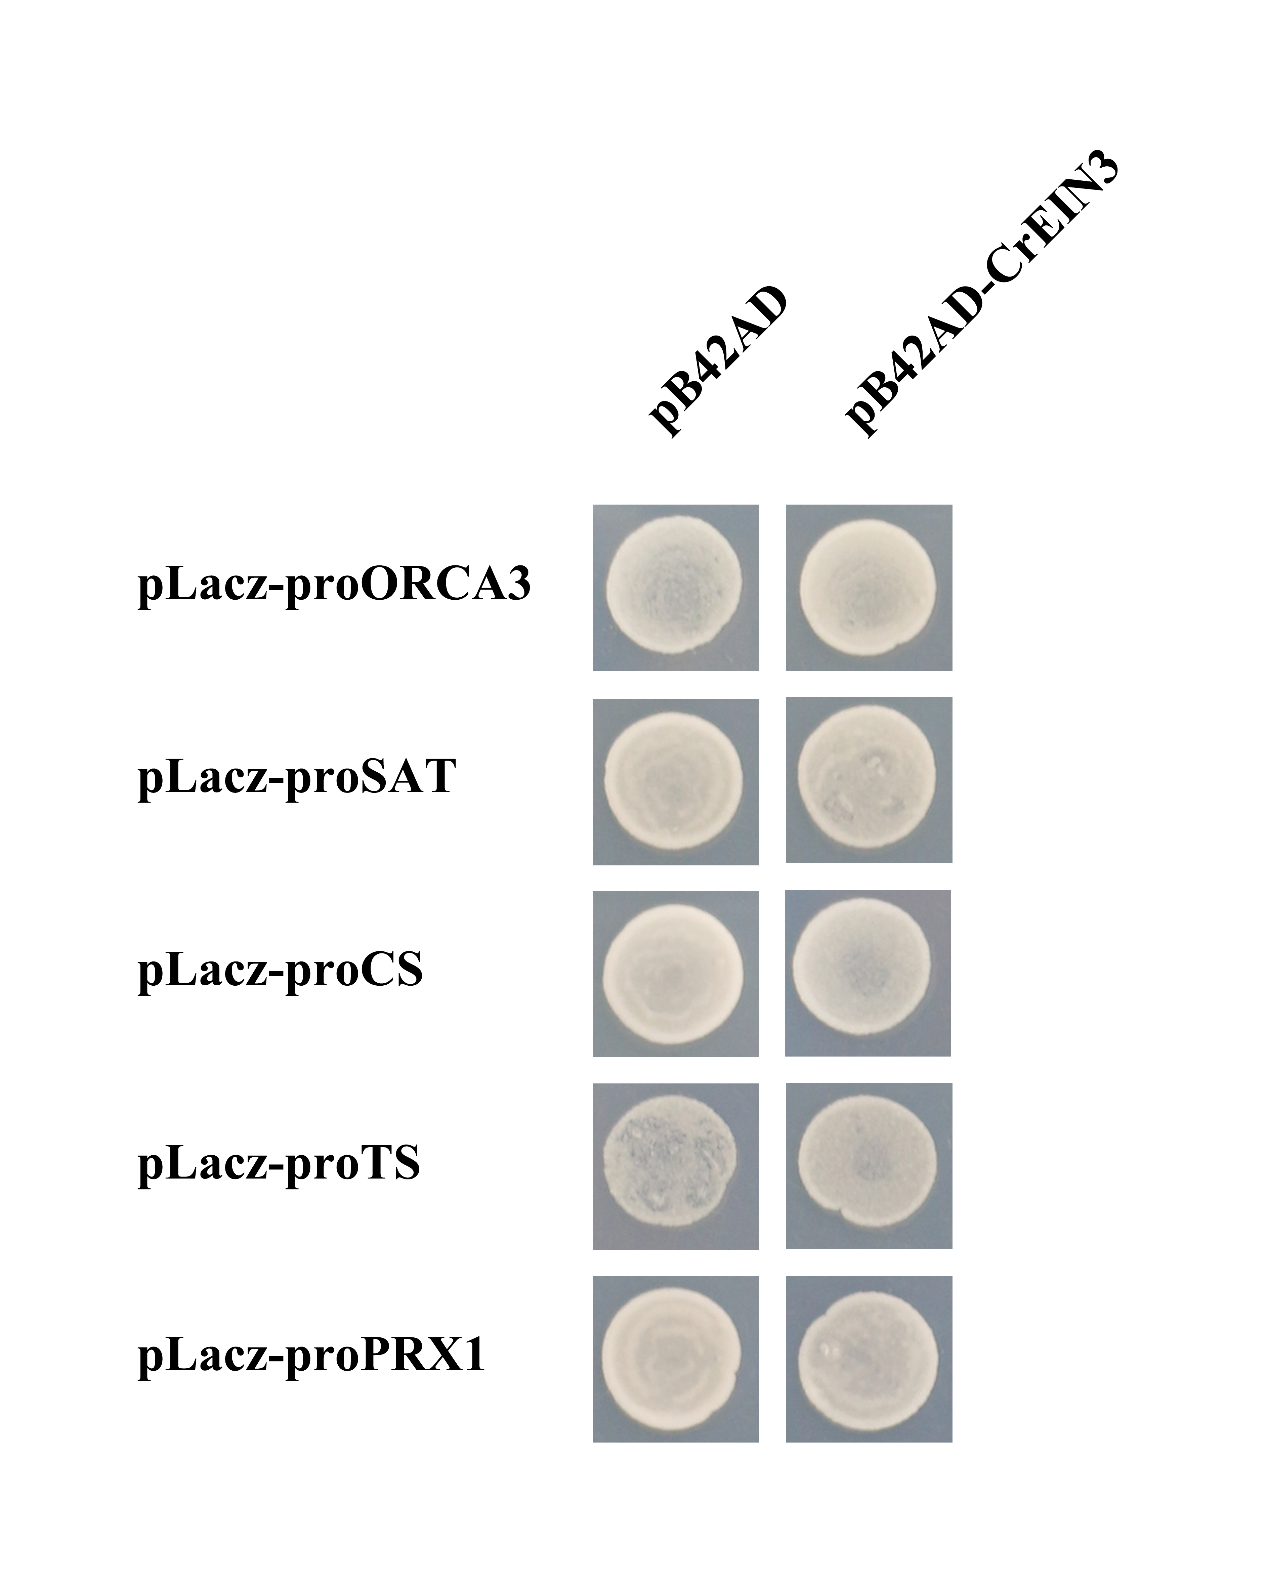

Fig S11 Yeast one-hybrid assays of CrEIN3 with the *ORCA3, SAT, CS, TS,* and *PRX1* promoters. EGY48A yeast expressing pB42AD or pB42AD-CrEIN3 and ATGTA-box fragments from gene promoters were grown on SD/−Ura/−Trp medium (20 mg l−1 X-gal). The white plaques showed negative protein–DNA interactions.

Fig S12

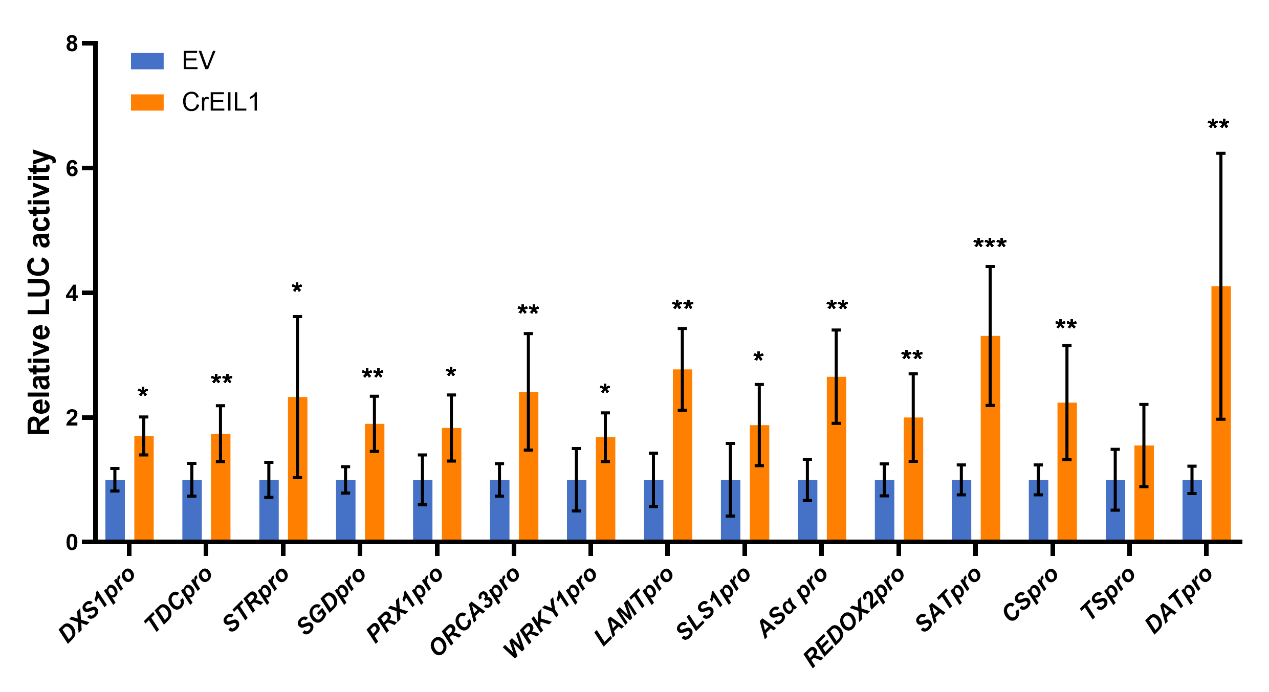

Fig. S12. Transient Dual-luciferase assay of CrEIL1 with MIAs pathway genes promoters in tobacco. The LUC/REN values for the combination of empty effector construct p2300 and each reporter construct were set to 1. The error bars represent the means ± SD from three biological replicates, and asterisks indicate statistically significant differences compared with the controls. *P < 0.05, **P < 0.01, ***P < 0.001.

Fig. S13

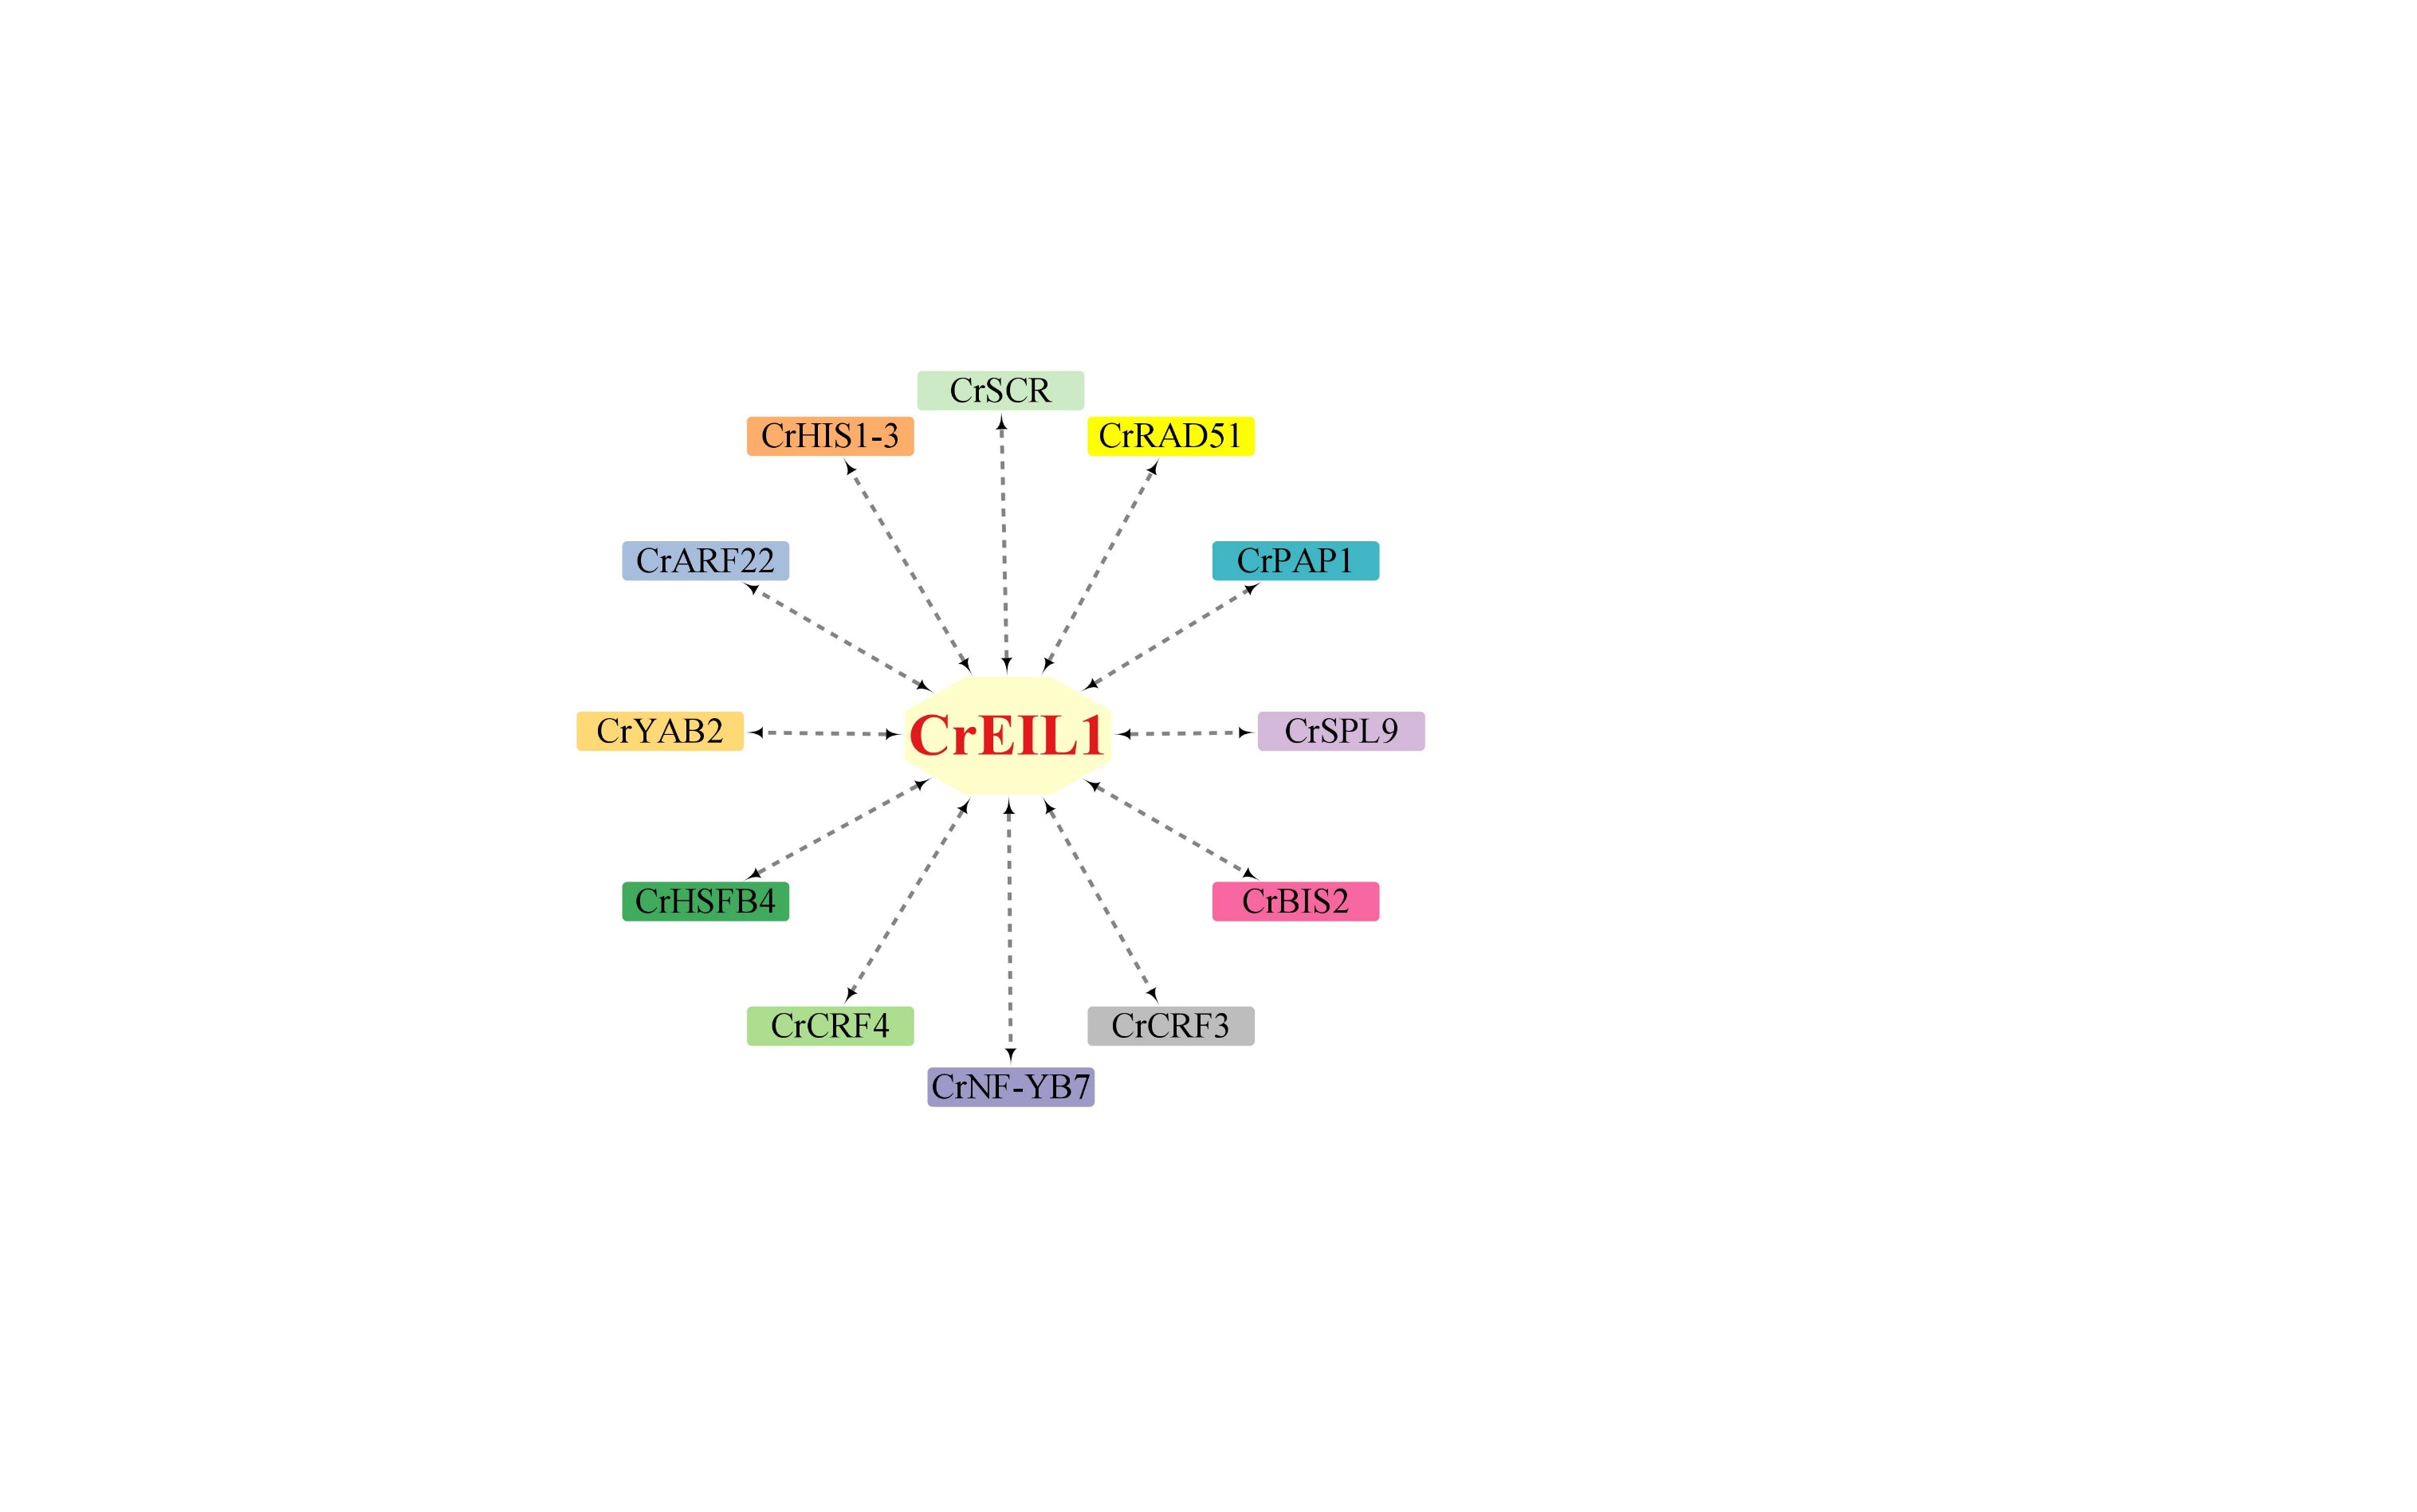

Fig. S13 Co-expression network for *CrEIL1*. Circles with different colors represents different families of transcription factors identified as highly correlated with *CrEIL1* expression.

Fig. S14

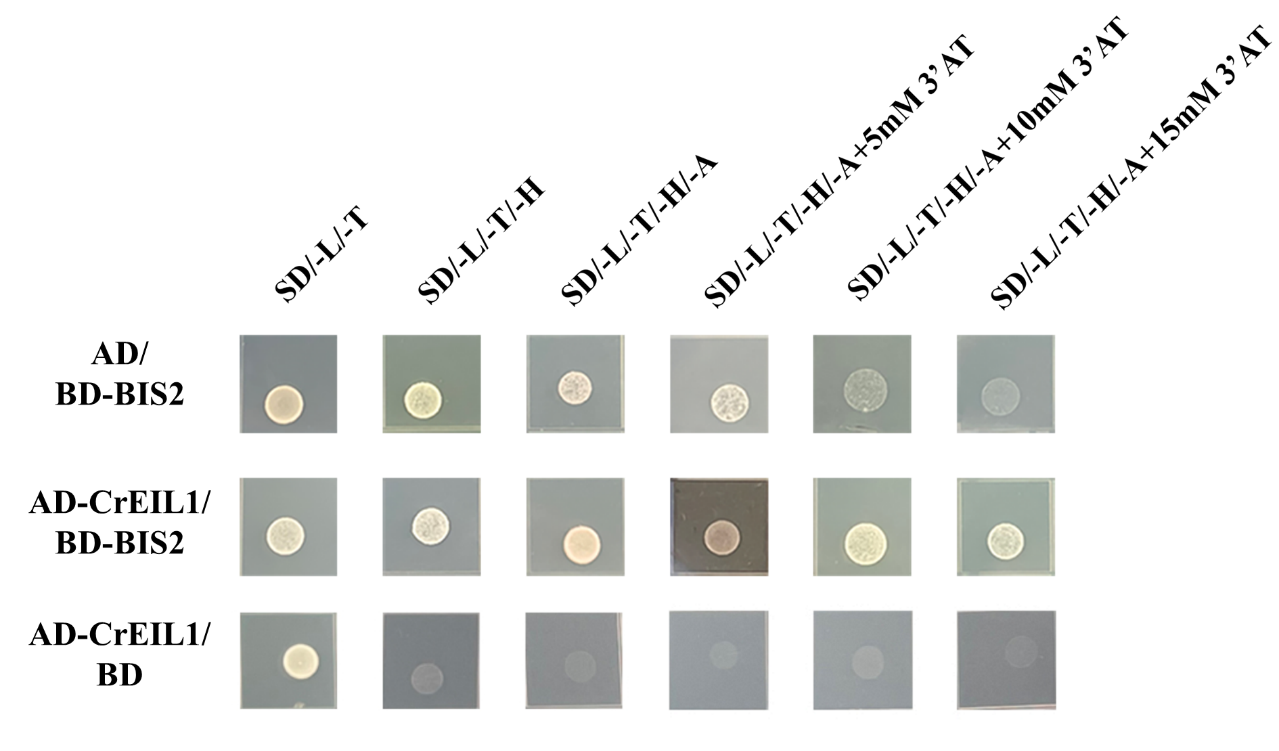

Fig. S14 Yeast two-hybrid (Y2H) confirmed that CrEIL3 interacted with BIS2. Transformed yeast cells were grown on control medium SD/-Trp/-Leu, and selective media SD/-Trp/-Leu/-His and SD/-Trp/-Leu/-His/-Ade+15mM 3’AT. Pictures were taken after 3 days of incubation at 30℃. Y2H assays were repeated three times. pGADT7 plasmid was used for negative control. Representative results are shown.

Fig S15

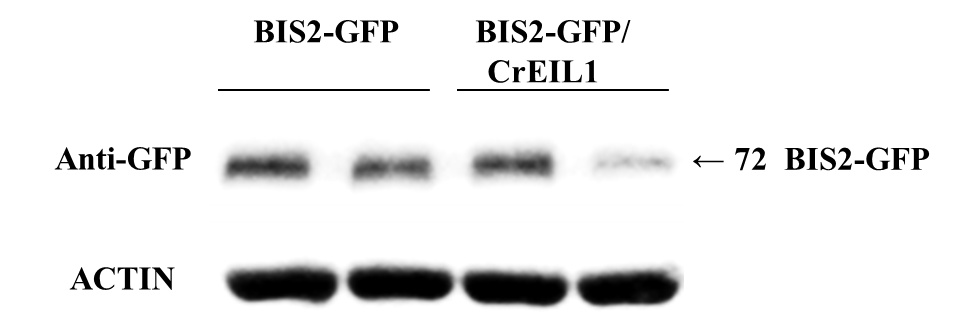

Fig S15 Western blotting results of BIS2-GFP overexpressed petals and BIS2-GFP/CrEIL1 co-overexpressed petals.

Fig S16

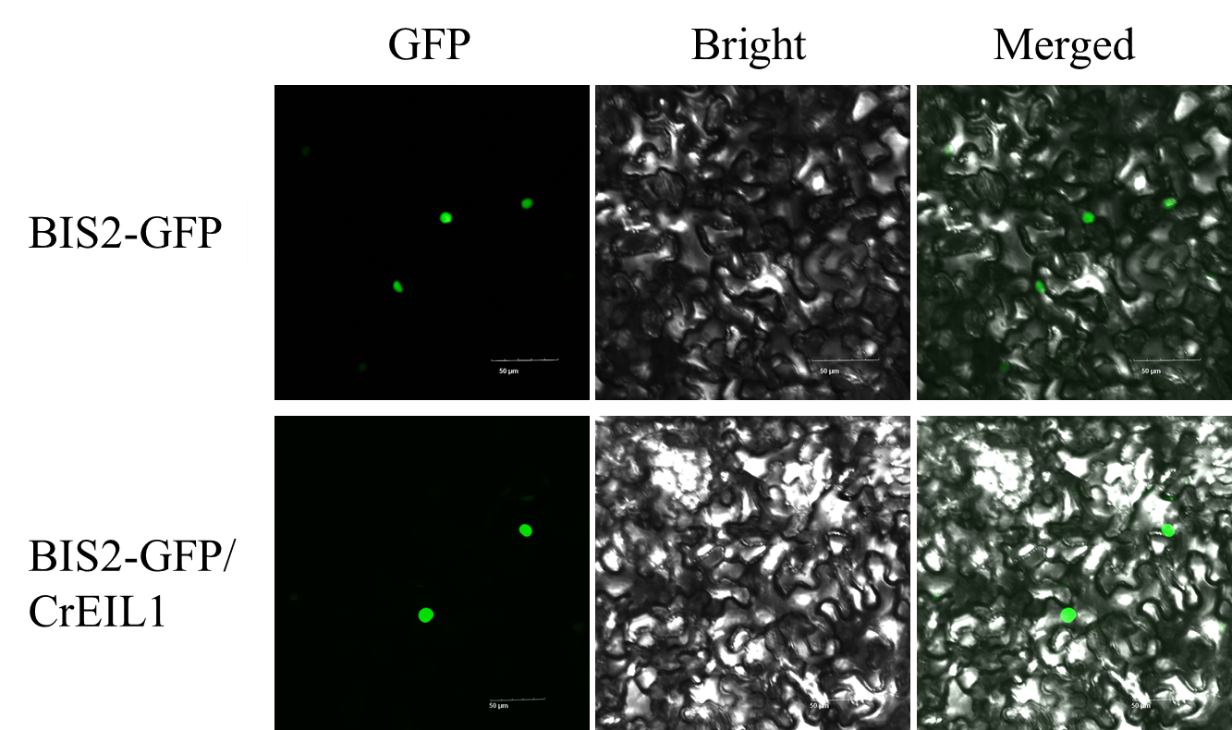

Fig S16 Subcellular localization of BIS2-GFP and BIS2-GFP/CrEIL1 in tobacco leaves. Bars = 50 μm.

Table S1. List of primers used in this work.

Table S2. ^1^H NMR chemical shifts (δ) and coupling constants (Hz) of identified metabolites based on ^1^H-NMR, *J*-resolve, COSY, HSQC and references

| **Compounds** | **Chemical shifts (δ)** |
| --- | --- |
| Isoleucine | 0.96 (t, J = 7.4), 1.03 (d, J = 6.8) |
| Leucine | 0.97 (d, J = 6.3), 0.99 (d, J = 6.3) |
| Valine | 1.01 (d, J = 7.0), 1.06 (d, J = 7.0), 2.28 (m) |
| Threonine | 1.34 (d, J = 6.6) |
| Alanine | 1.48 (d, J = 7.2) |
| Arginine | 1.70 (m), 1.90 (m) |
| Glutamic acid | 2.04 (m), 2.12 (m), 2.39 (m) |
| Glutamine | 2.15 (m), 2.48 (m) |
| Aspartic acid | 2.64 (dd), 3.83 (dd) |
| Asparagine | 2.82 (dd, J = 16.9, 8.2), 2.96 (dd, J = 16.9, 3.9) |
| Serine | 3.78 (dd, J = 6.2, 3.7), 3.92 (dd, J = 12, 6.2), 3.98 (dd, J = 12, 3.7) |
| 2,3-butanediol | 1.15 (d, J = 6.4), 3.50 (m) |
| EtOH | 1.19 (t, J = 7.1) |
| Quinic acid | 1.88 (dd), 1.93 (m) |
| Lactic acid | 1.37 (d, J = 7.2) |
| Acetic acid | 1.94 (s) |
| Malic acid | 2.45 (dd, J = 15.6, 7.2), 2.72 (dd, J = 15.6, 3.9) |
| Citric acid | 2.44 (d, J = 15.6), 2.71 (d, J = 15.6) |
| Ketoglutaric acid | 3.00 (t, J = 7.5) |
| Succinic acid | 2.51 (s) |
| Oxalacetic acid | 3.65 (s) |
| Fumaric acid | 6.55 (s) |
| Sucrose | 5.41 (d, J = 3.8) |
| α-glucose | 5.18 (d, J = 3.7) |
| β-glucose | 4.58 (d, J = 7.9) |
| Choline | 3.21 (s) |
| Chlorogenic acid | 7.61 (d, *J* = 15.9), 7.14 (d, *J* = 2.1), 7.05 (dd, *J* = 8.4, 6.36 (d, *J* = 15.9) |
| 4-O-Caffeoyl quinic acid | 7.67 (d, *J* = 15.9), 7.17 (d, *J* = 2.1), 7.08 (dd, *J* = 8.3, 2.0), 2.1), 6.44 (d, *J* = 15.9), 2.09 (m) |
| 2,3-DHBA | 6.83 (t, J = 8.0), 7.26 (dd, J = 8.1, 1.5), 7.52 (dd, J = 7.9, 1.5) |
| Quercetin-3-O-glucoside | 7.87 (d, J = 2.1), 7.65 (dd, J = 8.5, 2.1), 6.99 (d, J = 9.3), 6.31 (d, J = 2.1), 6.50 (d, J = 2.1), 5.33 (d, J = 6.8) |
| Kaempferol 1 | 6.30 (d, J = 2.1), 6.51 (d, J = 2.1), 7.00 (d, J = 9.3), 8.04 (dd, J = 9.0, 2.2) |
| Kaempferol 2 | 6.30 (d, J = 2.1), 6.51 (d, J = 2.1), 6.98 (d, J = 9.3), 8.08 (dd, J = 8.9, 1.4) |
| Loganic acid | 7.06 (d, *J* = 1.1), 5.30 (d, *J* = 3.2), 4.72 (d, *J* = 8.0), 1.07 (d, *J* = 6.9). |
| Secologanin | 7.44 (dd, J = 11.7, 0.9), 7.56 (d, J = 1.9), 9.65 (d, J = 1.4) |
| Catharanthine | 1.10 (t, J = 7.3), 7.36 (d, J = 8), 7.55 (d, J = 8) |
| Strictosidine | 7.80 (s) |
| Serpentine | 8.31 (d), 8.35 (d), 8.46 (d) |
| Vindoline | 0.51 (t, J = 7.4), 2.00 (s), 2.66 (s), 5.93 (m), 6.22 (d, J = 2.3), 7.11 (d, J = 8) |
| Vindolinine | 1.08 (d, J = 5.6), 5.92 (m), 6.51 (dd, J = 9.9, 3.1), 6.82 (d, J = 7.9), 7.24 (d, J = 7.3) |

Table S3 MIAs and precursors identified in *Catharanthus roseus* by UPLC-Q/TOF MS.

| Compounds | m/z | Identification | Source |
| --- | --- | --- | --- |
| Secologanin | 389.15 | Standard | Sigma-Aldrich |
| Tryptamine | 144.08 | Standard |  |
| Ajmalicine | 353.19 | Standard |  |
| Catharanthine | 337.19 | Standard |  |
| Vinblastine | 406.21 | Standard |  |
| Vindoline | 457.24 | Standard | Shanghai R&D Center for Standardization of Chinese Medicines |
| Anhydrovinblastine | 397.20 | Standard |  |

Table S4 Statistical analysis for selected signals from the NMR spectrum of ethylene treated, MeJA treated and control samples.

|  | ETH-3h | | ETH-24h | | MJ-3h | | | MJ-24h | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Metabolites | Fold change | *p* value | Fold change | *p* value | Fold change | *p* value | Fold change | | | *p* value |
| Secologanin | 1.19 | 0.006 | 1.06 | 0.116 | 1.02 | 0.643 | | 1.05 | 0.252 | |
| Strictosidine | 3.08 | 0.006 | 2.33 | 0.016 | 2.25 | 0.031 | | 1.25 | 0.158 | |
| Serpentine | 1.38 | 0.055 | 2.00 | 0.047 | 1.38 | 0.055 | | 1.50 | 0.057 | |
| Vindoline | 1.18 | 0.209 | 1.02 | 0.978 | 1.29 | 0.048 | | 1.04 | 0.898 | |
| Vindolinine | 1.36 | 0.024 | 1.32 | 0.024 | 1.39 | 0.038 | | 1.18 | 0.067 | |
| Catharanthine | 1.07 | 0.101 | 1.15 | 0.016 | 1.11 | 0.055 | | 1.02 | 0.519 | |
| Loganic acid | 1.33 | 0.423 | 1.67 | 0.184 | 0.67 | 0.423 | | 1.00 | 0.900 | |
| Quercetin | 0.93 | 0.047 | 0.91 | 0.189 | 0.84 | 0.016 | | 1.02 | 0.643 | |
| Kaempferol | 0.95 | 0.152 | 0.88 | 0.050 | 0.90 | 0.070 | | 0.89 | 0.013 | |
| 2,3-DHBA | 1.39 | 0.000 | 1.23 | 0.007 | 1.41 | 0.000 | | 1.49 | 0.004 | |
| Fumaric acid | 0.87 | 0.083 | 0.85 | 0.065 | 0.76 | 0.045 | | 0.55 | 0.001 | |
| 4-O-Caffeoyl quinic acid | 0.95 | 0.492 | 1.02 | 0.725 | 0.90 | 0.148 | | 1.02 | 0.667 | |
| Chlorogenic acid | 1.44 | 0.042 | 1.06 | 0.731 | 1.04 | 0.808 | | 1.26 | 0.295 | |
| Sucrose | 0.98 | 0.927 | 1.03 | 0.880 | 0.80 | 0.336 | | 0.87 | 0.487 | |
| α-glucose | 1.42 | 0.109 | 0.29 | 0.015 | 0.72 | 0.199 | | 0.58 | 0.101 | |
| β-glucose | 1.58 | 0.049 | 0.58 | 0.076 | 0.77 | 0.268 | | 0.80 | 0.457 | |
| Oxalacetic acid | 0.77 | 0.236 | 0.93 | 0.645 | 0.76 | 0.218 | | 0.87 | 0.441 | |
| Choline | 1.20 | 0.005 | 1.28 | 0.017 | 1.17 | 0.006 | | 1.23 | 0.046 | |
| Ketoglutaric acid | 1.67 | 0.082 | 0.57 | 0.171 | 1.42 | 0.241 | | 1.10 | 0.760 | |
| Asparagine | 0.86 | 0.155 | 1.34 | 0.087 | 1.04 | 0.812 | | 1.33 | 0.022 | |
| Malic acid | 1.06 | 0.184 | 1.26 | 0.024 | 1.21 | 0.010 | | 1.07 | 0.363 | |
| Citric acid | 0.95 | 0.012 | 0.95 | 0.295 | 1.05 | 0.070 | | 1.12 | 0.001 | |
| Succinic acid | 1.33 | 0.008 | 0.15 | 0.000 | 0.80 | 0.446 | | 0.37 | 0.006 | |
| Glutamic acid | 0.82 | 0.010 | 1.06 | 0.205 | 0.88 | 0.023 | | 1.15 | 0.155 | |
| Glutamine | 1.19 | 0.000 | 1.16 | 0.008 | 1.04 | 0.556 | | 1.07 | 0.003 | |
| Quinic acid | 1.15 | 0.115 | 0.93 | 0.333 | 1.08 | 0.299 | | 1.11 | 0.145 | |
| Arginine | 1.13 | 0.000 | 1.13 | 0.021 | 1.13 | 0.001 | | 1.20 | 0.002 | |
| Alanine | 1.69 | 0.001 | 1.47 | 0.001 | 1.50 | 0.002 | | 1.48 | 0.004 | |
| Lactic acid | 0.95 | 0.612 | 1.11 | 0.327 | 0.94 | 0.710 | | 1.01 | 0.914 | |
| Threonine | 1.08 | 0.329 | 1.03 | 0.754 | 1.33 | 0.020 | | 1.03 | 0.723 | |
| Ethanol | 0.67 | 0.008 | 0.57 | 0.002 | 0.64 | 0.007 | | 0.85 | 0.061 | |
| 2,3-butanediol | 0.92 | 0.003 | 0.85 | 0.014 | 0.84 | 0.000 | | 0.99 | 0.800 | |
| Valine | 1.06 | 0.733 | 1.14 | 0.431 | 0.94 | 0.736 | | 1.12 | 0.604 | |
| Leucine | 1.62 | 0.035 | 1.73 | 0.013 | 1.67 | 0.027 | | 1.30 | 0.344 | |

Statistically significant differences using Student’s t-test: *p* < 0.05.

Fold change: the relative intensity ratio of the treated samples to the control samples (CK-0h).

How the deposited data were processed for this re-analysis (not part of the article)

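Leaf RNA of 15 C. roseus samples was measured by RNA sequencing, with 3 samples in each of 5 groups (0 h control, ETH 3 h, ETH 24 h, MJ 3 h and MJ 24 h). Samples were assigned to groups and replicate numbers from the sample labels, which name the time, the hormone and the number, and each column of the count table carries the name of its sample. The paper speaks of biological replicates and does not say how many plants were pooled in each. The labels give the tissue as leaf, while their extraction text names a region of an animal brain, which was taken as text left from another study. The labels and the paper differ in the age of the seedlings, as the description of the experiment states.
The authors removed adaptors and low-quality reads, aligned the reads to the C. roseus genome with HISAT2 (version 2.0.4 in the submitters' processing notes), and deposited the raw counts per gene that HTSeq gave. The methods name 2 genome sources, and which of them the counts used is not given in the sources used here, nor are the version and the strand setting of HTSeq. The deposited count table holds 33829 genes, 0 rows that name no gene and 0 columns of unknown samples, and no 2 of the 15 libraries hold identical values. The total count per library was 23710688 to 31168281 (median 26443250). The paper's FPKM values were used only where a gene's name was paired with an ID in the same table. The paper's metabolite contents and module values came from its Datasets S1 and S5.
The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group as factor, which left 18008 genes (53.2%). TMM factors lay between 0.8875 and 1.1386, and the common biological coefficient of variation was 0.342. A quasi-likelihood model with a mean for each of the 5 groups was fitted to all 15 libraries, without a term for the replicate number. It gave the 4 comparisons with 0 h, the 2 comparisons between the times of a hormone, the 2 comparisons between the hormones, the difference between the 2 time courses (the change from 3 to 24 h under ETH minus that under MJ) and a joint test of the 4 treated groups. P-values were adjusted by Benjamini-Hochberg over the 18008 genes. A gene was called at an adjusted p under 0.05 and a fold above 1.5 or below 0.667. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are TMM-scaled CPM.
The gene lists and the rule for named genes were fixed before the data were examined. The lists are the 4 catharanthine branch genes, which are also the genes of Group I that could be paired with an ID, Group II, the vindoline and iridoid genes, ethylene signalling, the green, pink and turquoise transcription factors of Datasets S6 and S7, precursor supply, chloroplast, ribosomal proteins, proteasome, heat shock and chaperones, cell wall and expansion, and light and clock, with LOX2 as a marker of MJ. Lists for the makeup of the leaf samples are young or dividing tissue, young tissue genes among the turquoise genes, and the epidermal steps of the vindoline pathway. The lists read from complete tables were tested with camera and fry of limma 3.58.1, with a preset correlation of 0.01 and a prior count of 2, and adjusted over lists and comparisons. Lists read from Dataset S3, of which 1022 of 33829 lines could be read, are given as counts and medians with no set test.
The rule for named genes takes every gene the paper names that is paired with an ID in Datasets S6 to S9, every member of the lists, LOX2, and per comparison the 5 largest rises and 5 largest falls among called genes that have an Arabidopsis symbol and changed the same way in every replicate. The 2 largest rises and 2 largest falls with a mean above 1 CPM are given as IDs. The FPKM values of many of these genes stood in the paper's tables and had been seen. Not every gene that the rule takes is reported here. Names were found for 305 of the IDs, and 0 IDs matched the RefSeq gene table of 37298 lines, so gene positions are those of Dataset S3.
Correlations across libraries used linear CPM, with Pearson's r and Spearman's rho, two-sided permutation tests with 100000 resamples and Benjamini-Hochberg adjustment within each family, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. EBSeq, WGCNA and GENIE3, which the authors used, were not run.
The alternatives were DESeq2 1.42.0, limma voom with quality weights, library totals or upper-quartile scaling in place of TMM, no filter on low counts or at least 10 counts in every library, a fold above 2 or no fold threshold, a test against a fold of 1.5 (glmTreat), only the groups compared in the fit, a term for the replicate number, each replicate left out in turn, and the first replicates of ETH 3 h and MJ 3 h left out together. The last was planned from the FPKM values of the turquoise genes in the paper's tables. For the lists they were an estimated correlation and fry, and for the correlations log2(CPM + 1), Spearman's rho, deviations from the group means and the 2 farthest libraries left out. Leaving out replicate 3 of 0 h and of MJ 24 h together was added after seeing the data.
The steps were tested on simulated data. Counts were simulated from the means and library sizes of the real samples with 200 changed genes among 17903. In the comparison of ETH 3 h with 0 h, edgeR called 0 of 67 genes changed 1.5-fold, 19 of 67 changed 2-fold (28.4%) and 54 of 66 changed 4-fold (81.8%), with 2 other genes called. In that of MJ 24 h with 0 h it called 2, 17 and 49 of the same numbers of genes, with 3 other genes called. A simulated list of 12 genes raised by 0.8 on the log2 scale had a camera p of 4.06e-13, and 3 of 50 random lists had a p under 0.05. Simulated pairs with a correlation of 0.8 gave a median r of 0.809 over 2000 pairs, and 5.0% of 200 unrelated pairs had a p under 0.05. Simulated changes of 1.5-fold, which lie at the calling threshold, were therefore rarely called when 200 genes were changed. No fold between 1.5 and 2 was simulated. In the real data many called genes had a fold under 2. At ETH 3 h, 2147 genes were called, and 1113 with a fold above 2 or below 0.5. To allow for the control libraries shared between comparisons, unchanged groups were simulated against the same controls 20 times.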

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

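The tests of the hormone treatments and of a batch for the turquoise genes, and both tests of the MJ 24 h count, were chosen only after their results had been seen. The other tests given here were set before.
The change from 3 to 24 h differed between ETH and MJ for 595 genes by edgeR's test of the difference between the time courses. Of 100 splits of the same libraries into groups of the same sizes, 3 gave a count as large, the real one included. The splits mix all treated libraries over their groups, so this share speaks against groups that do not differ at all. It cannot exclude chance for the difference between the time courses, since the splits also mix libraries that differ by time or hormone alone. The highest other split called 2027 genes, several times the real count. In that split the group standing for ETH 3 h held ETH 24 h replicates 2 and 3 and MJ 24 h replicate 2. These are all 24 h libraries, so a difference by time can enter that count. The total was 258, 324 and 277 without ETH 24 h replicates 1, 2 and 3, 278 and 358 without ETH 3 h replicates 2 and 3, 390 without MJ 3 h replicate 3, 309 without MJ 24 h replicate 1 and 1077 without ETH 3 h replicate 1.
LOX2 (CRO_000213) was picked out by the same difference between the hormones at 5.44 on the log2 scale, a call lost without ETH 3 h replicate 2, ETH 24 h replicate 1 or MJ 24 h replicate 1 (adjusted p up to 0.0567 in edgeR). MSL4 (CRO_000898) had 2.24, with no call lost when single libraries were left out. OPT3, an oligopeptide transporter family member, had -2.14, lost without ETH 3 h replicate 2 or 3, any ETH 24 h replicate or MJ 24 h replicate 1 (adjusted p up to 0.0631). NRT1:2, a nitrate transporter, had -2.80, lost without ETH 3 h replicate 2 or 3, ETH 24 h replicate 1 or 2, MJ 3 h replicate 3, or MJ 24 h replicate 1 or 3 (adjusted p up to 0.0839). HSFA3, a heat shock factor, had -1.10 and LBA1, an RNA helicase of nonsense-mediated decay, had 0.97, and both calls were lost without any library except ETH 3 h replicate 1 and MJ 3 h replicate 2 (adjusted p up to 0.112 and 0.0943). EXO70E1, an exocyst subunit, had -1.10, lost without ETH 3 h replicate 2, ETH 24 h replicate 2 or 3, or MJ 24 h replicate 1 (adjusted p up to 0.065). CrbHLHs had -0.82, lost without ETH 3 h replicate 2 or 3, ETH 24 h replicate 1 or 3, MJ 3 h replicate 1, or MJ 24 h replicate 1 or 3 (adjusted p up to 0.0926), and CrNFXL1 had -0.80, lost without ETH 3 h replicate 2 or 3, any ETH 24 h replicate or MJ 3 h replicate 3 (adjusted p up to 0.0671).
Signals in genes that the paper does not discuss were those of 6 ribosomal protein genes higher at MJ 3 h than at 0 h, of CRO_003531 with a mean of 20.58 CPM at ETH 3 h (0.079 CPM at 0 h and 11.45 CPM at ETH 24 h; adjusted p at 3 h 2.98e-04 in edgeR), and of CRO_033627 with a mean of 58.56 ± 29.9 CPM (SD, n = 3) at MJ 3 h (0.026 CPM at 0 h and 0.146 CPM at MJ 24 h; adjusted p at 3 h 3.72e-04 in edgeR). These 2 genes have no paired name, and no call was lost when single libraries were left out.
The turquoise transcription factor genes were high in ETH 3 h replicate 1 and MJ 3 h replicate 1, with median log2 differences from 0 h of 1.35 and 1.70. A response to the hormones at 3 h as the whole cause is argued against by the other 4 libraries at 3 h, where the mean of the medians was -0.1395 (SD 0.3318). A batch that raised every replicate numbered 1 this much is argued against by replicate 1 of 0 h, ETH 24 h and MJ 24 h. Their medians lay 0.1252 above the other replicates on average (SD 0.1451). A smaller shift shared by replicates numbered 1 stays open. In ETH 24 h replicate 1 and MJ 24 h replicate 1 the list lay 0.1726 and 0.2406 above the other replicates. These values are at the 99.77 and 99.65 percentile of random lists. In 0 h replicate 1 the difference was -0.0377, at the 34.05 percentile. A larger share of young tissue in ETH 3 h replicate 1 and MJ 3 h replicate 1 stays open as a candidate explanation. The list of young or dividing tissue genes, taken outside the study's modules, lay above the other replicates by at least 0.3084 in both libraries, at the 94.3 percentile of 10000 random lists of the same size matched on expression in each, short of the bound set for it.
Many genes moved the same way at 3 h after ETH and after MJ: 389 were higher in both (81.9 for independent lists) and 971 lower in both (145.5), while 41 moved in opposite directions. The shared 0 h control libraries as the whole cause are argued against by the covariance of the fold changes, 0.4931 against 0.134 at most in simulated unchanged groups, a difference of 0.371 from the simulated mean of 0.122. Simulated genes varied independently of each other, so the simulated range may be too narrow. Unchanged groups shared 0 called genes, which says little, since groups without any change can hardly share calls. With too few control libraries to be split, part of the excess may come from them. The 1360 genes called in the same direction cannot be told apart from changes with the time of day or handling common to both treatments, since 0 untreated libraries at 3 h were compared.
Only 5 genes were called at MJ 24 h by edgeR (244 by DESeq2 and 914 by limma voom). Whether 0 h replicate 3 and MJ 24 h replicate 3, which stand apart from their groups, hide changes stays open, since the count of 3 without both comes from fewer libraries, and 8 genes were called without 0 h replicate 3 alone. ETH 3 h replicate 1 and MJ 3 h replicate 1 enter this test through the shared estimate of spread, the filter and the scaling. Without both, 91 genes were called, so their spread may account in part for the low count. A fit of the 0 h and MJ 24 h libraries alone, which also leaves both out, did not raise the count, and it has fewer libraries. Of the 603 readable brown genes, 290 were higher at MJ 3 h than at 0 h. Of the same genes, 281 were lower at MJ 24 h than at MJ 3 h. The study built this module on these libraries, and both counts use the same MJ 3 h libraries. They therefore cannot show that MJ-induced transcripts in general returned toward 0 h levels. How much of the low count such a return accounts for was not tested.
Splits of the 6 libraries of a pair of groups number 10, too few for a share under 0.05. As large a count as the real one was given by 1 of 10 splits at ETH 3 h (2147, highest other 0), at ETH 24 h (393, highest other 0), at MJ 3 h (3752, highest other 0), at MJ 24 h (5, highest other 1), between ETH 24 h and ETH 3 h (654, highest other 0), between MJ 24 h and MJ 3 h (2952, highest other 0) and between the hormones at 24 h (187, highest other 0). Between the hormones at 3 h, 2 of 10 splits gave a count as large as 1241, and the highest other was 2187, for ETH 3 h replicate 1 with MJ 3 h replicates 1 and 3 against the rest. For the joint test of the treated groups, 1 of 100 splits, the real grouping, reached the count of 4479, and the highest other was 533. A random grouping of the libraries is therefore unlikely to give such a count. These splits cannot tell the hormones from the time of day or handling.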

How the results depend on the processing

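Of these tests, only the one without replicate 3 of 0 h and of MJ 24 h together was chosen after seeing the data, and the one without replicate 1 of ETH 3 h and of MJ 3 h was planned from the FPKM values of these libraries in the paper's tables. All counts of genes called stayed within 1.5 times of their values with no fold threshold, upper-quartile scaling, no filter on low counts and at least 10 counts in every library. The values that changed under the other settings follow, and the cause of each was not tested except where the setting itself asks for a larger fold or takes fewer samples. With a fold above 2 or below 0.5, the number of genes called was 1113 at ETH 3 h, 2040 at MJ 3 h, 258 for ETH 24 h against ETH 3 h, 1773 for MJ 24 h against MJ 3 h and 2586 in any treated group. With glmTreat against a fold of 1.5, the number of genes called was 303 at ETH 3 h, 58 at ETH 24 h, 1154 at MJ 3 h, 0 at MJ 24 h, 0 for ETH 24 h against ETH 3 h, 893 for MJ 24 h against MJ 3 h, 475 for ETH against MJ at 3 h, 26 for ETH against MJ at 24 h and 202 for the time courses. With DESeq2, the number of genes called was 1130 at ETH 24 h, 244 at MJ 24 h, 1356 for ETH 24 h against ETH 3 h, 803 for ETH against MJ at 24 h and 1324 for the time courses. With limma voom and quality weights, the number of genes called was 3976 at ETH 3 h, 2766 at ETH 24 h, 914 at MJ 24 h, 2220 for ETH 24 h against ETH 3 h, 1655 for ETH against MJ at 24 h, 1166 for the time courses and 7494 in any treated group. With only the compared groups in the fit, the number of genes called was 1110 at ETH 3 h, 1175 at ETH 24 h, 2025 at MJ 3 h, 1 at MJ 24 h, 1143 for MJ 24 h against MJ 3 h, 175 for ETH against MJ at 3 h and 552 for ETH against MJ at 24 h. Counts given for any treated group are those of the joint test of the treated groups. It has no such value for glmTreat or for only the compared groups. Beside the counts of 0 from glmTreat, edgeR's quasi-likelihood test gave 2176 genes at MJ 24 h and 4125 for ETH 24 h against ETH 3 h an unadjusted p under 0.05. With library totals only, the number of genes called was 16 at MJ 24 h. The adjusted p rose above 0.05 for the catharanthine branch list (0.0821 at ETH 3 h, at ETH 24 h and for ETH against MJ at 24 h). The number of Dataset S6 pairs above 0.8 was 36 (against 18). The split between higher and lower genes with library totals was 248 and 318 for ETH 24 h against ETH 3 h (321 and 333 with TMM) and 176 and 86 for ETH against MJ at 24 h (108 and 79 with TMM).
Without replicate 1 of ETH 3 h and of MJ 3 h together, the number of genes called was 684 at ETH 24 h, 91 at MJ 24 h, 1227 for ETH 24 h against ETH 3 h, 579 for ETH against MJ at 24 h and 913 for the time courses. The adjusted p rose above 0.05 for the turquoise transcription factors list (0.112 for MJ 24 h against MJ 3 h). The adjusted p came below 0.05 for the vindoline and iridoid genes list (0.0112 at ETH 3 h, 0.0309 at MJ 24 h). The turquoise transcription factors list turned from higher to lower at ETH 3 h, with a median of -0.53 against 0.82 and an adjusted p of 0.0243. The median log2 fold change was -0.14 (against 0.059) for the pink genes at MJ 3 h and -0.68 (against 0.37) for the turquoise genes at ETH 3 h. The correlation of CrEIL1 and BIS2 was 0.173 (against 0.957), the number of Dataset S6 pairs above 0.8 was 33 (against 18) and the number of Dataset S7 pairs above 0.8 was 39 (against 192). Without replicate 3 of 0 h and of MJ 24 h together, the number of genes called was 1252 at ETH 3 h, 163 at ETH 24 h, 3 at MJ 24 h and 417 for ETH against MJ at 24 h. The adjusted p rose above 0.05 for the catharanthine branch list (0.0876 at ETH 3 h, 0.162 at ETH 24 h), the vindoline and iridoid genes list (0.0876 for the time courses) and the green transcription factors list (0.0876 at MJ 3 h). The median log2 fold change was -0.030 (against 0.029) for the blue genes at ETH 24 h, 0.015 (against 0.11) for the blue genes at MJ 24 h, 0.85 (against 1.12) for the green genes at ETH 3 h, 0.60 (against 0.68) for the green genes at ETH 24 h and -0.10 (against -0.33) for the turquoise genes at MJ 24 h.
With an estimated correlation in camera, the adjusted p rose above 0.05 for the catharanthine branch list (0.561 at ETH 3 h, at ETH 24 h and for ETH against MJ at 24 h), the vindoline and iridoid genes list (0.932 for ETH against MJ at 3 h, 0.929 for the time courses), the ethylene signalling list (0.561 at ETH 3 h, at ETH 24 h, for ETH against MJ at 3 h and for ETH against MJ at 24 h), the green transcription factors list (0.561 at ETH 3 h and at ETH 24 h, 0.932 at MJ 3 h), the pink transcription factors list (0.673 at ETH 24 h) and the turquoise transcription factors list (0.932 for MJ 24 h against MJ 3 h). With fry, the adjusted p rose above 0.05 for the catharanthine branch list (0.0976 at ETH 24 h and for ETH against MJ at 24 h), the vindoline and iridoid genes list (0.335 for ETH against MJ at 3 h and for the time courses), the green transcription factors list (0.212 at MJ 3 h), the pink transcription factors list (0.108 at ETH 24 h) and the turquoise transcription factors list (0.407 for MJ 24 h against MJ 3 h). With Spearman's rho, the correlation of CrEIL1 and BIS2 was 0.486 (against 0.957), the number of Dataset S6 pairs above 0.8 was 9 (against 18) and the number of Dataset S7 pairs above 0.8 was 61 (against 192). Without the 2 libraries farthest from the median, the correlation of CrEIL1 and BIS2 was 0.173 (against 0.957), the correlation of GO and catharanthine was 0.645 (against 0.790), that of the blue genes and ajmalicine was 0.674 (against 0.785) and the number of Dataset S7 pairs above 0.8 was 77 (against 192). Within groups, on deviations from the group means, the correlation of CrEIL1 and BIS2 was 0.958 (against 0.957), the number of significant gene and metabolite relations was 0 (against 2), the correlation of GO and catharanthine was 0.787 (against 0.790), that of the blue genes and ajmalicine was 0.156 (against 0.785), the number of Dataset S6 pairs above 0.8 was 6 (against 18) and the number of Dataset S7 pairs above 0.8 was 303 (against 192). With log2(CPM + 1), the number of significant gene and metabolite relations was 1 (against 2), the number of Dataset S6 pairs above 0.8 was 11 (against 18) and the number of Dataset S7 pairs above 0.8 was 99 (against 192). On linear CPM, the median correlation of replicates was 0.937 (against 0.969).
Leaving out each replicate in turn, which keeps 2 libraries in that group and the shared estimate of spread, gave numbers of genes called from lowest to highest of 1009 to 2432 at ETH 3 h, 83 to 182 at ETH 24 h, 0 to 8 at MJ 24 h, 20 to 539 for ETH 24 h against ETH 3 h, 789 to 1442 for ETH against MJ at 3 h, 20 to 198 for ETH against MJ at 24 h and 258 to 1077 for the time courses. Within 1.5 times of the full count were 2751 to 4126 at MJ 3 h, 2141 to 3335 for MJ 24 h against MJ 3 h and 3620 to 5049 in any treated group. The adjusted p of lists whose call changed ranged over 0.0251 to 0.0878 at ETH 3 h, 0.0166 to 0.162 at ETH 24 h, 0.0497 to 0.172 for ETH against MJ at 3 h and 0.00945 to 0.0732 for ETH against MJ at 24 h for the catharanthine branch list, 0.0150 to 0.661 at ETH 3 h, 0.0451 to 0.387 at MJ 24 h, 6.84e-04 to 0.293 for ETH against MJ at 3 h and 6.84e-04 to 0.130 for the time courses for the vindoline and iridoid genes list, 1.74e-04 to 0.0871 at MJ 3 h for the green transcription factors list and 2.27e-04 to 0.975 at MJ 3 h and 1.51e-06 to 0.369 for MJ 24 h against MJ 3 h for the turquoise transcription factors list. Medians that moved ranged over -0.030 to 0.074 for the blue genes at ETH 24 h, -0.14 to 0.073 for the pink genes at MJ 3 h, 0.85 to 1.28 for the green genes at ETH 3 h, 0.60 to 0.81 for the green genes at ETH 24 h, -0.67 to 0.66 for the turquoise genes at ETH 3 h and -0.16 to 0.031 for the turquoise genes at ETH 24 h. Over the correlations the range was 2 to 10 for the number of significant gene and metabolite relations, 0.448 to 0.632 for the correlation of the brown genes and ajmalicine and 53 to 251 for the number of Dataset S7 pairs above 0.8. For ETH against MJ at 24 h, where 187 genes were called in all, the count was 32, 59 and 20 without ETH 24 h replicates 1, 2 and 3, and 29 and 36 without MJ 24 h replicates 1 and 2. Among up to 189 values of single named genes no called change reversed its direction under any setting. Calls lost and gained numbered 82 and 0 with glmTreat, 49 and 1 with only the compared groups, 34 and 0 with a fold above 2, 18 and 1 with library totals, 10 and 0 with no filter, 8 and 16 with limma voom, 2 and 11 with DESeq2, 9 and 5 without both first replicates, 34 and 1 without both of the third replicates, 4 and 0 with upper-quartile scaling, 1 and 1 with at least 10 counts and 0 and 2 with no fold threshold, and 249 and 13 of 1200 when single replicates were left out.
The replicate numbers were checked for pairing by the correlation of deviations from the group means. The 30 pairs of libraries with the same number had correlations from -0.660 to 0.765 (median 0.115, and -0.074 for pairs with different numbers). Of these 30 pairs 15 had a correlation over 0.1, and 5 of the 15 libraries correlated best with their own number. The numbers therefore do not mark a pairing across all groups, and a link between some of the libraries stays open. With the replicate number as a replicate block, the number of genes called was 259 at ETH 24 h, 0 at MJ 24 h and 118 for ETH against MJ at 24 h. The adjusted p came below 0.05 for the turquoise transcription factors list (0.0401 at MJ 3 h). The replicate block changed no other count by over 1.5 times and no other list call, and among named genes 14 calls were not made and 4 were added.
At 23710688 to 31168281 counts per library, depth limits the low genes. CrEIL1 (CRO_031898), with 7 counts at most, stayed out of the test, CS (CRO_021730) was measured at 0.401 CPM and T3O (CRO_009296) at 0.340 CPM at 0 h, and 33 of 37 turquoise regulators could be tested.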

Differences from the paper's values

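The alternatives compared with the paper's values were set before the data were examined. Fig. S2B shows about 1700 genes changed between ETH 24 h and 0 h by EBSeq, read by eye, and 393 were called here by edgeR at the same fold and adjusted p thresholds. The difference fell within 1.5 times only when the 2 compared groups were fitted alone (1175). It did not with no fold threshold (426), a fold above 2 (276), DESeq2 (1130), library totals only (368), upper-quartile scaling (408), no filter on low counts (326), at least 10 counts in every library (375), limma voom (2766), the replicate block (259), glmTreat (58) or without the first replicates of ETH 3 h and MJ 3 h (684).
For ETH 24 h against ETH 3 h, Fig. S2B shows about 1400 genes, read by eye, and 654 were called here. The values were within 1.5 times with no fold threshold (937), DESeq2 (1356) and without the first replicates of ETH 3 h and MJ 3 h (1227). They were not with a fold above 2 (258), library totals only (566), upper-quartile scaling (691), no filter on low counts (535), at least 10 counts in every library (751), limma voom (2220), the replicate block (533), glmTreat (0) or only the compared groups (558).
Of the pairs of genes in Dataset S6, the paper's table gives 40 with a correlation above 0.8, from FPKM, and 18 were above 0.8 here, from TMM-scaled CPM. The values were within 1.5 times with library totals only (36) and without the first replicates of ETH 3 h and MJ 3 h (33). They were not for log2(CPM + 1) (11), Spearman's rho (9), without the 2 farthest libraries (13), for deviations from the group means (6) or from the means of each replicate number (the replicate block, 25).
The paper's text gives as differentially expressed under ETH or MJ a number about equal to all genes of the count table. Here a joint test of the treated groups called 4479 of 33829 genes by edgeR, 5893 by DESeq2, 7494 by limma voom and 5796 with no fold threshold. In edgeR 4582 genes were called in at least 1 comparison with 0 h. The text does not state thresholds beside that number.
Beside the sequencing, the paper reports qPCR of genes of Groups I, II and III, and a gene not called here does not contradict it. The paper describes the Group I genes as induced by ETH. Of the 4 paired with an ID, edgeR called 0 at ETH 3 h (3 with an unadjusted p under 0.05), all 4 had a positive log2 fold change (0.68 to 1.56), DESeq2 called CS, TS and GO, limma voom called all 4, TS was called without 0 h replicate 2, and CS without the first replicates of ETH 3 h and MJ 3 h. The paper describes the Group II genes as induced by both hormones. HYS was called at MJ 3 h only (log2 fold change 3.38, and 1.29 at ETH 3 h), and T16H1/2 (-0.66 at ETH 3 h and 0.60 at MJ 3 h) was not called by edgeR, DESeq2 or limma voom. The paper describes the Group III genes as induced by MJ only, and its text does not list them. Of the 7 genes with an ID that Fig. 2A shows and the text lists in neither other group (T16OMT, T3R, NMT, D4H, T3O, G8O and BIS2), none was called by edgeR at MJ 3 h, although each except T3O had a higher mean there. BIS2 (1.92) was called by DESeq2, with the replicate block and without MJ 3 h replicate 2.
The paper places the turquoise module at 3 h after both hormones. The median log2 fold change of its 42 network genes was 0.37 at ETH 3 h and 1.04 at MJ 3 h, and -0.68 and 0.14 over 39 genes without the first replicates. The paper describes the pink module as expressed after ETH, and 0 of its 17 transcription factor genes were called there by edgeR (3 and 4 with an unadjusted p under 0.05 at 3 h and 24 h, and 0 and 1 by DESeq2 and by limma voom; median 0.18 and 0.21). The paper's tables give a correlation of 0.791 between the pink module and anhydrovinblastine and of 0.615 between the green module and catharanthine, and its own module values and contents give 0.609 and 0.686 when recomputed. Of 204 pairs of a module and a metabolite, 182 lay within 0.05 of the paper's value, and 21 of the other 22 are of anhydrovinblastine.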

Other observations

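No test in this part was chosen only after its result was seen.
The transport gene OPT3 moved in opposite directions under the hormones at 3 h. OPT3 (CRO_000102), an Arabidopsis match of the oligopeptide transporter family linked to iron in the phloem, was at 124 ± 26.8 CPM at 0 h, 297.5 ± 94.6 CPM at ETH 3 h and 52.3 ± 22.5 CPM at MJ 3 h (SD, n = 3). It rose at ETH 3 h (log2 fold change 1.26, adjusted p = 0.02 in edgeR, lost without 0 h replicate 1 or 2 or ETH 3 h replicate 2 or 3, adjusted p up to 0.0691) and fell at MJ 3 h (-1.25, SE 0.318, adjusted p = 0.0122), and the difference between the hormones at 3 h was 2.51 (SE 0.331, adjusted p = 7.32e-04). At MJ 24 h it was higher again than at MJ 3 h by 2.09. NRT1:2 was lower at MJ 3 h than at 0 h (-1.72, adjusted p = 0.0135), had a log2 fold change of -0.53 at ETH 3 h (adjusted p = 0.432) and was higher at MJ 24 h than at MJ 3 h (1.83, adjusted p = 0.0131). TIP4;1, an aquaporin of the vacuolar membrane, was lower at 3 h under both hormones, at MJ 3 h by a log2 fold change of -1.91 (adjusted p = 0.00916) and at ETH 3 h of -1.85 (adjusted p = 0.0187), where the call was lost without 0 h replicate 3 or ETH 3 h replicate 2 or 3 (adjusted p up to 0.0799).
Calls among housekeeping and organelle genes were mostly at 3 h, in lists read from part of Dataset S3. Of 10 ribosomal protein genes, 6 were higher and 1 lower at MJ 3 h (median log2 fold change 0.71; 8 with an unadjusted p under 0.05; DESeq2 and limma voom each 6 higher and 1 lower), among them CRO_000900 (1.15, adjusted p = 7.88e-04) and CRO_000816 (0.94, adjusted p = 0.00183). The 6 were also higher with library totals and with upper-quartile scaling, and the one that was lower, CRO_000855 (-0.89, adjusted p = 0.0485), was lost with both scalings and without 0 h replicate 1 or 3 or MJ 3 h replicate 2 or 3 (adjusted p up to 0.212). At ETH 3 h 2 of them were higher (median 0.30), HLL and CRO_000900, the latter lost without 0 h replicate 1 or 3 or ETH 3 h replicate 2 or 3. At ETH 24 h 1 was higher, HLL (0.85, adjusted p = 0.018, lost without any 0 h replicate or ETH 24 h replicate 1 or 2, adjusted p up to 0.0986), while the median was 0.01 and the mean -0.02. Between MJ 24 h and MJ 3 h 5 were lower and 0 higher (median -0.51).
Of 12 chloroplast genes, 3 were lower at ETH 3 h (NPQ7, CLPP5 and ALB4; median -0.63; 5 when adjusted over the list alone, and 5 by DESeq2 and limma voom). The control libraries differed on this list. Its median log2 difference from the other 0 h replicates was 0.49 in 0 h replicate 3, -0.32 in replicate 2 and -0.10 in replicate 1. NPQ7 (-0.65) was lost with library totals and without 0 h replicate 1 or 3 or ETH 3 h replicate 2 or 3 (adjusted p up to 0.144), and ALB4 (-0.69) was lost with library totals, in limma voom and without 0 h replicate 3. At ETH 24 h FAD7 was lower (-2.45, adjusted p = 0.0487), lost with library totals and without 0 h replicate 1 or 2 or any ETH 24 h replicate (adjusted p up to 0.188). FAD7 and ACP4 (0.85) were higher and CRR7, NPQ7 (-0.69), CLPP5 (-0.73) and PSAF (-1.13) were lower at MJ 3 h (median -0.54, mean -0.19). NPQ7 and PSAF were lost there without 0 h replicate 3, MJ 3 h replicate 2 or MJ 3 h replicate 3, and PSAF also without 0 h replicate 1 (adjusted p up to 0.169).
Among 9 heat shock and chaperone genes, 2 were higher at MJ 3 h, CRO_000526 (3.11, SE 0.771, adjusted p = 0.0107) and HSP70 (1.74, SE 0.564, adjusted p = 0.0372, lost without 0 h replicate 1 or 3 or MJ 3 h replicate 2 or 3, adjusted p up to 0.127), with a median of 0.05 and a mean of 0.70, and edgeR called 0 at ETH 3 h (3 with an unadjusted p under 0.05, 1 by DESeq2 and 2 by limma voom). Of 4 proteasome genes, edgeR called RPT1A higher at MJ 3 h (0.59, adjusted p = 0.00147; DESeq2 called 0) and 0 at ETH 3 h (4 with an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma voom). RPT1A was lost without any 0 h replicate or MJ 3 h replicate 2 or 3 because its fold came below the threshold. Of 7 cell wall and expansion genes, IAA1 was higher at MJ 3 h (1.37, adjusted p = 0.00925), with a list median of 0.30 and a mean of -0.26, and edgeR called 0 at ETH 3 h (2 with an unadjusted p under 0.05, 1 by DESeq2, and 2 higher and 1 lower by limma voom). Of 4 light and clock genes, PIF4 was higher at ETH 3 h (list median -0.41), and at MJ 3 h edgeR, DESeq2 and limma voom called 0 and 0 had an unadjusted p under 0.05. Between MJ 24 h and MJ 3 h, PIF4 (0.87, adjusted p = 0.0168) and ELF4-L4 (0.63, adjusted p = 0.0468) were higher, and ELF4-L4 was lost without any library of these groups except MJ 24 h replicate 1 (adjusted p up to 0.135).
Of 11 genes of young or dividing tissue, BUB3.2, a spindle checkpoint gene, was higher at ETH 3 h (0.78, adjusted p = 0.022, lost without 0 h replicate 1 or 3 or ETH 3 h replicate 1, adjusted p up to 0.102) and at MJ 3 h (1.26, adjusted p = 0.00102), with list medians of 0.20 and 0.26. The 9 young tissue genes among the turquoise genes had medians of 1.29 at ETH 3 h and 2.60 at MJ 3 h, and edgeR called 0 at either time (1 and 3 with an unadjusted p under 0.05, 1 by DESeq2 at each, 0 by limma voom). Their median from ETH 3 h to ETH 24 h was -1.29 while camera's direction was up (adjusted p = 0.879). The study chose these genes on the same libraries. Of the 4 epidermal steps of the vindoline pathway, edgeR, DESeq2 and limma voom called 0 at ETH 3 h and at MJ 3 h, and 0 had an unadjusted p under 0.05, and the median difference between the time courses was 1.79 (camera, adjusted p = 0.0777).
The turquoise transcription factor list had a median difference between the time courses of 0.745 (camera, adjusted p = 0.0442, and adjusted p = 0.932 with an estimated correlation). Between the hormones, the pink list had medians of 0.22 at 3 h and 0.14 at 24 h (camera, adjusted p = 0.00477 and 0.00297, and adjusted p = 0.726 and 0.711 with an estimated correlation). The green list was higher under ETH than under MJ for 15 genes at 3 h (median 0.68; camera, adjusted p = 5.42e-12) and 5 at 24 h (median 0.38; adjusted p = 2.75e-10), with adjusted p = 0.561 at both times with an estimated correlation, and was higher at MJ 24 h than at 0 h by camera (adjusted p = 2.12e-06, and adjusted p = 0.726 with an estimated correlation) although 0 of its genes were called there (12 with an unadjusted p under 0.05, 3 by DESeq2 and 5 by limma voom). These lists were chosen by the study on the same libraries.
The fold changes at MJ 3 h and MJ 24 h had r = 0.137 over the tested genes and a covariance of 0.079, below the mean of 0.123 for simulated unchanged groups (mean r 0.503), and those at ETH 24 h and MJ 24 h had r = 0.436 and a covariance of 0.195 (simulated means 0.501 and 0.123, highest covariance 0.131). Of the genes called at ETH 24 h, 68 were also higher (22.8 for independent lists) and 85 also lower (17.4) at MJ 3 h, and 38 were called in opposite directions. Part of these overlaps can come from the shared control libraries, which are too few to be split.
The paper's contents of catharanthine were 4.23 ± 0.0688 µg per mg dry weight at 0 h and 5.01 ± 0.904 at ETH 3 h (SD, n = 3), and those of ajmalicine were 0.669 ± 0.2665 at 0 h, 1.69 ± 0.147 at ETH 3 h and 1.84 ± 0.261 at MJ 3 h.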
